# Lipophilic signals lead to organ‐specific gene expression changes in *Arabidopsis* seedlings

**DOI:** 10.1002/pld3.242

**Published:** 2020-07-15

**Authors:** Ashley E. Cannon, Chengshi Yan, David J. Burks, Xiaolan Rao, Rajeev K. Azad, Kent D. Chapman

**Keywords:** *Arabidopsis* thaliana, lipids, *N*‐acylethanolamines, RNA‐seq, secondary dormancy, seedling development

## Abstract

In plants, *N*‐acylethanolamines (NAEs) are most abundant in desiccated seeds and their levels decline during germination and early seedling establishment. However, endogenous NAE levels rise in seedlings when ABA or environmental stress is applied, and this results in an inhibition of further seedling development. When the most abundant, polyunsaturated NAEs of linoleic acid (18:2) and linolenic acid (18:3) were exogenously applied, seedling development was affected in an organ‐specific manner. NAE 18:2 primarily affected primary root elongation and NAE 18:3 primarily affected cotyledon greening and expansion and overall seedling growth. The molecular components and signaling mechanisms involved in this pathway are not well understood. In addition, the bifurcating nature of this pathway provides a unique system in which to study the spatial aspects and interaction of these lipid‐specific and organ‐targeted signaling pathways. Using whole transcriptome sequencing (RNA‐seq) and differential expression analysis, we identified early (1–3 hr) transcriptional changes induced by the exogenous treatment of NAE 18:2 and NAE 18:3 in cotyledons, roots, and seedlings. These two treatments led to a significant enrichment in ABA‐response and chitin‐response genes in organs where the treatments led to changes in development. In *Arabidopsis* seedlings, NAE 18:2 treatment led to the repression of genes involved in cell wall biogenesis and organization in roots and seedlings. In addition, cotyledons, roots, and seedlings treated with NAE 18:3 also showed a decrease in transcripts that encode proteins involved in growth processes. NAE 18:3 also led to changes in the abundance of transcripts involved in the modulation of chlorophyll biosynthesis and catabolism in cotyledons. Overall, NAE 18:2 and NAE 18:3 treatment led to lipid‐type and organ‐specific gene expression changes that include overlapping and non‐overlapping gene sets. These data will provide future, rich opportunities to examine the genetic pathways involved in transducing early signals into downstream physiological changes in seedling growth.

## 1 INTRODUCTION

*N*‐Acylethanolamines (NAEs) are fatty acid derivatives with ethanolamine conjugated via an amide linkage, and these lipids have been identified in plants, animals, and some microorganisms (Blancaflor et al., 2014). In animal systems, the most studied NAE is *N*‐arachidonylethanolamine or anandamide (Zou & Kumar, 2018). NAEs are referred to based on the length of the acyl chain and the number of double bonds. For example, anandamide is composed of 20 carbons and four double bonds in the acyl portion of the molecule, leading to the designation, NAE 20:4. NAE 20:4 is an endogenous ligand for the two primary cannabinoid (CB) receptors, CB1 (Devane et al., 1992) and CB2 (Munro, Thomas, & Abu‐Shaar, 1993), and consequently its metabolic formation and action define the endocannabinoid signaling pathway (Iannotti, Di Marzo, & Petrosino, 2016).

Although the role of NAEs and the endocannabinoid signaling pathway in animal systems is becoming well understood, our knowledge about these lipophilic signals and the corresponding transduction pathways in plants is limited. In plant systems, the length of the acyl chain and the degree of saturation of the NAE is dependent on the developmental stage, environmental condition(s), and the tissue(s) assessed (Blancaflor et al., 2014; Chapman, 2004; Kilaru et al., 2007). NAEs have been identified in several plant species and the highest concentrations occur in desiccated seeds (Chapman, 2004; Venables, Waggoner, & Chapman, 2005). The levels of NAEs decline during germination and seedling establishment coincidentally with abscisic acid (ABA) (Teaster et al., 2007), and studies have indicated an interaction between NAE and ABA signaling (Cotter, Teaster, Blancaflor, & Chapman, 2011; Keereetaweep, Blancaflor, Hornung, Feussner, & Chapman, 2015).

NAEs can be hydrolyzed by fatty‐acid amide hydrolase (FAAH) (Aziz, Wang, Tripathi, Bankaitis, & Chapman, 2019; Kim, Faure, & Chapman, 2013; Shrestha, Noordermeer, van der Stelt, Veldink, & Chapman, 2002; Wang et al., 2006) or oxidized by lipoxygenase (LOX) enzymes (Kilaru et al., 2011) and these two metabolic processes result in the production of several conjugated or free‐fatty acid and oxylipin species that may be involved in the modulation of plant growth and development (Blancaflor et al., 2014; Cotter et al., 2011; Hofmann, 2013; Keereetaweep, Blancaflor, Hornung, Feussner, & Chapman, 2013; Keereetaweep et al., 2015; Kilaru et al., 2007; Teaster et al., 2007). Previous studies have shown that exogenous NAE treatment leads to an inhibition in seedling growth, changes in cytoskeleton and endomembrane organization, and chlorophyll degradation (Blancaflor et al., 2014; Keereetaweep et al., 2013, 2015; Teaster et al., 2007). More specifically, exogenous treatment with NAE 18:2 or NAE 18:3, the two most abundant polyunsaturated NAEs in *Arabidopsis*, leads to an inhibition in primary root growth or an overall decrease in seedling growth and cotyledon de‐greening, respectively (Keereetaweep et al., 2013, 2015).

*Arabidopsis* seedlings are sensitive to the effects of these two NAEs during a specific window of seedling development when seedlings are also ABA sensitive (Keereetaweep et al., 2013, 2015; Lopez‐Molina, Mongrand, & Chua, 2001). During this window of sensitivity, an increase in NAE 18:2, NAE 18:3, or ABA levels leads to the induction of an ABA‐dependent, post‐germinative process referred to by Lopez‐Molina *et al*. as secondary dormancy (Keereetaweep et al., 2013, 2015; Lopez‐Molina et al., 2001). During secondary dormancy, growth is inhibited, metabolism is slowed, and cellular components are recycled (Lopez‐Molina et al., 2001), until conditions are more favorable for development and growth resumes. The NAE 18:2‐mediated induction of this process was shown to require an intact ABA‐signaling pathway (Keereetaweep et al., 2015). Collectively, these studies describe in part a lipid‐mediated pathway in *Arabidopsis* that interacts with the ABA signaling pathway to modulate seedling establishment through the post‐germinative survival mechanism of secondary dormancy.

In addition to playing a role in germination and seedling establishment, NAEs are also involved in plant–microbe interactions (Aziz & Chapman, 2020; Blancaflor et al., 2014; Kang et al., 2008; Kim, Chapman, & Blancaflor, 2010; Tripathy, Venables, & Chapman, 1999). NAEs accumulated in the growth media of tobacco cell suspensions as a result of treatment with xylanase, a fungal elicitor (Tripathy et al., 1999). In addition, the ectopic overexpression of the NAE degrading enzyme, FAAH, made *Arabidopsis* plants more susceptible to bacterial pathogens (Kang et al., 2008). In these FAAH overexpressing plants, enhanced susceptibility to pathogens coincided with a decrease in expression of defense‐related transcripts (Kang et al., 2008). In addition to modulating the defense response, the NAE metabolism machinery is also involved in the plant response to bacterial or fungal NAEs or NAE‐like compounds (Aziz & Chapman, 2020; Palmer, Senechal, Mukherjee, Ané, & Blackwell, 2014; Zhang et al., 2019). For example, a fungal‐derived NAE, NAE 12:0, has also been shown to interact with components of the NAE metabolic pathways and initiate physiological changes in plants (Zhang et al., 2019). Inoculation of cotton seedlings with *Verticillium dahliae* led to an increase in transcript levels of four FAAH enzymes, a decrease in seedling growth, and changes in the cytoskeleton (Zhang et al., 2019). *V. dahliae* produces many secondary metabolites, including NAE 12:0, that cause defoliation in cotton by altering pathogen sensitivity or disrupting hormone signaling (Zhang et al., 2019). Consequently, a picture is emerging where pathogen‐derived NAEs or NAE‐like molecules added to plants elicit changes in NAE metabolism and cause physiological changes that are similar to the developmental changes induced by the exogenous application of NAEs.

In general, results to date suggest a role for NAE metabolism in mediating plant growth and stress responses. However, the molecular components and signaling mechanisms involved in these processes have not been fully defined. There is a clear interaction between NAE 18:2 and the NAE 18:2‐derived oxylipin, 9‐hydroxy octadecadienoyl ethanolamide (9NAE‐HOD), with ABA signaling (Keereetaweep et al., 2015). However, involvement of ABA is less clear in NAE 18:3‐dependent inhibition of seedling growth which includes the reduction in cotyledon expansion and depletion of chloroplasts. Consequently, there must be additional pathways involved in mediating the responses of cotyledons to NAE 18:3. In addition, the actions of NAE 18:2 are restricted to roots of seedlings; cotyledons were not visibly affected (Keereetaweep et al., 2015). In contrast, NAE 18:3 affects both roots and cotyledons of seedlings (Keereetaweep et al., 2013). Based on the bifurcating nature of this pathway, it appears that there may be lipid‐type and organ‐specific molecular changes that precede the phenotypic changes induced by NAE18:2 and NAE 18:3 in early seedling establishment. Considering that both of these NAEs are derived from the same precursor pool in desiccated seeds (Chapman, 2004; Teaster et al., 2007), it is interesting to consider the mechanism(s) that might confer the selective actions in different organs.

In order to gain insights into how NAE 18:2 and NAE 18:3 modulate organ‐specific molecular changes, we sequenced transcripts from dissected cotyledons or roots after a 1–3 hr treatment with exogenous NAE 18:2 or NAE 18:3, and compared these organ‐specific changes in gene expression to those of seedlings. Using these RNA‐seq data, we identified lipid signal‐type and organ‐specific gene expression changes that likely initiate or contribute to the downstream phenotypic changes that follow the exogenous treatment with these two seedling growth mediators.

## 2 METHODS

### 2.1 *Arabidopsis* seedling growth, treatment, and plant organ collection

*Arabidopsis* Col‐0 seeds (Lehle Seeds) were surface sterilized by treatment with 70% ethanol for 3 min followed by 20% bleach (5.25% sodium hypochlorite, Clorox) with 0.01% Triton X‐100 (Sigma‐Aldrich) for 5 min and then rinsed five times with sterile ddH2O. After the final rinse, *Arabidopsis* seeds were maintained in 1 ml of sterile ddH2O, wrapped in two layers of aluminum foil, and placed in the dark at 4°C for 3 days. After 3 days, the seeds were sown in 50 ml of 1/2 Murashige and Skoog (Sigma‐Aldrich) media, pH 5.7 with 1% sucrose (Fisher Scientific) in a 250 ml sterile Erlenmeyer flask. The seeds were grown at 21°C, 100 µmoles/m^2^s, on a shaker (Bellco Biotechnologies) set at speed level 3.

After 3 days, the seedlings were separated into groups of 50 using sterile toothpicks and moved to 25 ml of 1/2 Murashige and Skoog in a petri dish (100 × 25 mm, Fisher Scientific). The seedlings were treated with 0.2% DMSO (Sigma‐Aldrich), 40 µM NAE 18:2 (Cayman Chemical), or 70 µM NAE 18:3 (Cayman Chemical) for 1–3 hr. After 1–3 hr, whole seedlings, roots, and cotyledons were collected from each treatment group, flash frozen, and stored at −80°C.

Seedlings used for root growth and chlorophyll content assays were imaged after 3 days. Seedlings were imaged using a Nikon D5100 digital camera and primary root length was measured using ImageJ software (Keereetaweep et al., 2015; Schneider, Rasband, & Eliceiri, 2012). Chlorophyll extraction and quantification were done using the methods described in Keereetaweep et al. (2013). Primary root lengths and total chlorophyll content of treatment groups were compared using a one‐way ANOVA and a post‐hoc Tukey Honestly Significant Difference (HSD) test in Excel.

### 2.2 RNA Isolation, cDNA library preparation, Illumina sequencing

Three biological replicates of each *Arabidopsis* organ (cotyledons or roots) or seedling sample from each treatment condition (0.2% DMSO, 40 µM NAE 18:2 or 70 µM NAE 18:3) were ground to a fine powder and 500 µl of Hot Borate Buffer (200mM sodium tetraborate decahydrate—Sigma‐Aldrich, 30 mM EGTA—Sigma‐Aldrich, 1% SDS—Fisher, 1% deoxycholic acid—Sigma‐Aldrich, 2% polyvinylpyrrolidone (PVP) 40K—Sigma‐Aldrich, 0.5% IGEPAL CA‐630—Sigma‐Aldrich, and 10 mM DTT—Sigma‐Aldrich, 80°C) and 17.5 µl of 20 mg/ml Proteinase K (ThermoFisher) were added (Wu, Llewellyn, & Dennis, 2002). After mixing, the sample and buffer solution were added to a lilac shredder column from a RNeasy Plant Mini Kit (Qiagen). The manufacturer's protocol from the RNeasy Plant Mini Kit was followed for the remainder of the extraction. RNA quantity and quality were determined using the Quibit Fluoremeter (Invitrogen) and the 2100 Bioanalyzer (Agilent). Poly(A) enrichment and library preparation were performed using the TruSeq Stranded mRNA prep kit (Illumina). Libraries were quantified by fluorometry, immobilized, and processed onto a flow cell, followed by 2 × 75 bp sequencing by synthesis on a Next‐Seq 500 system (Illumina) with two mid‐output cassettes (Illumina). Library construction and RNA sequencing were performed by the UNT Genomics Center.

The quality of the RNA‐seq data was initially analyzed using FastQC. After initial analysis, any remaining adapters were trimmed using Trimmomatic (0.36 (Bolger, Lohse, & Usadel, 2014). Read quality was reassessed using FastQC and trimmed reads were mapped to the *Arabidopsis* genome (TAIR10) using STAR (Version 2.6) (Dobin et al., 2013) with the default settings. DESeq2 (Version 1.22.1) (Love, Huber, & Anders, 2014), with the default settings, was used for differential expression analysis and sample groups were compared by organ. Principal Component Analysis (PCA) was conducted in order to identify any potential outliers among the samples using pcaExplorer (Marini & Binder, 2016) (Additional File 12). The threshold for differentially expressed genes was set at False Discovery Rate (FDR; adjusted *p*‐value or q‐value) < 0.01 and a fold change > 2. The RNA‐seq data used in this study were deposited in the National Center for Biotechnology and can be accessed using accession number GSE134271.

### 2.3 Bioinformatic analyses of differentially expressed genes

GO enrichment analyses were performed using g:Profiler (Reimand et al., 2016), a publicly available tool for the functional interpretation of gene lists, and the GOsummaries (Kolde & Vilo, 2015) package was used to generate word cloud summaries in R (R Core Team, 2018). Venn diagrams were generated using Gene List Venn Diagram (http://genevenn.sourceforge.net/) or the Bioinformatics and Evolutionary Genomics Venn Diagram tool (http://bioinformatics.psb.ugent.be/webtools/Venn/). The AtGenExpress hormone treatment DataSet (Goda et al., 2008) was located on the NCBI GEO database (GEO accession GSE39384). The 1 hr control and 1 hr hormone treatment samples were compared using the NCBI GEO2R tool (Barrett et al., 2013) in order to identify Differentially Expressed Genes (DEGs). The hormone‐ (Goda et al., 2008) and chitin‐induced (Stringlis et al., 2018) differentially expressed genes were compared to NAE 18:2 and NAE 18:3‐induced genes in cotyledons, roots, and seedlings using the GeneOverlap program (Shen & Sinai, 2019) in R (R Core Team, 2018). Heat maps were generated using conditional formatting in Microsoft Excel or gplots v3.0.1.1 (Warnes et al., 2019) in R (R Core Team, 2018).

### 2.4 Validation of RNA‐seq data by quantitative real‐time PCR (RT‐qPCR)

To validate RNA‐seq data, the transcript levels of five genes were analyzed using real‐time quantitative PCR (RT‐qPCR) (Additional File 13). New RNA samples from three biological replicates of *Arabidopsis* seedlings from each treatment condition (0.2% DMSO, 40 µM NAE 18:2, or 70 µM NAE 18:3) were used for verification of transcript levels. The Applied Biosystems High Capacity cDNA Reverse Transcription Kit (Thermo Fisher) was used to synthesize cDNA using 1,000 ng of total RNA. The cDNA was diluted 1:10 ([10 ng/µL]) and used as a template in a 20 µl qPCR reaction using the Applied Biosystems PowerUp™ SYBR™ Green Master Mix (Fisher Scientific) following the manufacturer's protocol. The primer sequences used are shown in Additional File 13b. The two reference genes Glyceraldehyde‐3‐Phosphate Dehydrogenase C2 (GAPC2; AT1G13440) and Polyubiquitin 10 (UBQ10; AT4G05320) were chosen based on the work of Czechowski, Stitt, Altmann, Udvardi, and Scheible (2005) and the low level of variation between samples. The genes tested included Lipoxygenase 4 (LOX4; AT1G72520), Cytokinin Response GATA Factor 1 (CGA1; AT4G26150), LysM Receptor‐Like Kinase 5 (LYK5; AT2G33580), Xyloglucan Endotransglucosylase/hydrolase 13 (XTH13; AT5G57540), and the NAC Transcription Factor 072 (NAC072; AT4G27410). The transcript abundance of each gene was quantified using RT‐qPCR in an Applied Biosystems QuantStudio 3 Real‐Time PCR System using the Comparative Ct Program (ΔΔCt) (Thermo Fisher). The fold change of each gene was calculated in relation to the expression of the gene in the untreated samples using the 2^−ΔΔCT^ method (Livak & Schmittgen, 2001) (Additional File 13).

## 3 RESULTS

### 3.1 Comparisons of NAE 18:2 and NAE 18:3 treatment effects

NAE 18:2 and NAE 18:3 treatment led to lipid‐type and organ‐specific effects when applied to 3‐ to 4‐day‐old *Arabidopsis* seedlings (Figure 1 and reviewed in (Blancaflor et al., 2014)). Treatment with 40 µM NAE 18:2 led to an inhibition in primary root elongation after 3 days, while treatment with 70 µM NAE 18:3 led to an inhibition in overall seedling growth and a decrease in the chlorophyll content of cotyledons (Figure 1a,b). Two different NAE concentrations were used because the amount of NAE 18:3 required to induce cotyledon de‐greening is higher than the amount of NAE 18:2 or NAE 18:3 required to inhibit primary root growth (Keereetaweep et al., 2013, 2015). Additionally, although the seedlings tend to clump together after 3 days of NAE treatment (Figure 1a), the NAE‐induced phenotypes are present in all treated seedlings and there is no evidence of this growth behavior affecting nutrient availability. These longer‐term changes in seedling growth are likely to be initiated by transcriptional changes much earlier, when there are no perceptible physiological differences (e.g., 1–3 hr; Figure 1a). Therefore, to analyze the effects of these treatments on transcript abundance and the role of NAE type and organ specificity in these changes, *Arabidopsis* seedlings were treated with NAE 18:2 or NAE 18:3 for 1–3 hr and whole seedlings, or dissected cotyledons and roots were collected for Illumina‐based, RNA sequencing analyses.

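Messenger RNA from dissected cotyledons, dissected roots and whole seedlings was sequenced as stranded TruSeq libraries with paired 75 bp reads on an Illumina NextSeq, with 3 libraries for each organ under 0.2% DMSO, NAE 18:2 or NAE 18:3, 27 libraries in all. The NAE 18:3 dose is 70 µM in the paper and in the sample labels and 80 µM in the series description, and the treatment lasted 1 to 3 hr in the paper and 1 h in the labels. The NAE 18:2 dose is 40 µM throughout. The authors checked reads with FastQC, trimmed adapters with Trimmomatic 0.36 and aligned reads to TAIR10 with STAR 2.6 at default settings, and the files hold whole-number counts for 32833 genes beside the same counts divided by a size factor for each library. Total counts per library were between 23932702 and 28288622 (median 27388647) in DMSO cotyledons, between 24540432 and 31790342 (median 28911476) in NAE 18:2 cotyledons and between 26305279 and 29634056 (median 27566689) in NAE 18:3 cotyledons. In roots they were between 19812956 and 26798705 (median 24587047) for DMSO, between 21429356 and 25002522 (median 23866941) for NAE 18:2 and between 17781269 and 25431443 (median 23552593) for NAE 18:3. Whole-seedling libraries held between 23244896 and 26436942 (median 24761829) counts with DMSO, between 26954628 and 34034488 (median 31638609) with NAE 18:2 and between 32113358 and 38635934 (median 33684544) with NAE 18:3. From the unnormalized counts, the 9 libraries of each organ were fitted together with edgeR's quasi-likelihood test after TMM normalization and edgeR's filter on low counts, and a gene was called a DEG at a Benjamini-Hochberg adjusted p under 0.01 with a fold change over 2, the thresholds the paper states for DESeq2. Expression is given as CPM from edgeR, scaled by TMM over the 27 libraries. Counts from 3 libraries of the same treatment carry both counting error and biological spread, and the precision of each fold change is given by its standard error.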

**FIGURE 1:**
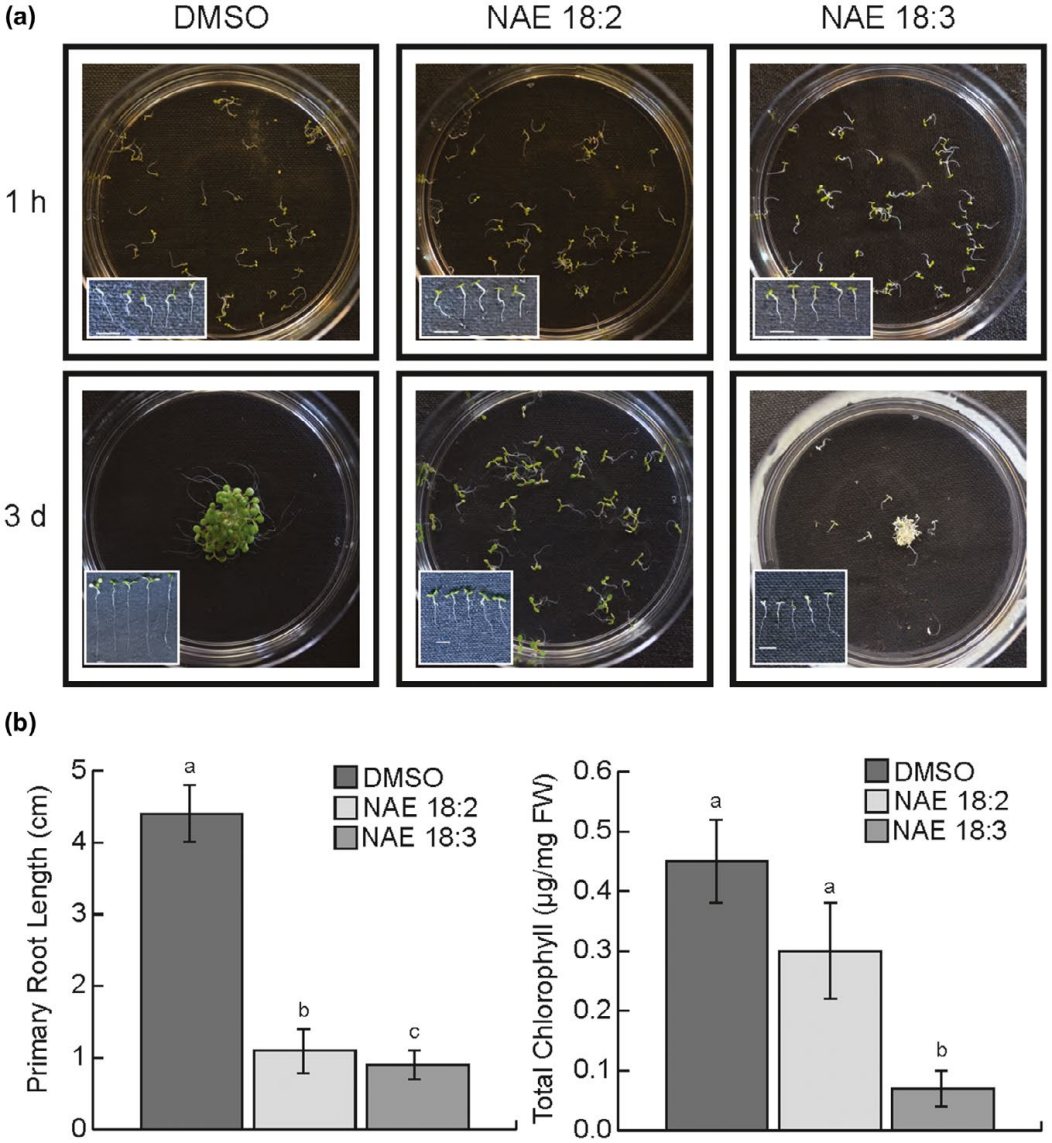
NAE 18:2 and NAE 18:3 treatment leads to phenotypic changes in 3‐day‐old *Arabidopsis* seedlings (a) *Arabidopsis* seedlings were treated with 0.2% DMSO, 40 µM NAE 18:2, or 70 µM NAE 18:3. After 1–3 hr of treatment, when the seedlings were collected for RNA‐seq, there were no visible differences. After 3 days of treatment, NAE 18:2 significantly decreased primary root length and NAE 18:3 significantly decreased primary root length and chlorophyll content. Scale bar = 0.5 cm in all images. (b) Primary root length (*n* = 20 or 30) and total chlorophyll content (*n* = 5–10) after 3 days of 0.2% DMSO, 40 µM NAE 18:2, or 70 µM NAE 18:3 treatment. A one‐way ANOVA showed that there was a significant decrease in primary root growth (*F* = 27.9, *p* = 9.0 × 10^−4^) and chlorophyll content (*F* = 1,091.7, *p* = 1.1 × 10^−16^) as a result of the NAE treatments. Post‐hoc analysis using the Tukey‐Kramer test showed that exogenous treatment with NAE 18:2 and NAE 18:3 caused a statistically significant decrease in primary root length and treatment with NAE 18:3 caused a statistically significant decrease in chlorophyll content

When the NAE 18:2 and NAE 18:3 DEGs were classified based on organ (Figures 2 and 3), the most obvious trend was a relative increase in DEGs in the organ(s) where NAE 18:2 (roots) or NAE 18:3 (cotyledons and roots) treatment induced observable growth effects. For example, while NAE 18:2 induced abundant changes in DEGs in roots, NAE 18:2 treatment led to relatively fewer DEGs in cotyledons, where its application had minimal effects on expansion or greening. 

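In cotyledons, 141 of 19444 tested genes were DEGs after NAE 18:2 treatment and 1715 after NAE 18:3 treatment. In roots, 1753 of 20138 tested genes were DEGs after NAE 18:2 and 4573 after NAE 18:3. The genes with an unadjusted p under 0.05 numbered 4966 and 7860 in cotyledons and 9151 and 12689 in roots, so the gap between NAE 18:2 in cotyledons and the other 3 comparisons was narrower before adjustment. Apart from leaving out single libraries, the alternative that moved these counts by the largest factor was the fit of only the 6 libraries of a comparison, under which the genes higher and lower in NAE 18:2-treated cotyledons went from 120 and 21 to 6 and 1. NAE 18:3 increased 1231 genes in cotyledons and reduced 484, or 281 without NAE 18:3 cotyledons replicate 1. The most increased there were AT3G54520, AT3G54530 and AOX1D (AT1G32350), at the counting floor in DMSO cotyledons and at least 96.4-fold, 323-fold and 225-fold higher, and the most reduced NIA1 (AT1G77760), with a log2 fold change of -3.31 (standard error 0.36, adjusted p = 1.94e-04), PHI-1 (AT1G35140) with -2.84 (adjusted p = 2.22e-04) and AT4G29905 with -2.83 (adjusted p = 5.06e-04). From the DEGs in each organ, the paper states that DEGs rose in relative terms where the NAE changed growth, in roots for NAE 18:2 and in cotyledons and roots for NAE 18:3.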

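Of the DEGs in NAE 18:2-treated cotyledons, 120 had more transcripts and 21 had fewer. The count of increased genes depended on single libraries, falling to 3 without DMSO cotyledons replicate 2 and rising to 283 without NAE 18:2 cotyledons replicate 2, where the reduced genes numbered 0 and 44. The replicates of DMSO and NAE 18:2 cotyledons were paired in their residuals, and a fit with the replicate as a block called 157 increased and 56 reduced genes. Of the increased genes, 111 were also increased by NAE 18:3 in cotyledons, and of the reduced genes 17 were also reduced, or 38 with the block. These shared counts were 3 and 0 without DMSO cotyledons replicate 2 and 258 and 30 without NAE 18:2 cotyledons replicate 2. Among DEGs with a mean of at least 5 CPM whose treated and DMSO libraries did not overlap, as 10% of genes do by chance, the largest increase was in AT3G54530, which stood at the counting floor in DMSO cotyledons and was at least 71.7-fold higher. The next was GSTU9 (AT5G62480), with 14.6 ± 6.56 CPM (SD, n = 3) in NAE 18:2-treated cotyledons against 0.196 ± 0.154 CPM (SD, n = 3) in DMSO cotyledons, a log2 fold change of 6.18 (standard error 0.55, adjusted p = 0.00267), followed by AACT1 (AT5G61160) at 5.08 (adjusted p = 0.00538). The largest decrease was in NIA1 (AT1G77760), from 1021 ± 146 CPM to 172 ± 78.0 CPM (SD, n = 3 each), a log2 fold change of -2.55 (standard error 0.35, adjusted p = 0.00652). With single libraries left out in turn, the AT3G54530 call in NAE 18:2-treated cotyledons was lost in 4 of 6 fits, and its adjusted p rose to 0.0287 without DMSO cotyledons replicate 2. In 4 of the 6 fits that left out a library the NIA1 call in NAE 18:2-treated cotyledons did not hold, and its adjusted p rose to 0.0349 without DMSO cotyledons replicate 2. Such fits also lost calls of GSTU9 in NAE 18:2-treated cotyledons (2 of 6, adjusted p up to 0.0201 without DMSO cotyledons replicate 2) and AACT1 in NAE 18:2-treated cotyledons (5 of 6, adjusted p up to 0.0351 without DMSO cotyledons replicate 2). Next among the decreases were AT5G41900 at -1.96 (adjusted p = 0.00637) and AT1G10640 at -1.70 (adjusted p = 0.00783). Both calls depended on single libraries and were lost for AT5G41900 in NAE 18:2-treated cotyledons (4 of 6, adjusted p up to 0.0351 without DMSO cotyledons replicate 2) and AT1G10640 in NAE 18:2-treated cotyledons (6 of 6, adjusted p up to 0.0366 without NAE 18:2 cotyledons replicate 3).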

NAE 18:2 and NAE 18:3 treatment led to a similar number of significantly increased transcripts in roots, from 1,682 genes and from 1,828 genes, respectively (Figure 2b). However, NAE 18:3 treatment led to relatively more genes with significantly reduced transcripts in roots (Figure 3b). Nonetheless, the majority of the genes with reduced transcripts as a result of NAE 18:2 treatment in roots also were significantly reduced by treatment with NAE 18:3. 

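NAE 18:2 increased the transcripts of 1143 genes in roots and NAE 18:3 those of 1197, of which 499 were increased by both. The number for NAE 18:2 ranged from 640 to 1150 over the 6 fits that left out a library, the lowest without DMSO roots replicate 2, and that for NAE 18:3 from 1088 to 1311. In the direct contrast of the NAEs, 384 of 20138 genes were higher after NAE 18:3 than after NAE 18:2, and 595 without NAE 18:3 roots replicate 2. The shared count was 300 without DMSO roots replicate 2. The transcripts of AOX1D (AT1G32350) and AT5G55150 rose most under both NAEs, among DEGs with a mean of at least 5 CPM and no overlap between treated and DMSO libraries. AOX1D had 60.4 ± 21.5 CPM with NAE 18:2 and 27.0 ± 22.6 CPM with NAE 18:3 (SD, n = 3 each) while DMSO roots stood at the counting floor, increases of at least 529.7-fold and 237-fold. For AT5G55150, 0.0712 ± 0.0397 CPM in DMSO roots (SD, n = 3) compared with 86.5 ± 38.0 CPM after NAE 18:2 (SD, n = 3), a log2 fold change of 10.05 (standard error 0.71, adjusted p = 1.16e-04), and with 44.8 ± 23.6 CPM after NAE 18:3 (SD, n = 3), a log2 fold change of 8.97 (standard error 0.70, adjusted p = 3.20e-05). AT2G04070 was next for NAE 18:2, at 9.58 (adjusted p = 3.83e-04), and DOGT1 (AT2G36800) next for NAE 18:3, at 7.51 (adjusted p = 5.28e-05).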

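Reduced transcripts in roots came from 610 genes under NAE 18:2, 34.8% of its DEGs, and from 3376 genes under NAE 18:3, 73.8% of its DEGs. With upper quartile normalization, which moved the median log2 fold change of all genes to -0.14 for NAE 18:2, these shares were 45.0% and 74.1%. The direct contrast called 3084 genes with fewer transcripts after NAE 18:3 than after NAE 18:2. Leaving out a library gave between 2759 and 3256 reduced genes for NAE 18:3 and between 262 and 801 for NAE 18:2, the lowest of the latter without NAE 18:2 roots replicate 1. Among the genes reduced most by NAE 18:3 was AT1G05650, which fell from 22.5 ± 12.4 CPM (SD, n = 3) in DMSO roots to the counting floor, at least 152-fold lower. The beta-glucosidase gene BGLU35 (AT1G51470), whose transcript matches that of BGLU34 (AT1G47600) at 96.1% identity, was at least 86.7-fold lower, and BGLU34 at least 69.9-fold lower. In 3 of the 6 fits that left out a library the BGLU35 call in NAE 18:3-treated roots did not hold, and its adjusted p rose to 0.0144 without NAE 18:3 roots replicate 1. Under NAE 18:2 the largest decreases were in SKOR (AT3G02850), at -6.36 (standard error 0.37, adjusted p = 4.63e-05), in CYP710A4 (AT2G28860), at -5.25 (adjusted p = 5.95e-04) with a near copy in AT2G28850, and in AT5G19970, at -4.82 (adjusted p = 1.29e-04). Fits without a library also lost BGLU34 in NAE 18:3-treated roots (3 of 6, adjusted p up to 0.0169 without NAE 18:3 roots replicate 2).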

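Of the 610 genes reduced by NAE 18:2 in roots, 527 (86.4%) were also reduced by NAE 18:3, whereas 43.7% of the genes increased by NAE 18:2 were increased by NAE 18:3. A further 50 genes were DEGs of both NAEs in opposite directions. Only NAE 18:3 reduced 2849 genes, and 1954 of these differed in the direct contrast of the NAEs. Of the 83 reduced by NAE 18:2 alone, 21 differed in that contrast. Both comparisons use the same 3 DMSO libraries, so 20 data sets without any NAE effect were simulated, and in these no gene was called in both. The log2 fold changes of the NAEs correlated at Pearson r = 0.578 across genes, which are not independent replicates, against a median of 0.494 in the simulated data. The shared count moved most with a library left out, to 231 without NAE 18:2 roots replicate 1, and was 966 under DESeq2 on all 27 libraries with an adjusted p under 0.045 and an absolute log2 fold change of at least 0.95, a setting chosen after seeing the data.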

In whole seedlings, overall there were similar numbers of genes with significantly higher transcript abundances in seedlings treated with NAE 18:2 or NAE 18:3 (Figure 2c). However, there were more genes with significantly reduced transcripts in NAE 18:3 treatment in *Arabidopsis* seedlings compared with NAE 18:2 treatment (Figure 3c), similar to results with isolated roots (Figure 3b). 

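In whole seedlings, 141 of 20911 tested genes had more transcripts after NAE 18:2 treatment and 268 after NAE 18:3 treatment, with 137 shared. The direct contrast of the NAEs called no gene in either direction, with 690 genes at an unadjusted p under 0.05. At that level, 6453 genes differed from DMSO with NAE 18:2 and 8565 with NAE 18:3. Chi-square per degree of freedom was 20.7 between NAE 18:2 replicate 2 and NAE 18:3 replicate 1. Within an NAE it reached 140.9 for NAE 18:2 and 250.8 for NAE 18:3. With that spread the direct contrast cannot show equal effects. The counts of increased genes rested on single libraries. Without NAE 18:2 seedlings replicate 2 the NAE 18:2 count was 806, and without NAE 18:3 seedlings replicate 1 the NAE 18:3 count was 1658. Without DMSO seedlings replicate 1 they were 10 and 12. The shared count was 755 without NAE 18:2 seedlings replicate 2 and 10 without DMSO seedlings replicate 1. NAE 18:2 seedlings replicates 1 and 3, the 2 left without replicate 2, have nearly equal counts (chi-square per degree of freedom 1.91, next lowest pair 10.4) and may be 1 RNA sample, and with the 2 summed, a setting chosen after seeing the data, 25 genes were increased by NAE 18:2. DESeq2 at the same thresholds gave 1401 and 1821 increased genes. AT3G54530 rose from 0.220 ± 0.177 CPM in DMSO seedlings to 105 ± 32.2 CPM with NAE 18:2 and 113 ± 67.7 CPM with NAE 18:3 (SD, n = 3 each), log2 fold changes of 8.83 (standard error 0.74, adjusted p = 0.00150) and 8.94 (standard error 0.74, adjusted p = 0.00132). Also among the most increased were AT5G55150, with log2 fold changes of 8.96 (adjusted p = 0.00389) and 9.05 (adjusted p = 0.00287), AT5G24640 with 8.73 (adjusted p = 0.00706) for NAE 18:2, and AOX1D (AT1G32350) with 10.50 (adjusted p = 0.00774) for NAE 18:3. With single libraries left out in turn, the AT5G24640 call in NAE 18:2-treated seedlings was lost in 5 of 6 fits, and its adjusted p rose to 0.0525 without DMSO seedlings replicate 2. The AOX1D call in NAE 18:3-treated seedlings was lost in 5 of 6 leave-one-out fits, where its adjusted p rose to 0.0444 without DMSO seedlings replicate 2. Calls lost in some of these fits were also those of AT3G54530 in NAE 18:2-treated seedlings (3 of 6, adjusted p up to 0.0192 without DMSO seedlings replicate 1), AT3G54530 in NAE 18:3-treated seedlings (3 of 6, adjusted p up to 0.0135 without DMSO seedlings replicate 1), AT5G55150 in NAE 18:2-treated seedlings (5 of 6, adjusted p up to 0.0333 without DMSO seedlings replicate 2) and AT5G55150 in NAE 18:3-treated seedlings (4 of 6, adjusted p up to 0.0274 without DMSO seedlings replicate 2).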

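Reduced transcripts in whole seedlings came from 43 genes under NAE 18:2 and 132 under NAE 18:3, with 42 shared. None differed in the direct contrast of the NAEs, where the spread within each NAE was wide. DESeq2 with an adjusted p under 0.045 and an absolute log2 fold change of at least 0.95 gave 790 and 1595 reduced genes. Without NAE 18:2 seedlings replicate 2 the NAE 18:2 count was 372, and without NAE 18:3 seedlings replicate 1 the NAE 18:3 count was 528. Without DMSO seedlings replicate 2 they were 0 and 4, and the shared count ranged from 0 there to 300 without NAE 18:2 seedlings replicate 2. The fit without that library rests on replicates 1 and 3, whose counts are nearly equal and which may be 1 RNA sample. Genes over 4-fold higher in DMSO roots than in DMSO cotyledons made up 12.1% of the tested genes, 88.4% of the genes reduced by NAE 18:2 and 64.4% of those reduced by NAE 18:3, and also 42.6% and 36.2% of those increased. With the root share of each seedling library as a covariate, a setting chosen after seeing the data, 23 and 14 genes were reduced. That share was low in 4 of the 6 NAE-treated libraries, so it overlaps with treatment and the fit cannot separate the 2. EXT13 (AT5G35190) fell from 23.6 ± 15.4 CPM in DMSO seedlings to 0.182 ± 0.114 CPM and 0.354 ± 0.279 CPM (SD, n = 3 each), log2 fold changes of -6.91 (standard error 0.79, adjusted p = 0.00607) and -6.04 (standard error 0.74, adjusted p = 0.00503), and neither call held with that covariate. AT5G04960 had log2 fold changes of -5.67 (adjusted p = 0.00621) and -5.99 (adjusted p = 0.00455), EXT6 (AT2G24980) -4.84 (adjusted p = 0.00641) for NAE 18:2, and AIR1 (AT4G12550), 92.9% of which overlaps a gene on the opposite strand, -7.16 (adjusted p = 0.00832) for NAE 18:3. In 5 of the 6 fits that left out a library the AIR1 call in NAE 18:3-treated seedlings did not hold, and its adjusted p rose to 0.0422 without DMSO seedlings replicate 2. Fits that left out a library also lost the calls of EXT13 in NAE 18:2-treated seedlings (5 of 6, adjusted p up to 0.0331 without NAE 18:2 seedlings replicate 1), EXT13 in NAE 18:3-treated seedlings (5 of 6, adjusted p up to 0.0233 without DMSO seedlings replicate 3), AT5G04960 in NAE 18:2-treated seedlings (5 of 6, adjusted p up to 0.0348 without NAE 18:2 seedlings replicate 3), AT5G04960 in NAE 18:3-treated seedlings (5 of 6, adjusted p up to 0.0217 without DMSO seedlings replicate 1) and EXT6 in NAE 18:2-treated seedlings (5 of 6, adjusted p up to 0.0339 without NAE 18:2 seedlings replicate 1).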

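The effect of each NAE in roots was tested directly against its effect in cotyledons over 21643 genes. The fit of all 27 libraries that gave this test shares its spread with the seedling libraries. A gene that did not pass is therefore not shown to respond equally. For NAE 18:2 the root effect was above the cotyledon effect in 415 genes and below it in 218, and for NAE 18:3 above it in 1203 and below it in 2133. When treatments were reassigned within organs, none of the other 24 assignments, drawn at random, gave as many genes as the real one. The most in any other was 15 for NAE 18:2 and 976 for NAE 18:3, and the smallest possible p over these 25 is 0.04. Reassigned groups mix treatments, which adds the NAE effects to their spread. This count therefore cannot tell a difference between organs from an equal effect in both. DEGs of both organs numbered 77 for NAE 18:2, 74 of them in the same direction, and 751 for NAE 18:3, 581 of them in the same direction. NAE 18:3 increased 155 genes in cotyledons that it reduced in roots, and 15 changed the other way. The count that moved most under an alternative was that of genes with a lower root effect of NAE 18:2, which was 84 without NAE 18:2 roots replicate 1, and those with a higher root effect numbered 206 without DMSO roots replicate 2. Between the NAEs, the direct contrast in cotyledons called 760 genes higher and 81 lower after NAE 18:3 than after NAE 18:2, or 425 and 21 without NAE 18:3 cotyledons replicate 2. A single fit of all 27 libraries called fewer still in both directions.

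**Figure D1:**
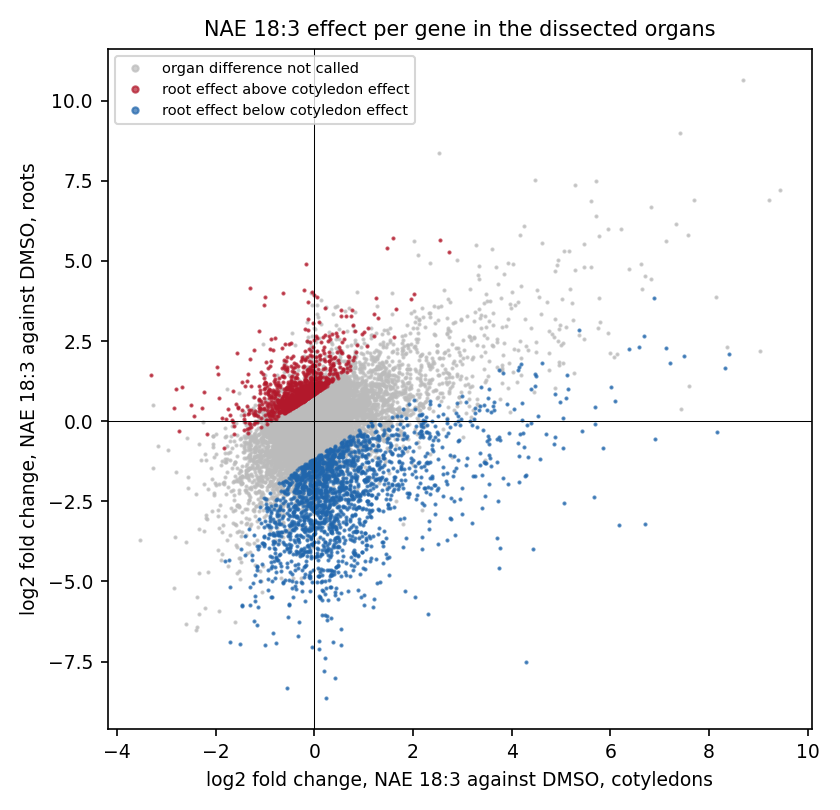
Log2 fold change of NAE 18:3 against DMSO in cotyledons (horizontal axis) and in roots (vertical axis) for 18184 genes tested in both organs, 1 point per gene. Colored points are the 1176 genes whose root effect was above and the 1912 whose root effect was below the cotyledon effect.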

Overall, these results suggested that there were substantial NAE‐type and organ‐specific transcriptional changes in seedlings within 1–3 hr of perception. Refer to Additional File 1 for the complete list of NAE 18:2 and NAE 18:3 DEGs.

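Additional File 1 as read here holds 519 of 519 listed genes for NAE 18:2 in cotyledons, 1999 of 2273 for NAE 18:3 in cotyledons, 1999 of 2882 for NAE 18:2 in roots and 1235 of 5934 for NAE 18:3 in roots, the rest not analysed here. Of the 360 genes it lists as increased by NAE 18:2 in cotyledons, 113 were DEGs over all genes tested, and of the 1578 increased by NAE 18:3 in cotyledons, 1198 were. In roots the numbers were 1118 of 1682 for NAE 18:2 and 902 of 1235 for NAE 18:3. Among listed genes with reduced transcripts, 20 of 159 in NAE 18:2-treated cotyledons, 267 of 421 in NAE 18:3-treated cotyledons and 87 of 317 in NAE 18:2-treated roots were DEGs. Adjusted over the list alone, the increased genes numbered 312 and 1345 in cotyledons and 1364 and 964 in roots, which is not independent evidence because the lists were drawn from the same libraries. No listed gene was a DEG in the opposite direction. Without DMSO cotyledons replicate 2, the count was 3 for increased genes of the list with NAE 18:2 and 0 for reduced genes of the list with NAE 18:2. Increased genes of the list with NAE 18:2 numbered 211 without NAE 18:2 cotyledons replicate 2 and 631 without DMSO roots replicate 2. Reduced genes of the list with NAE 18:3 numbered 152 without NAE 18:3 cotyledons replicate 1. Reduced genes of the list with NAE 18:2 numbered 23 without NAE 18:2 roots replicate 1 and 142 without NAE 18:2 roots replicate 2.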

**FIGURE 2:**
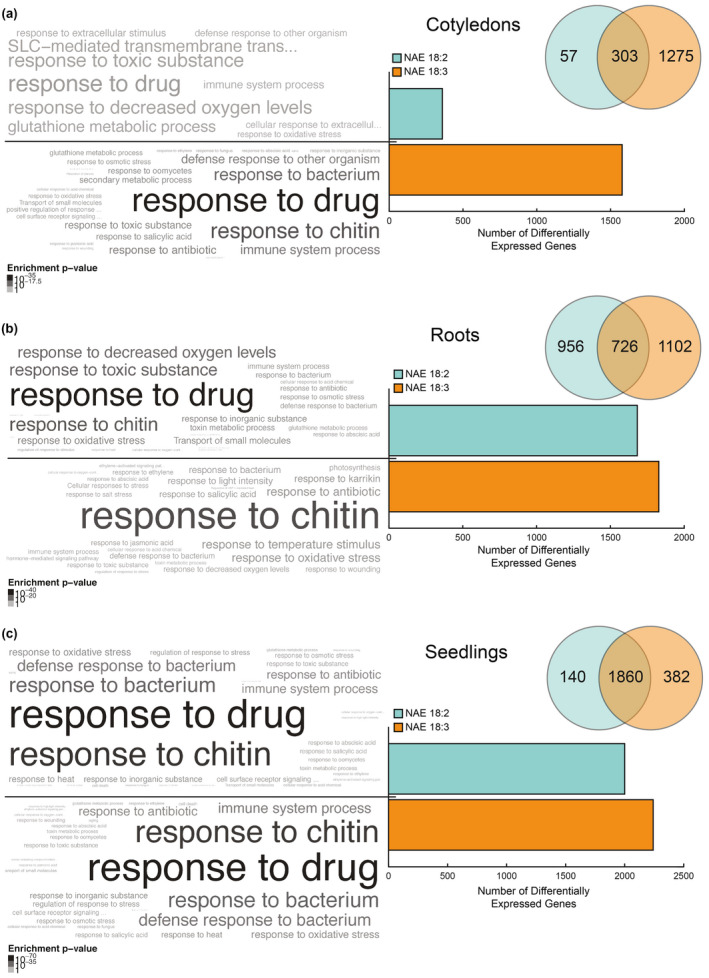
Genes induced by exogenous NAE 18:2 and/or NAE 18:3 treatment in cotyledons, roots, and seedlings. (a–c) Venn diagrams, bar graphs, and significantly enriched GO terms describing the genes induced by NAE 18:2 and/or NAE 18:3 in cotyledons (a), roots (b), and seedlings (c). Beside each bar, significantly enriched GO terms are displayed in word clouds above a p‐value color scale. The size and color of the term corresponds to the relative level of enrichment and the enrichment p‐value, respectively

**FIGURE 3:**
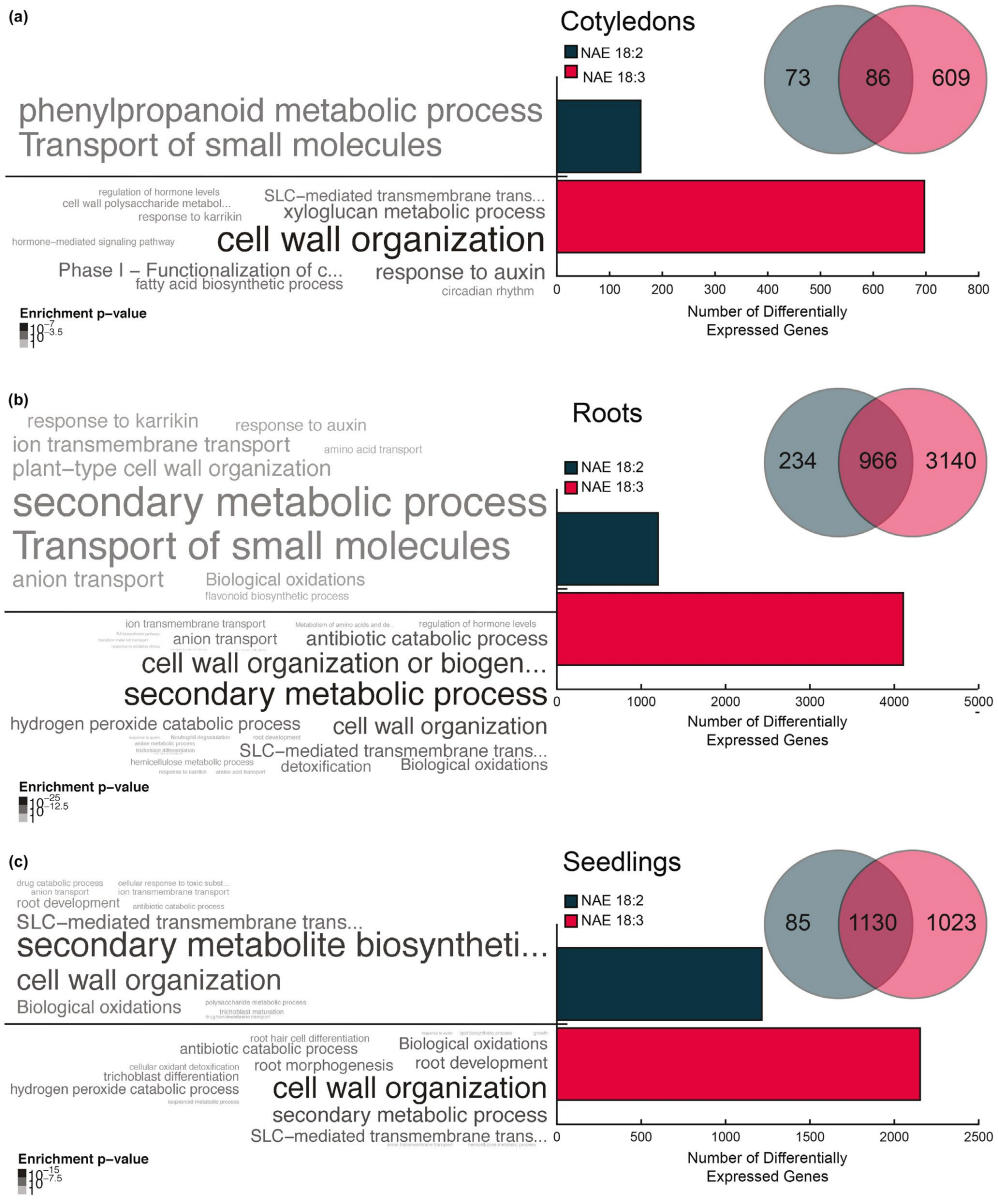
Genes repressed by exogenous NAE 18:2 and/or NAE 18:3 treatment in cotyledons, roots, and seedlings. (a–c) Venn diagrams, bar graphs, and significantly enriched GO terms describing the genes repressed by NAE 18:2 and/or NAE 18:3 in cotyledons (a), roots (b), and seedlings (c). Beside each bar, significantly enriched GO terms are displayed in word clouds above a p‐value color scale. The size and color of the term corresponds to the relative level of enrichment and the enrichment p‐value, respectively

### 3.2 Functional categories of NAE 18:2‐ and/or NAE 18:3‐responsive genes using gene ontology enrichment analysis

In order to begin understanding more about the early transcriptional changes that may play a role in directing the long‐term phenotypic changes in seedlings, the annotated function(s) of the proteins encoded by NAE 18:2 and NAE 18:3 DEGs were identified. The functional annotations of DEGs in cotyledons, roots, and seedlings were initially explored using Gene Ontology (GO) enrichment analysis. Using this method, the significantly enriched GO terms describing the biological processes, molecular functions, and cellular components were identified (Figures 2 and 3, beside histograms) using the g:Profiler web service (Reimand et al., 2016). Word clouds showing the over‐represented GO categories and the enrichment p‐values were added beside the corresponding bars in each bar graph. 

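The lists of GO categories name, for each category, the DEGs that fall in it, and the copy read here gives at most 39 of them for a category in each comparison. Response to chitin in NAE 18:3-treated cotyledons, for example, is stated to hold 49 DEGs, of which 39 are named. Those named genes were read out of the edgeR results for the same organ and NAE, without a new enrichment test, because they had been selected on the same libraries. For cell wall organization or biogenesis in roots, where the whole list is held, the named genes had larger median changes than the list. Medians and shares of named genes may therefore not hold for a whole category.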

Refer to Additional Files 2 and 3 for the complete lists of GO categories describing NAE 18:2 and NAE 18:3 DEGs.

In cotyledons collected from NAE 18:2‐treated seedlings, some of the most significantly enriched GO terms included response to drug and multiple categories describing the transport of small molecules. 

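All 30 DEGs placed in response to drug for NAE 18:2-treated cotyledons are named. Every one of them had more transcripts than in DMSO cotyledons, with a median log2 fold change of 1.85 (1.78 with genes at the counting floor at their bound), and 11 were DEGs over all genes tested. Adjusted over the list alone, 28 were, which is not independent evidence. Response to drug with NAE 18:2 had 0 DEGs without DMSO cotyledons replicate 1 and 21 without NAE 18:2 cotyledons replicate 2.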

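In cotyledons of NAE 18:3-treated seedlings, 36 of the 39 named genes (49 stated) of response to chitin were DEGs, with a median log2 fold change of 2.19. For defense response the number was 34 of the 39 named genes (190 stated) and the median 4.54 (4.41 with genes at the counting floor at their bound), and for protein serine/threonine kinase activity 37 of the 39 named genes (124 stated) and 3.32 (3.14 with genes at the counting floor at their bound). Calmodulin binding, with all 35 genes named, had 30 DEGs and a median of 1.55. Over these lists alone, 37, 34, 37 and 32 passed the same thresholds after adjustment.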

Cotyledons from NAE 18:3‐treated seedlings also showed a significant enrichment in transcripts described by the GO terms response to chitin, defense response, protein serine/threonine kinase activity, and calmodulin binding. These categories suggest an increase in transcripts that encode proteins involved in the initiation of an adaptive and defense‐related signaling response in cotyledons after 1–3 hr of NAE 18:3 treatment.

Similar to cotyledons, roots collected from NAE 18:2‐ and NAE 18:3‐treated seedlings showed a significant over‐representation of transcripts described by the GO terms response to drug, response to chitin, and several additional signaling and stress response GO terms. 

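In roots, 36 of the 39 named genes (148 stated) of response to drug were DEGs after NAE 18:2 and 32 of the 39 named genes (125 stated) after NAE 18:3, with median log2 fold changes of 3.86 (3.68 with genes at the counting floor at their bound) and 3.29. In response to chitin, 34 of the 39 named genes (53 stated) were DEGs after NAE 18:2 and 37 of the 39 named genes (56 stated) after NAE 18:3. The corresponding numbers for calmodulin binding, whose genes are all named, were 21 of 30 and 25 of 34. Every named gene that was tested had a positive log2 fold change. Calmodulin binding with NAE 18:2 had 10 DEGs without DMSO roots replicate 2.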

Overall, NAE 18:2 and NAE 18:3 treatments led to a significant increase in transcripts that encode proteins involved in abiotic and biotic stress responses in roots. In cotyledons, NAE 18:2 treatment also led to a significant increase in transcripts involved in the abiotic stress response, but did not increase defense response transcripts, while NAE 18:3 treatment significantly increased both. In addition to changes identified separately in roots and cotyledons, transcriptional changes in whole seedlings were evaluated. 

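The list of GO categories for NAE 18:2-treated cotyledons places 42 DEGs in defense response and names 39 of them, of which 13 were DEGs over all genes tested and 38 when adjusted over the list alone. Their median log2 fold change was 2.27 (2.13 with genes at the counting floor at their bound). In roots the named defense response genes included 32 of 39 DEGs with NAE 18:2 and 25 of 39 with NAE 18:3, of 180 and 155 stated. Defense response with NAE 18:2 had 1 DEGs without DMSO cotyledons replicate 1 and 27 without NAE 18:2 cotyledons replicate 2.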

NAE 18:2 and NAE 18:3 treatments led to a significant enrichment of transcripts described by a very similar group of GO terms in *Arabidopsis* seedlings.

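In whole seedlings the named genes of response to drug had median log2 fold changes of 5.28 (5.19 with genes at the counting floor at their bound) with NAE 18:2 and 5.43 (5.37 with genes at the counting floor at their bound) with NAE 18:3, and 11 of 39 and 15 of 39 of them were DEGs (198 and 213 stated). For defense response, 11 of 39 and 14 of 39 were DEGs, and for response to chitin 6 of 39 and 8 of 39. None of the 39 named calmodulin binding genes was a DEG with NAE 18:2, although all 39 had an unadjusted p under 0.05, and 3 were with NAE 18:3. Adjusted over each list alone, 38 and 38 genes of response to drug passed, which is not independent evidence. A fit without DMSO seedlings replicate 1 gave a count of 1 for response to drug with NAE 18:2, 1 for response to drug with NAE 18:3, 1 for defense response with NAE 18:2, 1 for defense response with NAE 18:3, 1 for response to chitin with NAE 18:3 and 0 for calmodulin binding with NAE 18:3. Leaving out NAE 18:2 seedlings replicate 2 (which leaves 2 nearly equal libraries) gave a count of 36 for response to drug, 33 for defense response, 33 for response to chitin and 18 for calmodulin binding. Omitting NAE 18:3 seedlings replicate 1 gave a count of 38 for response to drug, 36 for defense response, 36 for response to chitin and 34 for calmodulin binding. Response to chitin with NAE 18:2 had 0 DEGs without DMSO seedlings replicate 3.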

In both of the organs tested, NAE 18:2 and NAE 18:3 treatments led to significant decreases in transcripts, or repression, of numerous genes (Figure 3). 

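In cotyledons of NAE 18:3-treated seedlings, 32 of the 39 named genes (41 stated) of cell wall organization, 21 of 32 genes of response to auxin and 9 of 11 genes of xyloglucan metabolic process were DEGs with reduced transcripts, with median log2 fold changes of -1.26, -1.32 and -1.26. Whole gene families, with members taken by symbol, were tested with limma's camera at a preset correlation of 0.01 and Benjamini-Hochberg adjustment over 74 tests. The families are ones the paper names from these same libraries, so their p-values are not independent evidence. Of 25 tested XTH genes 8 were reduced and 1 increased, a median of -0.48 (adjusted p = 0.0175). Of 15 tested FLA genes 7 were reduced, a median of -0.93 (adjusted p = 3.19e-05). Of the 40 family tests with an adjusted p under 0.05, 34 held under fry and none under camera with an estimated correlation, the alternative that moved them most. Cell wall organization with NAE 18:3 had 20 DEGs without DMSO cotyledons replicate 2. Response to auxin with NAE 18:3 had 11 DEGs without NAE 18:3 cotyledons replicate 2.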

Cotyledons collected from NAE 18:3‐treated seedlings showed a significant decrease in transcripts involved in cell wall organization, response to auxin and xyloglucan metabolic process. A decrease in transcripts involved in these pathways would be consistent with an overall decrease in cell growth and expansion (Figures 1 and 3). NAE 18:2 and NAE 18:3 treatment also led to a significant repression of genes in roots (Figure 3b). 

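In roots, 24 of the 39 named genes (70 stated) of cell wall organization or biogenesis were DEGs with reduced transcripts after NAE 18:2 and 38 of the 39 named genes (234 stated) after NAE 18:3, at median log2 fold changes of -2.37 and -5.75 (-5.55 with genes at the counting floor at their bound). Of all genes that Additional File 11 lists for the category, 33 of 70 and 203 of 234 were DEGs, at medians of -1.64 and -2.995 (-2.76 with genes at the counting floor at their bound). In response to auxin, 18 of the 38 named genes (38 stated) were DEGs with NAE 18:2 and 31 of the 39 named genes (100 stated) with NAE 18:3, at medians of -2.0006 (-1.94 with genes at the counting floor at their bound) and -4.25 (-3.82 with genes at the counting floor at their bound). Over the lists of response to auxin alone, 25 and 31 passed after adjustment. The SAUR family as a whole, 36 genes tested in roots, had a median log2 fold change of -0.71 with NAE 18:2 (camera, adjusted p = 0.00557) and -1.43 with NAE 18:3 (camera, adjusted p = 0.00270). Cell wall organization or biogenesis with NAE 18:2 had 11 DEGs without NAE 18:2 roots replicate 1. Response to auxin with NAE 18:2 had 10 DEGs without DMSO roots replicate 3.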

The GO terms describing the DEGs repressed in roots by both NAE 18:2 and NAE 18:3 were similar, with those most highly enriched including cell wall organization and biogenesis and response to auxin. Significant decreases in transcripts in these GO categories were consistent with observed reductions in overall primary root length after 3 d (Figure 1).

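In whole seedlings, 6 of the 39 named genes (72 stated) of cell wall organization had significantly reduced transcripts after NAE 18:2 and 10 of the 39 named genes (116 stated) after NAE 18:3. Their median log2 fold changes were -3.62 and -4.75 (-4.62 with genes at the counting floor at their bound), and adjusted over the list alone 19 and 25 passed, which is not independent evidence. For NAE 18:3, 3 of the 39 named genes (60 stated) of response to auxin and 4 of 15 genes of xyloglucan metabolic process were DEGs. Root markers were low in 4 of the 6 NAE-treated seedling libraries, so less root tissue stays open as a cause of these decreases. With DMSO seedlings replicate 1 left out, the count was 0 for cell wall organization with NAE 18:2, 0 for cell wall organization with NAE 18:3, 0 for response to auxin with NAE 18:3 and 0 for xyloglucan metabolic process with NAE 18:3. Cell wall organization with NAE 18:2 had 23 DEGs without NAE 18:2 seedlings replicate 2 (which leaves 2 nearly equal libraries). Response to auxin with NAE 18:3 had 9 DEGs without NAE 18:3 seedlings replicate 1.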

Similar GO terms described the down‐regulated DEGs in whole seedlings treated with NAE 18:2 or NAE 18:3 (Figure 3c). In addition, the reduced transcripts in intact seedlings also showed a significant enrichment in DEGs associated with root development. Consequently, based on GO functional annotations, we conclude that the early, up‐ and down‐regulated genes induced by NAE 18:2 and NAE 18:3 treatment represented organ‐specific gene networks that ultimately lead to the observed effects of inhibition of seedling growth. These early NAE‐modulated transcripts are likely to include DEGs identified in other signal transduction pathways that modulate plant growth in response to stress, and as such, further comparisons were made to transcriptional changes described for other stress and growth pathways.

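In root development, DEGs with reduced transcripts made up 1 of the 39 named genes (53 stated) in NAE 18:2-treated seedlings and 5 of the 39 named genes (85 stated) in NAE 18:3-treated seedlings, with median log2 fold changes of -2.52 and -3.73 (-3.66 with genes at the counting floor at their bound). Adjusted over the list alone, 8 and 18 passed. In dissected roots 37 of the 39 named genes (116 stated) were DEGs with NAE 18:3, at a median of -5.09 (-4.81 with genes at the counting floor at their bound). Root markers that were not DEGs in dissected roots with either NAE and stayed near their DMSO level there, 20 genes, were followed in each seedling library relative to the mean of the DMSO seedlings. Their median level was 9.39%, 93.6% and 6.61% in NAE 18:2 seedlings replicates 1, 2 and 3 and 53.8%, 7.51% and 9.25% in NAE 18:3 seedlings replicates 1, 2 and 3, against 90.1% to 104% in the DMSO seedlings. The levels of cotyledon markers stayed between 88.0% and 120.3%. Without DMSO seedlings replicate 1, the count was 0 for root development with NAE 18:2 and 0 for root development with NAE 18:3. Root development with NAE 18:2 had 17 DEGs without NAE 18:2 seedlings replicate 2 (which leaves 2 nearly equal libraries). Root development with NAE 18:3 had 8 DEGs without NAE 18:3 seedlings replicate 1.

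**Figure D2:**
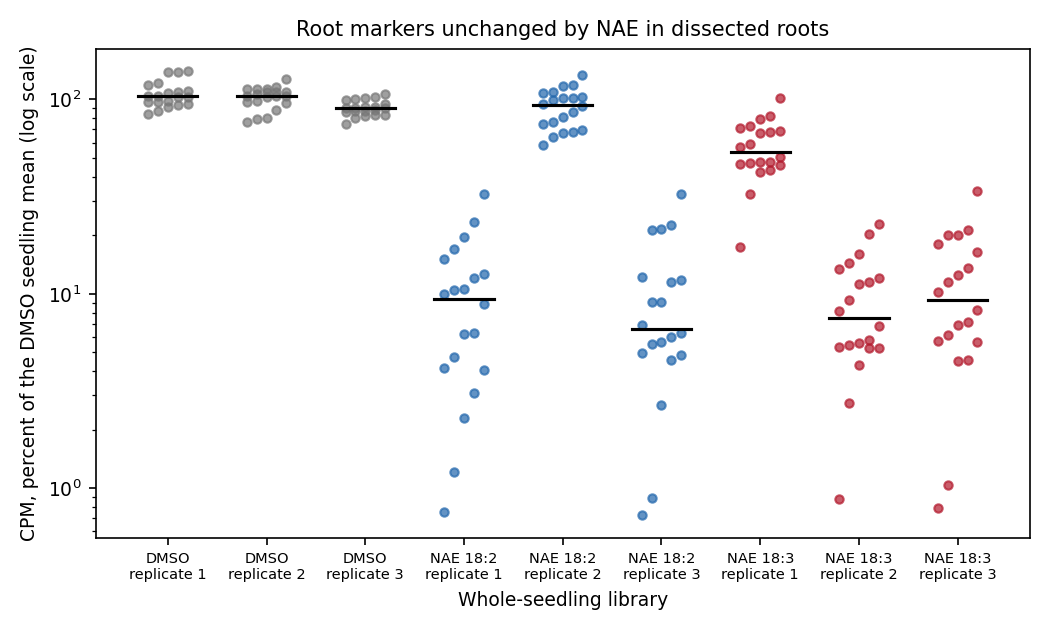
CPM of 20 root markers that NAE did not change in dissected roots, as percent of the DMSO seedling mean on a log scale (vertical axis), in each of the 9 whole-seedling libraries (horizontal axis), 1 point per gene with the median as a line. The medians of NAE 18:2 replicates 1 and 3 and NAE 18:3 replicates 2 and 3 lie between 6.61% and 9.39%.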

### 3.3 Comparisons of NAE‐responsive genes with hormone microarray and chitin RNA‐seq datasets

A comparison of the DEGs with hormone‐ (Goda et al., 2008) and chitin‐response genes (Stringlis et al., 2018) (both at 1 hr) led to a more in‐depth analysis of the DEGs in these pathways. First, NAE 18:2 and NAE 18:3 DEGs were compared to hormone‐induced (Stim(ulated)) and ‐Rep(ressed) genes using the GeneOverlap program (Shen & Sinai, 2019) (Additional File 4). 

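The comparison lists in Additional File 4 hold the DEGs of each NAE and organ that were also in a hormone-induced or -repressed set, and the lists for ABA, ACC, BL, CK and SA were read out of the edgeR results gene by gene, those for IAA and JA being not analysed here. Because the lists were drawn from the DEGs of these libraries, the overlap itself was not tested again. The largest list, 345 ABA-induced genes with reduced transcripts in NAE 18:3-treated roots, had 300 DEGs over all genes tested and 312 when adjusted over the list alone, which is not independent evidence. No gene of the 5 hormones' lists was a DEG in the direction opposite to its list.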

There was a significant enrichment in ABA‐, IAA‐, JA‐, and SA‐induced and ‐repressed transcripts in roots and seedlings in response to NAE 18:2 and in cotyledons, roots, and seedlings in response to NAE 18:3 (Figure 4). These results were consistent with previously published data showing that an intact ABA signaling pathway was required to facilitate some NAE‐mediated developmental changes (Cotter et al., 2011; Keereetaweep et al., 2013, 2015; Teaster et al., 2007). In addition, the enrichment of IAA response genes was consistent with results from the GO enrichment analysis. 

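Of the ABA-induced genes listed as increased, 193 of 265 were DEGs in NAE 18:2-treated roots, 129 of 171 in NAE 18:3-treated roots and 165 of 185 in NAE 18:3-treated cotyledons. In whole seedlings 19 of 279 were DEGs with NAE 18:2 and 36 of 309 with NAE 18:3, and 192 and 230 when adjusted over the list alone. Of the SA-induced genes listed as increased, 147 of 181 were DEGs in NAE 18:2-treated roots, 91 of 111 in NAE 18:3-treated roots and 172 of 190 in NAE 18:3-treated cotyledons. In seedlings the SA-induced lists had 19 of 260 and 40 of 287 DEGs. Of the SA-repressed genes listed as reduced, 41 of 83 and 134 of 155 were DEGs in roots with NAE 18:2 and NAE 18:3, and 61 of 76 in NAE 18:3-treated cotyledons. A fit without DMSO roots replicate 2 gave a count of 113 for increased ABA-induced genes with NAE 18:2 and 83 for increased SA-induced genes with NAE 18:2. Leaving out DMSO seedlings replicate 1 gave a count of 0 for increased ABA-induced genes with NAE 18:2, 0 for increased ABA-induced genes with NAE 18:3, 1 for increased SA-induced genes with NAE 18:2 and 1 for increased SA-induced genes with NAE 18:3. Omitting NAE 18:2 seedlings replicate 2 (which leaves 2 nearly equal libraries) gave a count of 117 for increased ABA-induced genes and 122 for increased SA-induced genes. With NAE 18:3 seedlings replicate 1 left out, the count was 238 for increased ABA-induced genes and 233 for increased SA-induced genes. Reduced SA-repressed genes with NAE 18:2 numbered 13 without NAE 18:2 roots replicate 1.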

Since JA and SA are involved in mediating biotic and abiotic stress responses in *Arabidopsis* (Ahmad et al., 2016; Lu, Greenberg, & Holuigue, 2016), this result was also consistent with the NAE‐type and organ‐specific effects described in the GO enrichment analysis for stress responses. Transcripts induced and repressed by the plant hormone ethylene also were enriched in NAE 18:2‐treated seedlings and cotyledons and seedlings treated with NAE 18:3. 

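ACC, the precursor of ethylene, stands for ethylene in these lists. Of the ACC-induced genes listed as increased, 25 of 27 were DEGs in NAE 18:3-treated cotyledons, 2 of 41 in NAE 18:2-treated seedlings and 4 of 40 in NAE 18:3-treated seedlings. Of the ACC-repressed genes listed as reduced, 39 of 46, 1 of 47 and 4 of 64 were DEGs in the same 3 groups. Adjusted over the list alone, the ACC-induced genes numbered 26, 33 and 35. Without DMSO seedlings replicate 1, the count was 0 for increased ACC-induced genes with NAE 18:2, 0 for increased ACC-induced genes with NAE 18:3, 0 for reduced ACC-repressed genes with NAE 18:2 and 1 for reduced ACC-repressed genes with NAE 18:3. A fit without NAE 18:2 seedlings replicate 2 (which leaves 2 nearly equal libraries) gave a count of 22 for increased ACC-induced genes and 15 for reduced ACC-repressed genes. Leaving out NAE 18:3 seedlings replicate 1 gave a count of 33 for increased ACC-induced genes and 20 for reduced ACC-repressed genes.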

NAE 18:2‐ and NAE 18:3‐treatment had an opposite effect on gene expression changes when compared to brassinosteroids (BR) and cytokinin (CK) (Figure 4). For example, BR‐stimulated genes were repressed in NAE‐treated cotyledons, roots, and intact seedlings. In addition, NAE 18:2 treatment led to a gene expression trend opposite to ABA in cotyledons only.

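CK-induced genes listed as reduced included 12 of 25 DEGs in NAE 18:2-treated roots, 82 of 91 in NAE 18:3-treated roots and 11 of 16 in NAE 18:3-treated cotyledons. Those listed as increased included 16 of 21, 16 of 22 and 20 of 23 in the same groups. Of the CK-repressed genes listed as increased, 28 of 30 were DEGs in NAE 18:3-treated cotyledons and 19 of 27 in NAE 18:2-treated roots, and of the BL-repressed genes listed as increased, BL standing for brassinolide, 27 of 29 and 22 of 32. Omitting DMSO roots replicate 2 gave a count of 8 for increased CK-repressed genes with NAE 18:2 and 11 for increased BL-repressed genes with NAE 18:2. Reduced CK-induced genes with NAE 18:2 numbered 6 without DMSO roots replicate 1. Reduced CK-induced genes with NAE 18:3 numbered 6 without NAE 18:3 cotyledons replicate 2.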

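Among BL-induced genes listed as reduced, DEGs made up 1 of 9 in NAE 18:2-treated cotyledons, 50 of 54 in NAE 18:3-treated cotyledons, 12 of 30 in NAE 18:2-treated roots and 63 of 69 in NAE 18:3-treated roots. In whole seedlings none of 14 was a DEG with NAE 18:2, where 12 had an unadjusted p under 0.05, and 2 of 36 were with NAE 18:3. Their median log2 fold changes were -1.33 in NAE 18:3-treated cotyledons and -2.18 (-2.05 with genes at the counting floor at their bound) in NAE 18:3-treated roots. Reduced BL-induced genes with NAE 18:2 numbered 0 without DMSO cotyledons replicate 1, 3 without DMSO cotyledons replicate 3, 4 without DMSO roots replicate 2, 19 without NAE 18:2 roots replicate 2 and 3 without NAE 18:2 seedlings replicate 2 (which leaves 2 nearly equal libraries). Reduced BL-induced genes with NAE 18:3 numbered 0 without DMSO seedlings replicate 1 and 9 without NAE 18:3 seedlings replicate 1.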

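In NAE 18:2-treated cotyledons, 5 of 28 ABA-induced genes listed as reduced and 8 of 20 ABA-repressed genes listed as increased were DEGs. In the direction of ABA, 11 of 33 induced genes listed as increased and 2 of 19 repressed genes listed as reduced were. Over each list alone the numbers were 21, 20, 30 and 8. With DMSO cotyledons replicate 1 left out, the count was 0 for reduced ABA-induced genes with NAE 18:2, 0 for increased ABA-repressed genes with NAE 18:2, 0 for increased ABA-induced genes with NAE 18:2 and 0 for reduced ABA-repressed genes with NAE 18:2. Without NAE 18:2 cotyledons replicate 2, the count was 13 for increased ABA-repressed genes, 19 for increased ABA-induced genes and 7 for reduced ABA-repressed genes.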

**FIGURE 4:**
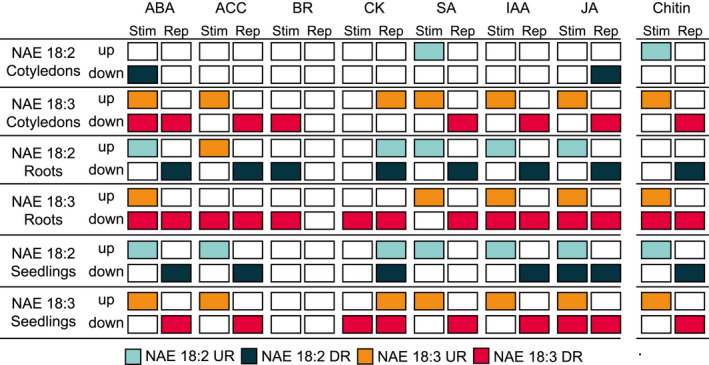
NAE 18:2 or NAE 18:3 treatment induced plant hormone‐ and chitin‐response genes. NAE 18:2 and NAE 18:3 led to an enrichment of DEGs stimulated (Stim) or repressed (Rep) by ABA, IAA, JA, SA, and chitin treatment in roots. Cotyledons treated with NAE 18:3 had an enrichment of DEGs that are stimulated (Stim) or repressed (Rep) in response to treatment with ABA, ACC, IAA, JA, and chitin. Seedlings treated with NAE 18:2 or NAE 18:3 also showed a significant overlap with ABA, ACC, IAA, JA, SA, and chitin‐response genes. NAE 18:2 and NAE 18:3 organ‐specific DEGs were compared to DEGs in hormone treatment microarray datasets (Goda et al., 2008) and a chitin RNA‐seq dataset (Stringlis et al., 2018) using the GeneOverlap program (Shen & Sinai, 2019) in R. There was no significant overlap with GA response genes. “Stimulated (Stim)/Repressed (Rep)” refers to genes up‐ or down‐regulated by hormones while “up‐regulated (up/UR)/down‐regulated (down/DR)” refers to NAE‐induced changes. ABA, abscisic acid; ACC, 1‐aminocyclopropane‐1‐carboxylic acid; BR, brassinosteroids; CK, cytokinin; DEGs, differentially expressed genes; IAA, indole‐3‐acetic acid; JA, jasmonic acid; Rep/down/DR, repressed/down‐regulated; SA, salicylic acid; Stim/up/UR, stimulated/up‐regulated

In addition to an enrichment in hormone‐response pathways, the GO enrichment analysis also showed an over‐representation of transcripts involved in the response to chitin. All NAE 18:2‐ and NAE 18:3‐treated organs show some overlap with chitin‐response genes (Stringlis et al., 2018) (Figure 4 and Additional File 5). In particular, treatment with NAE 18:3 led to an enrichment of transcripts, some of which were induced by chitin and others which were repressed by chitin, in roots, cotyledons, and whole seedlings. 

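Of the chitin-induced genes that Additional File 5 lists as increased, 39 of 109 were DEGs in NAE 18:2-treated cotyledons and 337 of 484 in NAE 18:2-treated roots. Their median log2 fold changes were 2.19 (1.93 with genes at the counting floor at their bound) and 2.06. Adjusted over the list alone, 106 and 422 passed, which is not independent evidence. Increased chitin-induced genes with NAE 18:2 numbered 1 without DMSO cotyledons replicate 2, 78 without NAE 18:2 cotyledons replicate 2 and 182 without DMSO roots replicate 2.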

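With NAE 18:3, 395 of 461 chitin-induced genes listed as increased were DEGs in cotyledons, 242 of 313 in roots and 128 of 574 in seedlings. Chitin-repressed genes listed as reduced included 37 of 54, 255 of 314 and 25 of 210 DEGs. In roots the list also holds 327 chitin-induced genes with reduced transcripts, of which 253 were DEGs, at a median log2 fold change of -2.37 (-2.24 with genes at the counting floor at their bound). A fit without DMSO seedlings replicate 1 gave a count of 7 for increased chitin-induced genes with NAE 18:3 and 1 for reduced chitin-repressed genes with NAE 18:3. Leaving out NAE 18:3 seedlings replicate 1 gave a count of 466 for increased chitin-induced genes and 59 for reduced chitin-repressed genes. Reduced chitin-repressed genes with NAE 18:3 numbered 18 without NAE 18:3 cotyledons replicate 1.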

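Chitin-repressed genes listed as reduced in NAE 18:2-treated roots included 104 of 186 DEGs, with a median log2 fold change of -1.79 (-1.78 with genes at the counting floor at their bound). In NAE 18:2-treated whole seedlings, 12 of 142 chitin-repressed genes listed as reduced and 73 of 553 chitin-induced genes listed as increased were DEGs, or 50 and 437 when adjusted over the list alone. Omitting DMSO seedlings replicate 1 gave a count of 0 for reduced chitin-repressed genes with NAE 18:2 and 5 for increased chitin-induced genes with NAE 18:2. With NAE 18:2 seedlings replicate 2 left out (which leaves 2 nearly equal libraries), the count was 48 for reduced chitin-repressed genes and 322 for increased chitin-induced genes. Reduced chitin-repressed genes with NAE 18:2 numbered 38 without NAE 18:2 roots replicate 1.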

Transcripts from roots of NAE 18:2‐treated seedlings showed an enrichment in genes repressed by chitin, while intact NAE 18:2‐treated seedlings showed an enrichment in transcripts that were induced or repressed by chitin treatment (Figure 4).

### 3.4 ABA‐response genes are induced or repressed by NAE 18:2 and NAE 18:3 treatment

NAE 18:2 and NAE 18:3 treatment led to transcriptome changes that shared significant overlap with changes induced by 1 hr of ABA treatment (Figures 4 and 5). 

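Among the listed ABA-induced genes, 11 were DEGs with increased transcripts under both NAEs in cotyledons, and 154 under NAE 18:3 alone, 79 of which also differed in the direct contrast of the NAEs. In seedlings 17 were increased under both NAEs, 2 under NAE 18:2 alone and 19 under NAE 18:3 alone, none of these last 2 groups differing in the direct contrast. Seedling libraries of the same NAE differed so much that this contrast cannot show equal effects.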

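In roots, Additional File 4 lists 265 ABA-induced genes with increased transcripts for NAE 18:2 and 171 for NAE 18:3, 103 of them for both. Over all genes tested, 78 of the listed genes were DEGs with increased transcripts under both NAEs.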

In roots collected from both NAE 18:2‐ and NAE 18:3‐treated seedlings, there were 80 genes significantly induced by NAE 18:2, NAE 18:3, and ABA (Figure 5b). In addition, there were 88 ABA‐response genes specifically, significantly induced by NAE 18:2 and 60 ABA‐response genes specifically, significantly induced by NAE 18:3 in roots. 

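Of the ABA-induced genes listed for roots, 115 were DEGs with NAE 18:2 and not with NAE 18:3, and 87 of these were lower after NAE 18:3 in the direct contrast of the NAEs. The genes that were DEGs with NAE 18:3 alone numbered 52, of which 13 were higher in that contrast.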

Roots collected from NAE 18:2‐treated seedlings had a significant increase in ABA‐response genes that are involved in the regulation of signal transduction while roots collected from NAE 18:3‐treated seedlings had a significant increase in transcripts from ABA‐response genes involved in DNA‐binding–transcription factor activity and regulation of seedling development.

**FIGURE 5:**
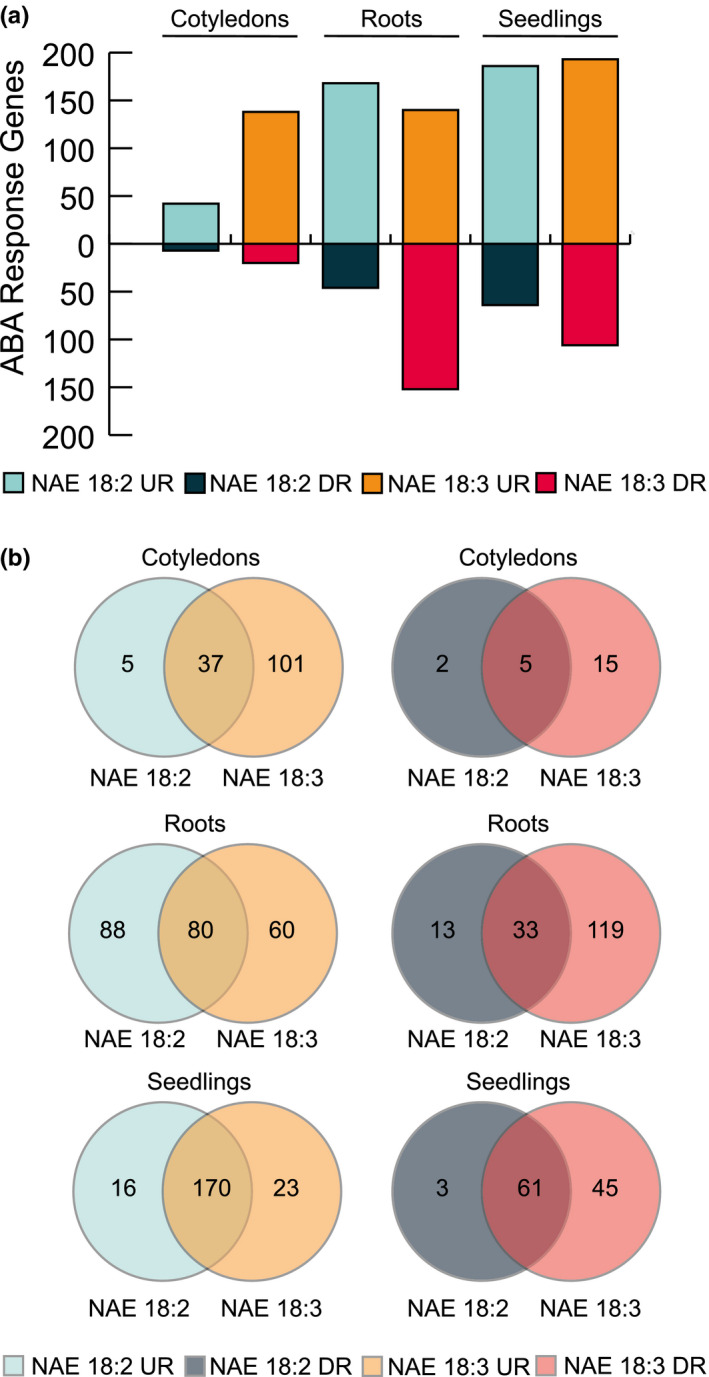
ABA‐response genes were induced or repressed by NAE 18:2 or NAE 18:3 treatment. (a) Bar graph indicating the number of ABA‐response genes induced or repressed by NAE 18:2 or NAE 18:3 in cotyledons, roots, and seedlings. (b) Venn diagrams comparing the induced or repressed ABA‐response genes in NAE 18:2‐ or NAE 18:3‐treated cotyledons, roots, and seedlings

Similar to roots, cotyledons collected from NAE 18:3‐treated seedlings also showed a significant increase in transcripts from ABA‐response genes involved in DNA‐binding–transcription factor activity. In addition, cotyledons collected from NAE 18:3‐treated seedlings and roots collected from NAE 18:2‐treated seedlings had a significant increase in transcripts from ABA‐response genes involved in plant developmental processes including plant organ senescence and aging. The ABA‐response genes induced by NAE 18:2 and/or NAE 18:3 in intact seedlings were involved in the same biological processes and molecular functions as ABA‐response genes in cotyledons and roots.

Genes repressed by 1h of NAE 18:2 or NAE 18:3 treatment also shared significant overlap with genes repressed by 1 hr of ABA treatment (Figures 4 and 5a). 

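ABA-repressed genes listed as reduced in roots included 93 of 153 DEGs with NAE 18:2 and 294 of 322 with NAE 18:3. Under both NAEs 74 were reduced, under NAE 18:2 alone 23 and under NAE 18:3 alone 220. The direct contrast of the NAEs called 4 and 139 of the last 2 groups. The median log2 fold change was -1.32 with NAE 18:2 and -2.03 (-1.998 with genes at the counting floor at their bound) with NAE 18:3. Reduced ABA-repressed genes with NAE 18:2 numbered 48 without NAE 18:2 roots replicate 1.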

ABA‐response genes involved in phloem transport and cell wall organization and biogenesis were significantly repressed in roots collected from NAE 18:3‐treated *Arabidopsis* seedlings. 

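In cotyledons, Additional File 4 lists 19 ABA-repressed genes as reduced for NAE 18:2 and 75 for NAE 18:3, with 12 in common. Over all genes tested, 2 of them were DEGs with reduced transcripts under both NAEs.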

In cotyledons collected from NAE 18:2‐ and NAE 18:3‐treated seedlings, there were five ABA‐response genes significantly repressed by both of these treatments. In addition, there were 2 and 15 ABA‐response genes significantly down‐regulated in cotyledons collected from NAE 18:2‐ or NAE 18:3‐treated seedlings, respectively (Figure 5b). 

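In cotyledons NAE 18:2 alone reduced no ABA-repressed gene, and NAE 18:3 alone reduced 56. Of these 56, 12 were also lower than with NAE 18:2 in the direct contrast. All 19 genes listed for NAE 18:2 had an unadjusted p under 0.05.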

There were two ABA‐response transcription factors, Cytokinin‐Responsive GATA Factor 1 (CGA1) and GATA Nitrate‐Inducible Carbon‐Metabolism Involved (GNC), specifically repressed by NAE 18:3 treatment in cotyledons and seedlings. These two transcriptional regulators are involved in carbohydrate utilization and the regulation of chlorophyll biosynthetic processes.

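In cotyledons CGA1 (AT4G26150) had 8.09 ± 1.12 CPM (SD, n = 3) in NAE 18:3-treated cotyledons against 25.6 ± 14.3 CPM (SD, n = 3) in DMSO cotyledons, a log2 fold change of -1.67 (standard error 0.35, adjusted p = 0.00657). GNC (AT5G56860) had 18.5 ± 1.60 CPM (SD, n = 3) in NAE 18:3-treated cotyledons against 44.0 ± 11.9 CPM (SD, n = 3) in DMSO cotyledons, a log2 fold change of -1.25 (standard error 0.18, adjusted p = 7.01e-04). With NAE 18:2 neither was a DEG, at -0.14 (adjusted p = 0.827) for CGA1 and 0.22 (adjusted p = 0.464) for GNC, and the direct contrast of NAE 18:3 with NAE 18:2 gave -1.53 (adjusted p = 0.0158) for CGA1, which missed the threshold, and -1.47 (adjusted p = 7.56e-04) for GNC, which passed it. With single libraries left out in turn, the CGA1 call in NAE 18:3-treated cotyledons was lost in 3 of 6 fits, and its adjusted p rose to 0.0325 without NAE 18:3 cotyledons replicate 2. Among the other settings, the no-filter fit moved the CGA1 call, to an adjusted p of 0.0151. In 1 of the 6 fits that left out a library the GNC call in NAE 18:3-treated cotyledons did not hold, and its log2 fold change was -0.99 without DMSO cotyledons replicate 3.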

Consistent with results from individual seedling organs, NAE 18:2 and NAE 18:3 treatment also led to the significant repression of several ABA‐responsive genes in intact *Arabidopsis* seedlings. The majority, 61 ABA‐response genes, were repressed by both NAE 18:2 and NAE 18:3 treatment (Figure 5b). However, there were 3 and 45 ABA‐response genes specifically, significantly repressed by either NAE 18:2 or NAE 18:3 treatment, respectively. 

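In whole seedlings 11 of the listed ABA-repressed genes were DEGs with reduced transcripts under both NAEs, of 127 that Additional File 4 lists for both. The NAE 18:2 list held 12 of 136 DEGs and the NAE 18:3 list 19 of 188, or 53 and 81 when adjusted over the list alone. Reduced ABA-repressed genes with NAE 18:2 numbered 0 without DMSO seedlings replicate 2 and 54 without NAE 18:2 seedlings replicate 2 (which leaves 2 nearly equal libraries). Reduced ABA-repressed genes with NAE 18:3 numbered 2 without DMSO seedlings replicate 1 and 64 without NAE 18:3 seedlings replicate 1.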

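NAE 18:2 alone reduced 1 of the ABA-repressed genes in seedlings and NAE 18:3 alone 8. None of them differed in the direct contrast of the NAEs, which called no gene in seedlings, with 690 at an unadjusted p under 0.05. Given the spread among seedling libraries of the same NAE, this does not show equal effects.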

The ABA‐response genes repressed by both NAE treatments were significantly enriched with genes involved in the same molecular functions and biological processes as the ABA‐response genes repressed by NAE treatments in roots and cotyledons. Refer to Additional File 7 for the complete list of GO categories describing NAE 18:2‐ and NAE 18:3‐repressed, ABA‐response genes.

### 3.5 Specific changes in genes required for ABA biosynthesis, ABA signaling, and NAE oxidation

The log2(fold change) of ABA biosynthesis, ABA signaling, and NAE metabolic enzymes genes was compared based on organ and NAE type (Figure 6). The gene that encodes the enzyme involved in the first committed step of ABA biosynthesis, 9‐cis‐epoxycarotenoid dioxygenase 3 (NCED3) (Tan et al., 2003), was induced by NAE 18:2 in roots and intact seedlings and by NAE 18:3 in cotyledons and intact seedlings (Figure 6a). 

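In roots NCED3 (AT3G14440) rose from 4.65 ± 1.86 CPM to 28.2 ± 7.57 CPM (SD, n = 3 each) with NAE 18:2, a log2 fold change of 2.54 (standard error 0.35, adjusted p = 0.00133). With NAE 18:3 it did not change there, at -0.42 (adjusted p = 0.331), and the direct contrast of NAE 18:3 with NAE 18:2 in roots was -2.96 (adjusted p = 3.91e-04). In cotyledons the log2 fold change was 1.39 (standard error 0.14, adjusted p = 1.12e-04) with NAE 18:3 and -0.21 (adjusted p = 0.404) with NAE 18:2. In whole seedlings it was 2.19 (standard error 0.47, adjusted p = 0.0320) with NAE 18:2 and 2.48 (standard error 0.47, adjusted p = 0.0152) with NAE 18:3, short of the adjusted p of 0.01. The alternative that moved named genes most often was DESeq2 on all 27 libraries with an adjusted p under 0.045 and an absolute log2 fold change of at least 0.95, chosen after seeing the data, and DESeq2 at the thresholds the paper states within seedlings called NCED3 with both NAEs, at 2.20 (adjusted p = 8.35e-05) and 2.50 (adjusted p = 3.06e-06).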

Interestingly, NCED2 was induced by NAE 18:3 in roots only. In addition, the gene that encodes the major enzyme involved in the final step of ABA biosynthesis, abscisic aldehyde oxidase 3 (AAO3) (Seo et al., 2000), also was induced in NAE 18:2‐ and NAE 18:3‐treated intact seedlings (Figure 6a). 

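NCED2 (AT4G18350) had 1.01 ± 0.245 CPM (SD, n = 3) in NAE 18:3-treated roots against 0.191 ± 0.0103 CPM (SD, n = 3) in DMSO roots, a log2 fold change of 2.17 (standard error 0.33, adjusted p = 5.72e-04). Under NAE 18:2 it had 0.615 ± 0.0638 CPM (SD, n = 3), a log2 fold change of 1.61 (standard error 0.34, adjusted p = 0.00717), and the direct contrast of the NAEs was 0.56 (adjusted p = 0.136), which did not pass. In cotyledons and seedlings its counts were too low to pass the filter, at 0.115 ± 0.0560 CPM in NAE 18:3-treated cotyledons and 0.131 ± 0.0279 CPM in NAE 18:3-treated seedlings (SD, n = 3 each). ABA4 (AT1G67080) fell in roots, by a log2 fold change of -1.40 (standard error 0.16, adjusted p = 4.94e-04) with NAE 18:2 and -2.52 (standard error 0.17, adjusted p = 1.32e-05) with NAE 18:3.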

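AAO3 (AT2G27150), 14.6% of which overlaps a gene on the opposite strand, had 37.2 ± 11.6 CPM (SD, n = 3) in NAE 18:2-treated seedlings against 19.7 ± 1.49 CPM (SD, n = 3) in DMSO seedlings, a log2 fold change of 0.91 (standard error 0.35, adjusted p = 0.124), and 43.9 ± 18.9 CPM (SD, n = 3) in NAE 18:3-treated seedlings, a log2 fold change of 1.15 (standard error 0.35, adjusted p = 0.0485). DESeq2 called the NAE 18:3 change, at 1.16 (adjusted p = 0.00789), and so did the edgeR fit without NAE 18:3 seedlings replicate 1, at 1.42 (adjusted p = 0.00817). In the dissected organs NAE 18:3 increased AAO3 in cotyledons, by 1.06 (standard error 0.12, adjusted p = 2.05e-04), and in roots, by 1.16 (standard error 0.17, adjusted p = 4.14e-04), while NAE 18:2 gave -0.19 (adjusted p = 0.343) and 0.28 (adjusted p = 0.216). The direct contrast of the NAEs was 1.25 (adjusted p = 2.75e-04) in cotyledons and 0.88 (adjusted p = 0.00237) in roots. In 2 of the 6 fits that left out a library the AAO3 call in NAE 18:3-treated cotyledons did not hold, and its log2 fold change was 0.96 without NAE 18:3 cotyledons replicate 2.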

Increases in transcript levels for these genes likely are a reflection of NAE 18:2 and NAE 18:3 treatment up‐regulating the synthesis of ABA.

**FIGURE 6:**
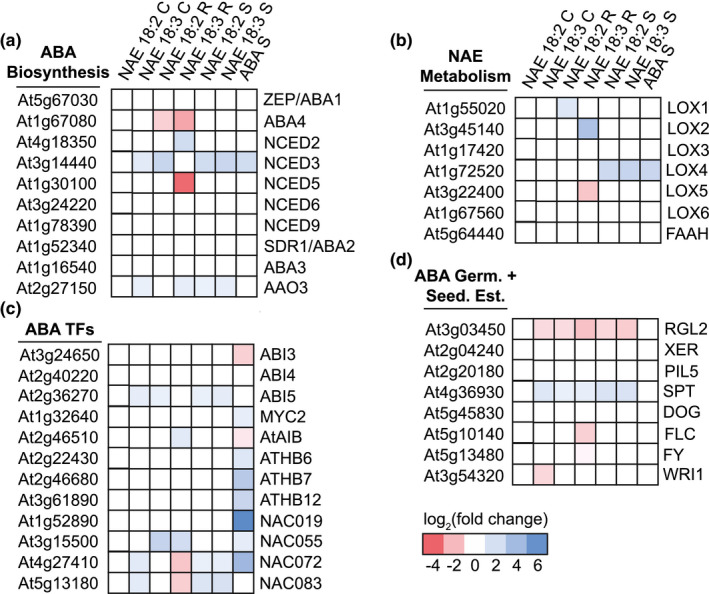
Heat maps indicating changes in ABA metabolism and signaling genes and NAE metabolic enzyme genes. (a) Gene expression changes in ABA biosynthesis enzymes after 1 hr treatment with NAE 18:2 or NAE 18:3. (b) Gene expression changes in NAE metabolic enzymes. (c) Gene expression changes in ABA‐response transcription factors in roots, cotyledons, and seedlings after 1 hr of NAE 18:2 or NAE 18:3 treatment. (d) Expression changes in genes involved in ABA‐mediated seedling germination and establishment as a result of NAE 18:2 or NAE 18:3 treatment

In previously published work, oxylipin derivatives of NAE 18:2 and NAE 18:3, namely, 9NAE‐HOD, 9‐hydroxy octadecatrienoyl ethanolamide (9NAE‐HOT), and 13‐hydroxy octadecatrienoyl ethanolamide (13NAE‐HOT) treatments also led to an increase in ABA concentration in seedlings (Keereetaweep et al., 2013, 2015). In NAE 18:2‐ and NAE 18:3‐treated *Arabidopsis* seedlings, lipoxygenase (LOX) activity may be needed in order to initiate or further promote ABA biosynthesis and signaling. Roots from seedlings treated with NAE 18:2 had a significant increase in LOX1 transcripts while roots from seedlings treated with NAE 18:3 had a significant increase in LOX2 transcripts (Figure 6b). In addition, transcripts of the LOX4 gene were significantly increased by NAE 18:2, NAE 18:3, and ABA treatment in *Arabidopsis* seedlings (Figure 6b).

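LOX1 (AT1G55020) had 110.4 ± 27.3 CPM (SD, n = 3) in NAE 18:2-treated roots against 35.7 ± 15.0 CPM (SD, n = 3) in DMSO roots, a log2 fold change of 1.57 (standard error 0.43, adjusted p = 0.0233), short of the threshold. Under NAE 18:3 it was -0.90 (adjusted p = 0.103), and the direct contrast of NAE 18:3 with NAE 18:2 was -2.47 (adjusted p = 0.00228). LOX2 (AT3G45140) had 3.16 ± 4.76 CPM (SD, n = 3) in NAE 18:3-treated roots against 0.233 ± 0.132 CPM (SD, n = 3) in DMSO roots, the SD exceeding the mean, and a log2 fold change of 3.54 (standard error 1.30, adjusted p = 0.0428). In replicates 1, 2 and 3 of those NAE 18:3-treated roots it stood at 0.634, 0.204 and 8.65 CPM, and without replicate 3, in which photosynthesis genes stood at a median of 1.29% of their DMSO cotyledon level, its log2 fold change was 0.67. In DMSO cotyledons LOX2 stood at 962 ± 339 CPM (SD, n = 3). A trace of cotyledon tissue is a candidate explanation of its level in replicate 3, and a response in that library alone stays open. DESeq2 called both, LOX1 at 1.57 (adjusted p = 7.66e-04) and LOX2 at 3.59 (adjusted p = 0.00369). LOX5 (AT3G22400) was the only DEG among the 6 LOX genes in roots, reduced by NAE 18:3 with a log2 fold change of -1.77 (standard error 0.22, adjusted p = 1.94e-04).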

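LOX4 (AT1G72520) had 21.5 ± 13.8 CPM (SD, n = 3) in NAE 18:2-treated seedlings against 4.23 ± 0.771 CPM (SD, n = 3) in DMSO seedlings, a log2 fold change of 2.33 (standard error 0.75, adjusted p = 0.0861), and 25.4 ± 16.6 CPM (SD, n = 3) in NAE 18:3-treated seedlings, a log2 fold change of 2.57 (standard error 0.75, adjusted p = 0.0442). Neither passed an adjusted p of 0.01, and DESeq2 called both, at 2.35 (adjusted p = 0.00517) and 2.59 (adjusted p = 0.00104). The paper also measured LOX4 by RT-qPCR in new seedling RNA, which was not analysed here. With the root share of each seedling library as a covariate, a setting chosen after seeing the data, the LOX4 values were near 0, at -0.0070 (adjusted p = 0.997) with NAE 18:2 and -0.065 (adjusted p = 0.966) with NAE 18:3. That share was 21.4% to 26.7% of the DMSO root level in DMSO seedlings and 1.77% to 2.18% in 4 of the 6 NAE-treated libraries. It overlaps with treatment, so this fit cannot separate an NAE effect from root share. In dissected organs LOX4 was at 1.09 (adjusted p = 0.0592) and 1.01 (adjusted p = 0.0505) in roots and -0.27 (adjusted p = 0.720) and -0.68 (adjusted p = 0.242) in cotyledons with NAE 18:2 and NAE 18:3.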

Since several ABA‐response genes are significantly up‐ or down‐regulated after 1 hr of treatment with NAE 18:2 or NAE 18:3, the transcript abundance of transcription factors involved in modulating the expression of genes in response to ABA also might have been changed. 

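Transcripts of ABI5 (AT2G36270) had log2 fold changes of 1.05 (standard error 0.28, adjusted p = 0.0191) in NAE 18:2-treated roots, 1.00 (standard error 0.35, adjusted p = 0.105) in NAE 18:2-treated seedlings, 1.21 (standard error 0.29, adjusted p = 0.0110) in NAE 18:3-treated cotyledons and 1.24 (standard error 0.35, adjusted p = 0.0404) in NAE 18:3-treated seedlings. Its expression was 7.47 ± 2.09 CPM (SD, n = 3) in NAE 18:3-treated cotyledons against 3.19 ± 0.810 CPM (SD, n = 3) in DMSO cotyledons. None of the 4 reached the threshold in edgeR. The cotyledon value reached it without DMSO cotyledons replicate 3, at an adjusted p of 0.00853, and DESeq2 called the values in roots (1.05, adjusted p = 0.00265), in cotyledons (1.23, adjusted p = 4.82e-04) and in NAE 18:3-treated seedlings (1.25, adjusted p = 0.00539).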

ABI5, a bZIP transcription factor, was induced by NAE 18:2 in roots and seedlings and by NAE 18:3 in cotyledons and seedlings (Figure 6c). In addition, a few ABA‐responsive, NAC transcription factors were also induced by NAE 18:2 and NAE 18:3 in roots, cotyledons, and/or seedlings (Figure 6c). 

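NAC055 (AT3G15500) had 12.8 ± 1.25 CPM in NAE 18:2-treated roots and 9.74 ± 6.42 CPM in NAE 18:3-treated roots against 1.96 ± 0.696 CPM in DMSO roots (SD, n = 3 each), log2 fold changes of 2.64 (standard error 0.44, adjusted p = 0.00310) and 2.12 (standard error 0.44, adjusted p = 0.00325). With single libraries left out in turn, the NAC055 call in NAE 18:2-treated roots was lost in 4 of 6 fits, and its adjusted p rose to 0.0174 without DMSO roots replicate 2. NAE 18:3 increased NAC072 (AT4G27410) in cotyledons, at 1.38 (standard error 0.25, adjusted p = 0.00321), and NAC083 (AT5G13180), 18.2% of which overlaps a gene on the opposite strand, at 1.31 (standard error 0.19, adjusted p = 8.86e-04). In roots NAE 18:3 reduced both, NAC072 at -1.73 (standard error 0.20, adjusted p = 1.31e-04) and NAC083 at -1.48 (standard error 0.23, adjusted p = 7.17e-04). The root effect minus the cotyledon effect was -2.95 (adjusted p = 1.49e-05) for NAC072 and -2.64 (adjusted p = 7.26e-05) for NAC083. In 4 of the 6 fits that left out a library the NAC072 call in NAE 18:3-treated cotyledons did not hold, and its adjusted p rose to 0.0161 without DMSO cotyledons replicate 2. In seedlings neither passed the threshold, NAC072 at 1.02 (adjusted p = 0.0868) and 1.10 (adjusted p = 0.0464) and NAC083 at 1.64 (adjusted p = 0.0414) and 1.87 (adjusted p = 0.0188) with NAE 18:2 and NAE 18:3, and DESeq2 called NAC083 with both, at 1.66 (adjusted p = 3.49e-04) and 1.88 (adjusted p = 2.09e-05). For NAC072 the paper also has RT-qPCR in new seedling RNA, not analysed here. NAC019 (AT1G52890) was not a DEG in any comparison. AtAIB (AT2G46510), a bHLH gene, rose in NAE 18:3-treated roots at 1.36 (standard error 0.15, adjusted p = 1.01e-04). MYC2 (AT1G32640), of which 98.5% overlaps a gene on the opposite strand, had no counts in any library. A library left out also cost the call of NAC055 in NAE 18:3-treated roots (2 of 6, adjusted p up to 0.0142 without DMSO roots replicate 2).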

The abundance of transcripts from genes involved in germination and seedling establishment processes that are modulated by ABA (Finkelstein, 2013) was also analyzed (Figure 6d). Some of these genes are significantly repressed in NAE 18:2‐ and NAE 18:3‐treated organs. However, the gene encoding the bHLH transcription factor, SPATULA (SPT), is induced by NAE 18:3 in all roots, cotyledons, and seedlings and by NAE 18:2 in roots and seedlings. 

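RGL2 (AT3G03450) fell in roots from 13.1 ± 1.01 CPM to 6.48 ± 1.17 CPM with NAE 18:2 and 4.15 ± 0.817 CPM with NAE 18:3 (SD, n = 3 each), log2 fold changes of -1.06 (standard error 0.19, adjusted p = 0.00330) and -1.85 (standard error 0.19, adjusted p = 8.13e-05). In NAE 18:3-treated cotyledons it was at -1.14 (standard error 0.25, adjusted p = 0.00827), and in seedlings at -1.25 (adjusted p = 0.0359) and -1.56 (adjusted p = 0.0135) with NAE 18:2 and NAE 18:3, where DESeq2 called both, at -1.23 (adjusted p = 0.00125) and -1.54 (adjusted p = 1.80e-05). The RGL2 call in NAE 18:3-treated cotyledons was lost in 5 of 6 leave-one-out fits, where its adjusted p rose to 0.0337 without DMSO cotyledons replicate 2. In 5 of the 6 fits that left out a library the RGL2 call in NAE 18:2-treated roots did not hold, and its adjusted p rose to 0.0162 without DMSO roots replicate 2. WRI1 (AT3G54320) was reduced in NAE 18:3-treated cotyledons, from 11.3 ± 0.285 CPM to 4.90 ± 0.327 CPM (SD, n = 3 each), a log2 fold change of -1.21 (standard error 0.13, adjusted p = 1.69e-04). Its NAE 18:3 effect in roots was 0.33 (adjusted p = 0.123), and the difference between the organs was 1.70 (adjusted p = 3.49e-04). FLC (AT5G10140), 100.0% of which overlaps a gene on the opposite strand, had 0.178 ± 0.0514 CPM in NAE 18:3-treated roots against 0.443 ± 0.309 CPM in DMSO roots (SD, n = 3 each), a log2 fold change of -1.42 (standard error 0.58, adjusted p = 0.0618) that was not called and shrank to -0.68 without DMSO roots replicate 3.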

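SPT (AT4G36930) rose from 33.5 ± 10.9 CPM to 99.0 ± 4.79 CPM (SD, n = 3 each) in NAE 18:3-treated cotyledons, a log2 fold change of 1.56 (standard error 0.21, adjusted p = 5.71e-04). In roots it was at 1.06 (standard error 0.13, adjusted p = 5.88e-04) with NAE 18:2 and 1.08 (standard error 0.13, adjusted p = 1.44e-04) with NAE 18:3. With upper quartile normalization the NAE 18:2 value was 0.93, under the fold change limit, as was the value without NAE 18:2 roots replicate 1, 0.96. In seedlings both NAEs gave 1.76, with adjusted p of 0.0381 and 0.0234, and the edgeR fits without NAE 18:2 seedlings replicate 2 (which leaves 2 nearly equal libraries) and without NAE 18:3 seedlings replicate 1 called them, at 2.06 (adjusted p = 0.00747) and 2.06 (adjusted p = 0.00539). The NAE 18:2 effect in cotyledons was 0.87 (adjusted p = 0.0388), and the direct contrast of the NAEs there was 0.69 (adjusted p = 0.0412).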

Taken altogether, transcriptional programs induced by NAE 18:2 and NAE 18:3 within 1–3 hr are consistent with ABA and NAE interaction during early seedling development as previously suggested (Blancaflor et al., 2014; Keereetaweep et al., 2013, 2015), and here this is resolved at early time points and at the level of NAE‐type and organ‐specific transcriptional changes.

### 3.6 Chitin‐response genes are induced by NAE 18:2 and NAE 18:3 treatment

NAE 18:2 and NAE 18:3 treatment also led to an increase in transcripts previously shown to be induced by chitin treatment (Figures 4 and 7a). In order to determine if there were NAE‐type and organ‐specific aspects to this enrichment, the DEGs in the response to chitin GO category from root and cotyledon samples were compared. Refer to Additional File 8 for the complete list of chitin‐response genes induced by NAE 18:2 and/or NAE 18:3. In NAE 18:2‐treated seedlings, transcripts were significantly increased for 8 chitin‐response genes in cotyledons and 53 in roots (Figure 6a,b). 

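Of the 8 chitin-response genes that Additional File 8 lists for NAE 18:2-treated cotyledons, 4 were DEGs over all genes tested and 8 when adjusted over the list alone, which is not independent evidence. For NAE 18:2-treated roots, 43 of 53 were DEGs and 50 over the list alone. The median log2 fold changes were 1.42 and 1.68. Apart from leaving out single libraries, the cotyledon number moved most in the fit of only the 6 libraries of the comparison, to 0, and DESeq2 with an adjusted p under 0.045 and an absolute log2 fold change of at least 0.95 gave 8. Listed DEGs with NAE 18:2 numbered 0 without DMSO cotyledons replicate 1 and 7 without NAE 18:2 cotyledons replicate 2.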

There were 49 and 56 chitin‐response genes significantly up‐regulated by NAE 18:3 treatment in cotyledons and roots, respectively (Figure 7a,b). 

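After NAE 18:3, 42 of 49 listed chitin-response genes were DEGs in cotyledons, with a median log2 fold change of 2.13, and 48 of 56 in roots, with a median of 2.02. Over the lists alone 45 and 51 passed after adjustment. The 6 genes with a ZAT symbol, among them the zinc transporter gene ZAT (AT2G46800), were tested as a set with camera, and their median log2 fold change was 2.35 in cotyledons (adjusted p = 5.20e-04) and 1.503 in roots (adjusted p = 0.0162). Without the transporter, left out after seeing the data, the values were 2.35 (adjusted p = 2.48e-04) and 1.70 (adjusted p = 0.0110).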

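Additional File 8 lists 24 chitin-response genes as increased in NAE 18:2-treated roots, NAE 18:3-treated roots and NAE 18:3-treated cotyledons alike. In edgeR 18 of them were DEGs in all 3 comparisons.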

When these DEGs were compared, there were 24 DEGs common to roots from NAE 18:2‐treated seedlings and cotyledons and roots from NAE 18:3‐treated seedlings (Figure 7b). Within these 24 common DEGs, there were transcripts that encoded 16 transcription factors, 5 ubiquitin ligases, 2 Lectin‐domain containing proteins, and a putative sucrose transporter, Early Response to Dehydration 6 (ERD6). The 16 significantly, up‐regulated transcription factors belong to several *Arabidopsis* gene families, but the most highly represented group was the Zinc Finger OF *Arabidopsis* thaliana (ZAT) group of the C2H2‐type, plant‐specific family of transcription factors. The two Lectin‐domain containing protein genes were LysM‐containing Receptor‐Like Kinase (RLK) 5 (LYK5) and AT3G15356 (Figure 7c).

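LYK5 (AT2G33580) had 65.2 ± 7.30 CPM (SD, n = 3) in NAE 18:3-treated cotyledons against 22.4 ± 1.20 CPM (SD, n = 3) in DMSO cotyledons, a log2 fold change of 1.54 (standard error 0.11, adjusted p = 1.92e-05). In roots it rose from 7.81 ± 0.524 CPM to 21.8 ± 2.41 CPM with NAE 18:2 and 51.4 ± 11.9 CPM with NAE 18:3 (SD, n = 3 each), log2 fold changes of 1.43 (standard error 0.17, adjusted p = 5.21e-04) and 2.53 (standard error 0.17, adjusted p = 1.35e-05), and the direct contrast of the NAEs in roots was 1.10 (adjusted p = 7.48e-04). With all 27 libraries in a single fit, the calls in NAE 18:3-treated cotyledons and NAE 18:2-treated roots were lost, at adjusted p of 0.0190 and 0.0187. AT3G15356 was increased in NAE 18:3-treated cotyledons, at 2.14 (standard error 0.28, adjusted p = 5.08e-04). In roots it reached 1.22 (adjusted p = 0.0387) with NAE 18:2 and 1.12 (adjusted p = 0.0331) with NAE 18:3, which edgeR did not call and DESeq2 did, at 1.21 (adjusted p = 0.00551) and 1.13 (adjusted p = 0.00591). ERD6 (AT1G08930) was at the fold change limit in roots, 1.00 (adjusted p = 0.00593) with NAE 18:2 and 0.99 (adjusted p = 0.00263) with NAE 18:3, and at 1.15 (adjusted p = 1.13e-04) in NAE 18:3-treated cotyledons. DESeq2 placed the NAE 18:2 value in roots at 0.99 and the NAE 18:3 value at 1.00, so that the calls changed places. Leaving out a library cost the call of ERD6 in NAE 18:2-treated roots (4 of 6, adjusted p up to 0.0258 without NAE 18:2 roots replicate 3).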

**FIGURE 7:**
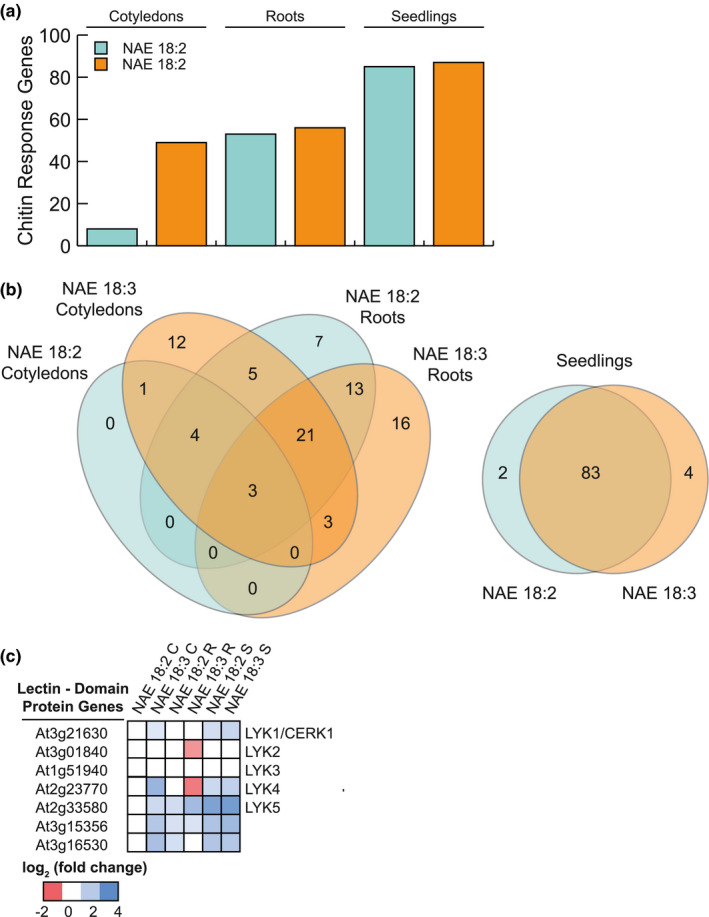
NAE 18:2 and NAE 18:3 led to a significant enrichment in chitin‐response genes. (a) Bar graph indicating the number of chitin‐response genes induced by NAE 18:2 or NAE 18:3 in cotyledons, roots, and seedlings. (b) Venn diagrams comparing chitin‐response genes in cotyledons and roots collected from NAE 18:2‐ and NAE 18:3‐treated seedlings (left) and comparing chitin‐response genes in seedlings (right). (c) Heat map showing the log2(fold change) of Lectin‐domain containing protein genes in NAE 18:2‐ and NAE 18:3‐treated cotyledons (C), roots (R), and seedlings (S)

Roots collected from NAE 18:2‐ and NAE 18:3‐treated seedlings shared an additional 13 chitin‐response genes that were not in cotyledons treated with NAE 18:3 (Figure 7b). Among these 13 DEGs, nine transcripts encoded transcription factors and four encoded ubiquitin ligases. 

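Among the genes of Additional File 8, 12 were DEGs with increased transcripts in roots with both NAEs and not in NAE 18:3-treated cotyledons.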

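Of the genes in Additional File 8, 8 were DEGs in NAE 18:2-treated roots and NAE 18:3-treated cotyledons and not in NAE 18:3-treated roots. The ubiquitin ligase gene AT5G38895 had log2 fold changes of 1.62 (standard error 0.26, adjusted p = 0.00227) in NAE 18:2-treated roots and 1.61 (standard error 0.17, adjusted p = 1.25e-04) in NAE 18:3-treated cotyledons, with 17.7 ± 2.82 CPM (SD, n = 3) in NAE 18:2-treated roots against 5.53 ± 1.26 CPM (SD, n = 3) in DMSO roots. With single libraries left out in turn, the AT5G38895 call in NAE 18:2-treated roots was lost in 3 of 6 fits, and its adjusted p rose to 0.0125 without DMSO roots replicate 2. RLP52 (AT5G25910) was at 1.48 (standard error 0.27, adjusted p = 0.00396) in NAE 18:2-treated roots and 3.29 (standard error 0.24, adjusted p = 2.63e-05) in NAE 18:3-treated cotyledons. In 5 of the 6 fits that left out a library the RLP52 call in NAE 18:2-treated roots did not hold, and its adjusted p rose to 0.0185 without NAE 18:2 roots replicate 3. The lectin-domain gene AT3G16530, 65.6% of which overlaps a gene on the opposite strand, was at 2.40 (standard error 0.35, adjusted p = 8.87e-04) in NAE 18:3-treated cotyledons and at 1.34 (standard error 0.51, adjusted p = 0.0704) in NAE 18:2-treated roots, where it was not called. The fit on only the 6 libraries of that comparison called it, at 1.34 (adjusted p = 0.00946). In NAE 18:3-treated roots the 3 genes were at 0.84 (adjusted p = 0.0195), 0.69 (adjusted p = 0.0539) and -0.58 (adjusted p = 0.348), and the direct contrasts of NAE 18:3 with NAE 18:2 there were -0.78 (adjusted p = 0.0285), -0.80 (adjusted p = 0.0304) and -1.92 (adjusted p = 0.0136), none of which passed the threshold.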

Roots from NAE 18:2‐treated seedlings and cotyledons from NAE 18:3‐treated seedlings shared nine chitin‐response genes including six transcription factors, a RING/U‐box ubiquitin ligase (AT5G38895), the Receptor Like Protein 52 (RLP52), and a Lectin‐domain containing protein gene (AT3G16530) (Figure 7c).

NAE 18:2 and NAE 18:3 treatment also led to a significant increase in transcripts from chitin‐response genes that were NAE type and organ specific (Figure 7b). For example, NAE 18:2 treatment led to an increase in transcripts in roots encoding six transcription factors and the regulatory protein gene, Non‐Expressor of Pathogenesis Related Genes 2 (NPR2). 

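Chitin-response genes that were DEGs in NAE 18:2-treated roots and in none of NAE 18:2-treated cotyledons, NAE 18:3-treated cotyledons and NAE 18:3-treated roots numbered 6, and 4 of them were also lower after NAE 18:3 in the direct contrast of the NAEs in roots.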

NAE 18:3 treatment led to an increase in transcripts in roots encoding 10 transcription factors, five ubiquitin ligases, and the serine/threonine‐protein kinase, AVRPPHB Susceptible 1 (PBS1)‐ Like 27 (PBL27). 

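PBL27 (AT5G18610) had 57.2 ± 4.05 CPM (SD, n = 3) in NAE 18:3-treated roots against 24.2 ± 2.30 CPM (SD, n = 3) in DMSO roots, a log2 fold change of 1.05 (standard error 0.11, adjusted p = 8.00e-05). With NAE 18:2 it was at 0.61 (standard error 0.11, adjusted p = 0.00355) in roots, under the fold change limit, and the direct contrast of the NAEs was 0.44 (adjusted p = 0.00802), also under it. Chitin-response genes that were DEGs in NAE 18:3-treated roots only, among the 4 comparisons of dissected organs, numbered 15, of which 6 differed between the NAEs in the direct contrast.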

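In NAE 18:3-treated cotyledons 13 genes of Additional File 8 were DEGs that were not DEGs in the other 3 comparisons of dissected organs. The effect of NAE 18:3 differed between roots and cotyledons, tested directly, in 8 of them.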

NAE 18:3 treatment also induced the expression of 13 unique chitin‐response genes specifically in cotyledons including six transcription factors and one ubiquitin ligase. In addition, transcripts of two Lectin RLKs, LYK4 and Chitin Elicitor Receptor Kinase 1 (CERK1) (Figure 7c), a Leucine‐Rich Repeat (LRR)‐RLK, Impaired Oomycete Susceptibility 1 (IOS1), and the Somatic Embryogenesis Receptor Kinase 4 (SERK4) were induced specifically in cotyledons by NAE 18:3.

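In cotyledons NAE 18:3 raised LYK4 (AT2G23770) from 2.37 ± 0.170 CPM to 16.7 ± 1.53 CPM (SD, n = 3 each), a log2 fold change of 2.81 (standard error 0.25, adjusted p = 5.83e-05). In roots it fell, at -1.72 (standard error 0.31, adjusted p = 0.00146), and the root effect minus the cotyledon effect was -4.37 (adjusted p = 2.48e-06). CERK1 (AT3G21630) had 35.3 ± 2.62 CPM (SD, n = 3) in NAE 18:3-treated cotyledons against 17.9 ± 1.43 CPM (SD, n = 3) in DMSO cotyledons, a log2 fold change of 0.98 (standard error 0.094, adjusted p = 8.56e-05), just under the fold change limit. It crossed that limit in the fit without a filter, at 1.01, and in the fits without DMSO cotyledons replicate 2 and without NAE 18:3 cotyledons replicate 3, at 1.04 and 1.03. Its effect in roots was 0.17 (adjusted p = 0.423), and the difference between the organs was -0.64 (standard error 0.41, adjusted p = 0.218), which did not pass. Organ differences come from the fit of all 27 libraries, whose spread includes the seedling libraries. A difference that did not pass there does not show equal effects. IOS1 (AT1G51800) rose in cotyledons, at 2.84 (standard error 0.45, adjusted p = 0.00137), and fell in roots, at -3.55 (standard error 0.65, adjusted p = 0.00175), a difference of -6.25 (adjusted p = 2.96e-05). SERK4 (AT2G13790) rose in cotyledons, at 1.05 (standard error 0.11, adjusted p = 1.30e-04), with -0.30 (adjusted p = 0.199) in roots and a difference of -1.19 (standard error 0.54, adjusted p = 0.0867), which did not pass. In 2 of the 6 fits that left out a library the SERK4 call in NAE 18:3-treated cotyledons did not hold, and its log2 fold change was 0.9967 without NAE 18:3 cotyledons replicate 1.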

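In whole seedlings, 6 of the 85 chitin-response genes listed in Additional File 8 for NAE 18:2 were DEGs over all genes tested, and 12 of the 87 listed for NAE 18:3. All of the listed genes had more transcripts than in DMSO seedlings and an unadjusted p under 0.05, with median log2 fold changes of 2.35 (2.23 with genes at the counting floor at their bound) and 2.62 (2.52 with genes at the counting floor at their bound), and adjusted over the list alone 71 and 79 passed, which is not independent evidence. DESeq2 at the same thresholds called 73 and 84 of them. The receptor kinase genes LYK4 (AT2G23770) and LYK5 (AT2G33580) were at 1.51 (adjusted p = 0.0561) and 3.31 (adjusted p = 0.0378) with NAE 18:2 and 1.81 (adjusted p = 0.0226) and 3.50 (adjusted p = 0.0204) with NAE 18:3. The fit without NAE 18:3 seedlings replicate 1 called both with NAE 18:3, at adjusted p of 0.00592 and 0.00522. LYK5 was also measured in the paper by RT-qPCR in new seedling RNA, not analysed here. Listed DEGs with NAE 18:2 numbered 0 without DMSO seedlings replicate 3 and 54 without NAE 18:2 seedlings replicate 2 (which leaves 2 nearly equal libraries). The NAE 18:3 count was 1 without DMSO seedlings replicate 1 and 73 without NAE 18:3 seedlings replicate 1.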

Consistent with results from individual seedling organs, in intact *Arabidopsis* seedlings treated with NAE 18:2 or NAE 18:3, there was a significant increase in transcripts from 85 and 87 chitin‐response genes, respectively (Figure 7a,b). When these transcripts were compared, 83 were common to NAE 18:2‐ and NAE 18:3‐treated seedlings (Figure 7b). 

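Of the 83 chitin-response genes listed for seedlings with both NAEs, 6 were DEGs in both comparisons over all genes tested. In the direct contrast of the NAEs in seedlings, none of these genes was called, which the wide spread within each NAE keeps from showing equal effects.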

Within these 83 DEGs, 54 encoded transcription factors, 15 encoded ubiquitin ligases, and 5 encoded Lectin‐domain containing proteins (Figure 7c). In addition, 72 of the 83 common DEGs also were up‐regulated in cotyledons and/or roots from NAE 18:2‐ or NAE 18:3‐treated seedlings. It seems that transcriptional programs activated by NAE in seedlings overlap substantially with those induced by chitin, and at these early time points there are some that are organ‐specific and some that are NAE‐type specific. These early NAE‐/chitin‐responsive genes represent candidates for future follow‐ups as potential direct and indirect targets of NAE action.

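All 6 chitin-response genes that were DEGs in seedlings with both NAEs were also DEGs with increased transcripts in at least 1 comparison of the dissected organs.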

### 3.7 Numerous transcription factors are induced or repressed by NAE 18:2 and NAE 18:3 treatment

There were numerous transcription factor genes significantly induced or repressed by NAE 18:2 and/or NAE 18:3 treatment and these were analyzed in greater detail (Figures 8a,b and 9a,b). In roots and cotyledons collected from NAE‐treated seedlings, there were NAE‐type and organ‐specific, induced, and repressed transcription factor genes. 

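Of the transcription factor genes listed as induced in Additional Files 9 and 10, 3 of 10 were DEGs in NAE 18:2-treated cotyledons, 73 of 78 in NAE 18:3-treated cotyledons, 75 of 93 in NAE 18:2-treated roots and 106 of 134 in NAE 18:3-treated roots. Of those listed as repressed, 1 of 8, 30 of 40, 38 of 59 and 200 of 221 were DEGs in the same order. DEGs of NAE 18:3 in roots and not in cotyledons included 81 induced and 191 repressed genes, and the effect differed between the organs in the direct test for 38 and 100 of them. For NAE 18:2 these numbers were 72 and 42, with 6 and 6 in the direct test. DEGs of NAE 18:3 in cotyledons and not in roots numbered 54 and 23, with 27 and 9 in the direct test. Without DMSO cotyledons replicate 1, the count was 0 for induced genes with NAE 18:2 and 0 for repressed genes with NAE 18:2. Induced genes with NAE 18:2 numbered 9 without NAE 18:2 cotyledons replicate 2 and 46 without DMSO roots replicate 2. Repressed genes with NAE 18:2 numbered 2 without DMSO cotyledons replicate 3 and 14 without NAE 18:2 roots replicate 1.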

The NAE 18:2 and NAE 18:3 induced and repressed transcription factor genes were classified based on family (Figures 8a,b and 9a,b). There were members of 39 gene families induced by NAE 18:2 and/or NAE 18:3 treatment. 

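The induced lists hold 250 different transcription factor genes over the 6 comparisons, of which 181 were DEGs with increased transcripts in at least 1 comparison. These DEGs fell into 38 of the 42 families named in the lists, 2 genes having no family there. In whole seedlings 10 of 127 listed genes were DEGs with NAE 18:2 and 20 of 131 with NAE 18:3. Induced genes with NAE 18:2 numbered 0 without DMSO seedlings replicate 2 and 54 without NAE 18:2 seedlings replicate 2 (which leaves 2 nearly equal libraries). Induced genes with NAE 18:3 numbered 1 without DMSO seedlings replicate 1 and 106 without NAE 18:3 seedlings replicate 1.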

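The HSF family was tested as a set of 16 genes in cotyledons and 18 in roots with camera. Its median log2 fold change was 0.82 in NAE 18:3-treated cotyledons (adjusted p = 4.69e-04), 0.91 in NAE 18:2-treated roots (adjusted p = 3.03e-04) and 1.20 in NAE 18:3-treated roots (adjusted p = 0.00181). Of the WRKY genes, 16 of 50 tested were increased and none reduced in NAE 18:3-treated cotyledons, with a median of 0.52 (adjusted p = 5.10e-05). In roots 15 WRKY genes were increased and 4 reduced by NAE 18:2, and 12 increased and 15 reduced by NAE 18:3, of 64 tested, and neither set passed (adjusted p = 0.0733 and 0.873). In seedlings the HSF medians were 1.13 and 1.44 with NAE 18:2 and NAE 18:3.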

The most highly represented families induced by NAE 18:2 and/or NAE 18:3 treatment included C2C2‐CO‐like, C2C2‐YABBY, HSF, NLP, and WRKY transcription factor families (Figure 8a,b). NAE 18:2 and NAE 18:3 treatment also led to the repression of transcription factors belonging to 32 different gene families. 

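The repressed lists hold 290 different transcription factor genes, 230 of which were DEGs with reduced transcripts in at least 1 comparison. They fell into 36 of 37 listed families, with 45 genes given without a family. In whole seedlings DEGs made up 1 of 55 listed genes with NAE 18:2 and 3 of 88 with NAE 18:3. Adjusted over those lists alone the numbers were 4 and 48, which is not independent evidence. A fit without DMSO seedlings replicate 1 gave a count of 0 for repressed genes with NAE 18:2 and 0 for repressed genes with NAE 18:3. Repressed genes with NAE 18:2 numbered 17 without NAE 18:2 seedlings replicate 2 (which leaves 2 nearly equal libraries). Repressed genes with NAE 18:3 numbered 20 without NAE 18:3 seedlings replicate 1.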

The most highly repressed transcription factor gene families included AP2‐EREBP, bHLH, C2C2‐GATA, CCAAT‐HAP2, Homeobox, and MYB transcription factor families (Figure 9a,b). Overall, the families of transcription factors significantly up‐ and down‐regulated by NAEs in dissected organs (Figures 8a and 9a) and intact seedlings (Figures 8b and 9b), and the processes in which they are involved, were consistent with the downstream physiological changes in seedling growth and development induced by NAEs. These specific transcription factors represent a rich source of genes to explore in the future for NAE‐responsive transcriptional regulatory networks.

**FIGURE 8:**
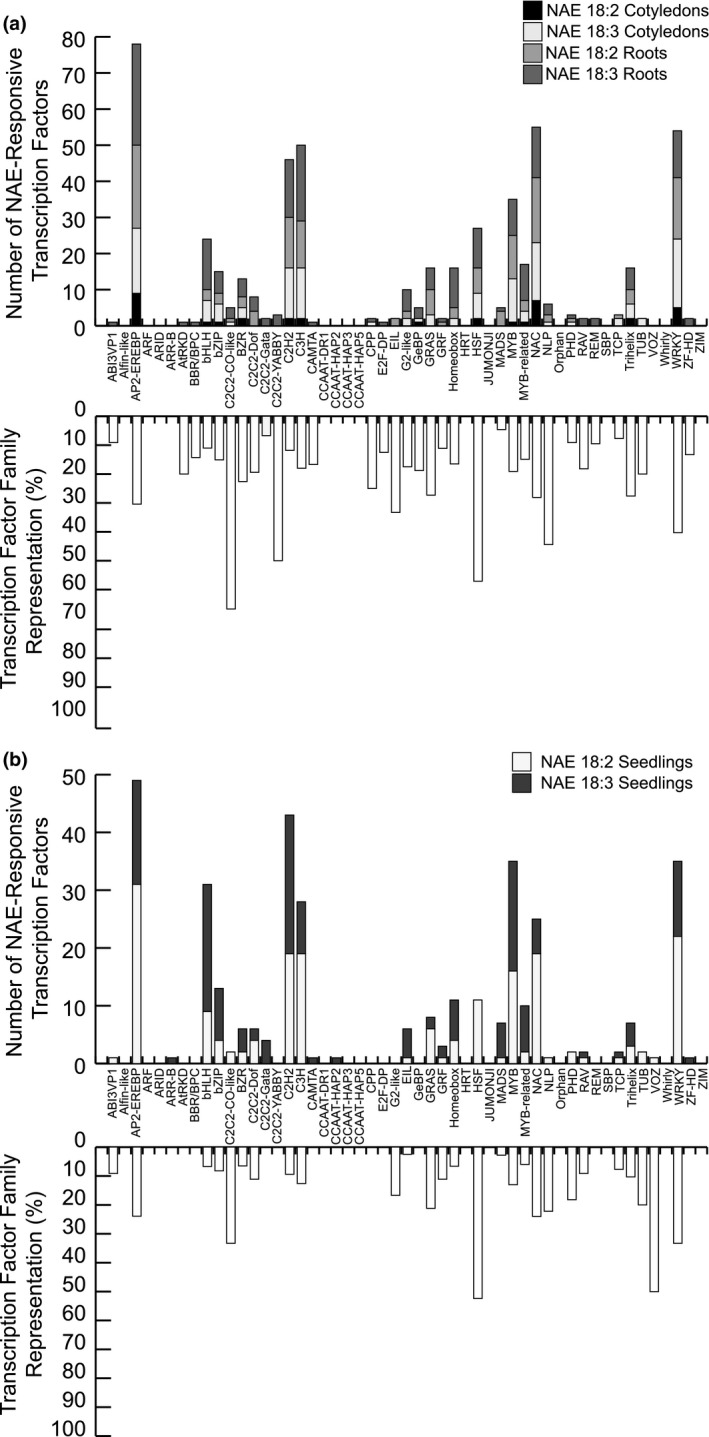
Transcription factors induced by NAE 18:2 and/or NAE 18:3 in cotyledons, roots, and seedlings. (a) Bar graph(s) indicating the number of transcription factor genes and the percentage of genes represented in each transcription factor family that are induced by NAE 18:2 and/or NAE 18:3 in cotyledons and/or roots belonging to each *Arabidopsis* transcription factor gene family. (b) Bar graph(s) indicating the number of transcription factor genes and the percentage of genes represented in each transcription factor family that are induced by NAE 18:2 and/or NAE 18:3 in seedlings belonging to each *Arabidopsis* transcription factor gene family

**FIGURE 9:**
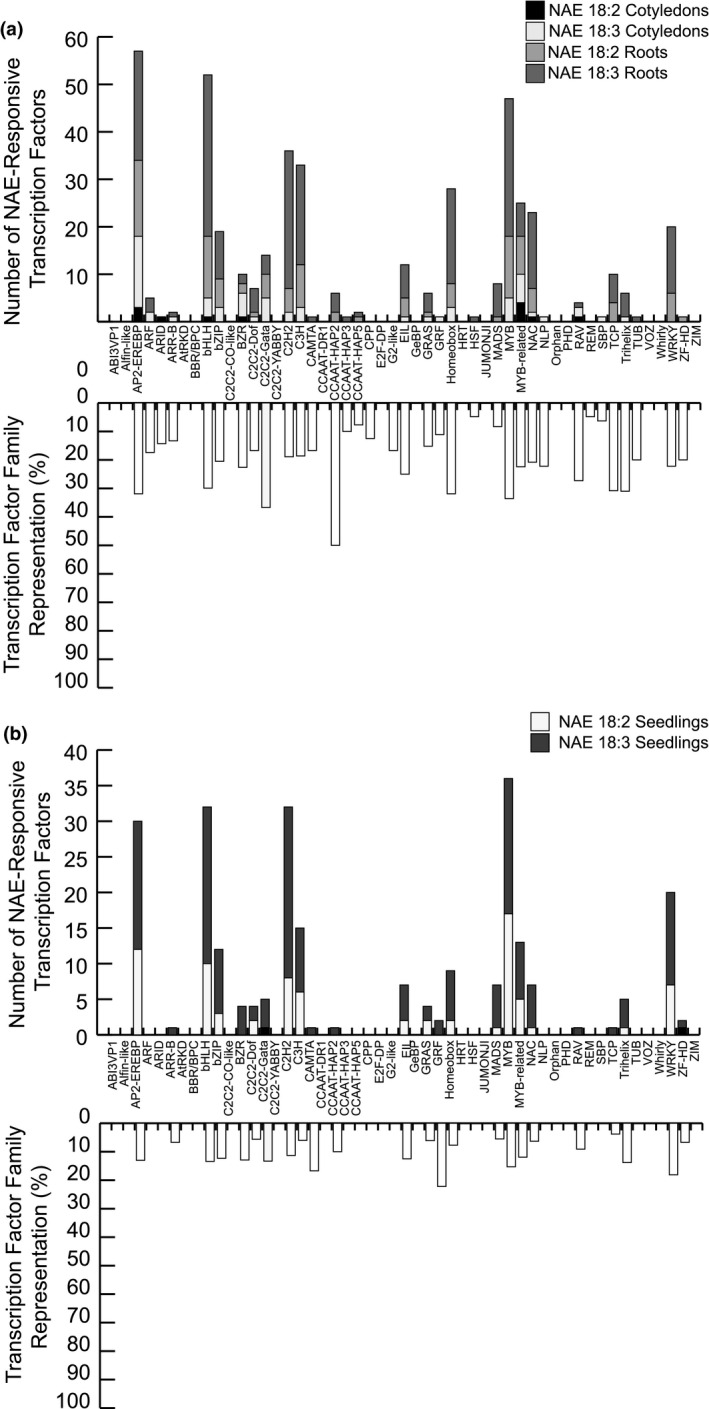
Transcription factors repressed by NAE 18:2 and/or NAE 18:3 in cotyledons, roots, and seedlings. (a) Bar graph(s) indicating the number of transcription factor genes and the percentage of genes represented in each transcription factor family that are repressed by NAE 18:2 and/or NAE 18:3 in cotyledons and/or roots belonging to each *Arabidopsis* transcription factor gene family. (b) Bar graph(s) indicating the number of transcription factor genes and the percentage of genes represented in each transcription factor family that are repressed by NAE 18:2 and/or NAE 18:3 in seedlings belonging to each *Arabidopsis* transcription factor gene family

### 3.8 NAE‐type and organ‐specific decreases in transcripts involved in growth and expansion and chlorophyll biosynthesis

When *Arabidopsis* seedlings were treated with NAE 18:2 or NAE 18:3, there was a significant decrease in primary root elongation or overall seedling growth, respectively, over a several day period (Figure 1 and [Keereetaweep et al., 2013, 2015]). In order to determine what molecular changes facilitated these decreases in growth, functional annotations were used to identify groups of genes that are involved in plant cell growth and expansion. 

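In whole seedlings, 8 of the 87 cell wall organization or biogenesis genes listed in Additional File 11 for NAE 18:2 were DEGs with reduced transcripts, and 14 of the 138 listed for NAE 18:3. Their median log2 fold changes were -2.01 and -2.34, and over the lists alone 26 and 40 passed after adjustment. An unadjusted p under 0.05 was found for 75 and 115 of them. Less root tissue in 4 of the 6 NAE-treated seedling libraries stays open as a cause of these decreases. Leaving out DMSO seedlings replicate 1 gave a count of 0 for NAE 18:2 and 0 for NAE 18:3. Listed DEGs with NAE 18:2 numbered 39 without NAE 18:2 seedlings replicate 2 (which leaves 2 nearly equal libraries). Listed DEGs with NAE 18:3 numbered 31 without NAE 18:3 seedlings replicate 1.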

In *Arabidopsis* seedlings, treatment with NAE 18:2 or NAE 18:3 led to a decrease in transcripts that encode proteins involved in cell wall organization or biogenesis in an NAE‐type and organ‐specific manner (Figure 10). 

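Of the cell wall organization or biogenesis genes listed in Additional File 11, 36 of 46 were DEGs with reduced transcripts in NAE 18:3-treated cotyledons and 203 of 234 in NAE 18:3-treated roots, at median log2 fold changes of -1.26 and -2.995 (-2.76 with genes at the counting floor at their bound). After NAE 18:2, 33 of 70 were DEGs in roots, at a median of -1.64, and 3 of 9 in cotyledons. In cotyledons 6 of the 9 had a lower mean with NAE 18:2 than with DMSO. Adjusted over the lists alone, 40, 211, 49 and 4 passed. The NAE 18:3 count was 23 without DMSO cotyledons replicate 2. Listed DEGs with NAE 18:2 numbered 13 without NAE 18:2 roots replicate 1 and 0 without DMSO cotyledons replicate 1.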

NAE 18:3 treatment reduced the abundance of these transcripts in both cotyledons and roots, while NAE 18:2 treatment led to a decrease in transcripts from these genes primarily in roots (Figure 10a). Several of the proteins encoded by these transcripts are involved in primary cell wall or secondary cell wall biosynthesis.

**FIGURE 10:**
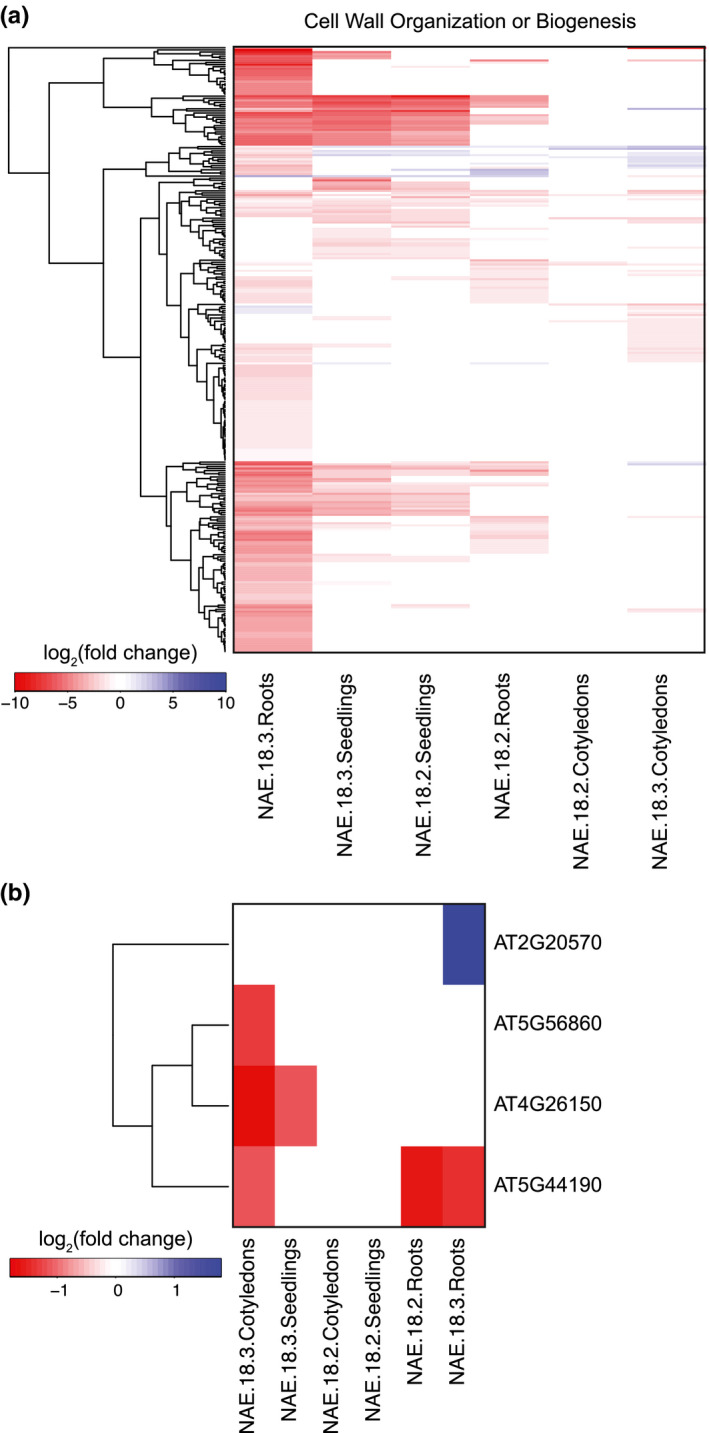
Heat maps indicating transcript abundance changes in cell wall genes and chlorophyll transcription factor genes. (a) Heat map showing the log2(fold change) of cell wall organization or biogenesis genes modulated by NAE 18:2 or NAE 18:3 treatment in cotyledons, roots, and seedlings. (b) Heat map showing the log2(fold change) of transcriptional regulators of chlorophyll biosynthesis in NAE 18:2‐ or NAE 18:3‐treated cotyledons, roots, and seedlings

For example, NAE 18:3 treatment led to a significant decrease in abundance of four cellulose synthase genes in roots or cotyledons. 

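Over the 10 CESA genes, 9 passed the filter in each organ. In NAE 18:3-treated roots 3 of them were reduced, with a family median of -0.48 (camera, adjusted p = 0.0255), and in NAE 18:3-treated cotyledons 1 was, with a family median of -0.41 (camera, adjusted p = 0.114). Under NAE 18:2 no CESA gene was a DEG in roots or cotyledons, where 2 and 1 had an unadjusted p under 0.05.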

Transcripts that encode the proteins, Cellulose Synthase Catalytic Subunit A 7 (CESA7), CESA4, and CESA8 were significantly decreased in roots, and transcripts that encode CESA5 were significantly less abundant in cotyledons. 

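In roots NAE 18:3 lowered CESA7 (AT5G17420) from 14.3 ± 5.31 CPM to 3.69 ± 0.842 CPM (SD, n = 3 each), a log2 fold change of -2.14 (standard error 0.29, adjusted p = 3.66e-04). CESA4 (AT5G44030) fell from 17.6 ± 7.21 CPM to 3.33 ± 0.511 CPM (SD, n = 3 each), at -2.58 (standard error 0.32, adjusted p = 2.34e-04), and CESA8 (AT4G18780), 11.3% of which overlaps a gene on the opposite strand, from 7.90 ± 4.57 CPM to 0.565 ± 0.558 CPM (SD, n = 3 each), at -3.93 (standard error 0.68, adjusted p = 0.00131). With NAE 18:2 the 3 genes were at 0.060 (adjusted p = 0.883), 0.13 (adjusted p = 0.757) and 0.24 (adjusted p = 0.763) in roots, and the direct contrasts of NAE 18:3 with NAE 18:2 were -2.20 (adjusted p = 5.57e-04), -2.71 (adjusted p = 3.47e-04) and -4.17 (adjusted p = 0.00147). The differences of their root effects from their cotyledon effects were -2.23 (adjusted p = 1.02e-05), -2.09 (adjusted p = 1.45e-04) and -4.29 (adjusted p = 1.75e-05). CESA5 (AT5G09870) fell in NAE 18:3-treated cotyledons from 295 ± 46.8 CPM to 117 ± 12.1 CPM (SD, n = 3 each), a log2 fold change of -1.34 (standard error 0.18, adjusted p = 5.78e-04). Roots with NAE 18:3 had it at -0.80 (adjusted p = 0.0156), and the difference between the organs, 0.71 (standard error 0.42, adjusted p = 0.187), did not pass. That difference comes from the fit of all 27 libraries, whose spread includes the seedling libraries, and does not show equal effects.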

CESA7 transcripts were also significantly less abundant in *Arabidopsis* seedlings treated with NAE 18:2. 

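In whole seedlings CESA7 had 5.63 ± 0.262 CPM (SD, n = 3) in NAE 18:2-treated seedlings against 9.99 ± 1.05 CPM (SD, n = 3) in DMSO seedlings, a log2 fold change of -0.83 (standard error 0.13, adjusted p = 0.0120), which was under the fold change limit. With NAE 18:3 it was at -0.30 (standard error 0.13, adjusted p = 0.107), and the direct contrast of the NAEs was 0.53 (adjusted p = 0.678).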

NAE 18:3 treatment also led to a significant decrease in transcripts that encode STELLO1 (STL1), a modulator of cellulose synthase complex assembly and trafficking (Zhang et al., 2016). Refer to Additional File 11 for a complete list of cell wall organization or biogenesis genes that are repressed by NAE 18:2 and/or NAE 18:3 treatment.

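The XTH family had 30 genes tested in whole seedlings, of which 2 were reduced by NAE 18:2 and 4 by NAE 18:3, which also increased 1, with family medians of -0.67 (camera, adjusted p = 0.0525) and -0.90 (camera, adjusted p = 0.0181). XTH13 (AT5G57540) had 9.17 ± 8.57 CPM (SD, n = 3) in DMSO seedlings and stood at the counting floor in NAE-treated seedlings, at least 69.5-fold lower with NAE 18:2 (adjusted p = 0.00745) and 90.2-fold lower with NAE 18:3 (adjusted p = 0.00643). In 5 of the 6 fits that left out a library the XTH13 call in NAE 18:2-treated seedlings did not hold, and its adjusted p rose to 0.0405 without NAE 18:2 seedlings replicate 1. The XTH13 call in NAE 18:3-treated seedlings was lost in 5 of 6 leave-one-out fits, where its adjusted p rose to 0.0243 without DMSO seedlings replicate 3. With the root share of each seedling library as a covariate, chosen after seeing the data, the adjusted p were 0.0438 and 0.267. That share was low in 4 of the 6 NAE-treated libraries, so this fit cannot separate an NAE effect from root share. In dissected roots XTH13 fell from 8.41 ± 3.43 CPM to 0.412 ± 0.204 CPM with NAE 18:2 and 0.0825 ± 0.0725 CPM with NAE 18:3 (SD, n = 3 each), log2 fold changes of -4.39 (standard error 0.51, adjusted p = 5.73e-04) and -6.65 (standard error 0.63, adjusted p = 5.69e-05).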

In *Arabidopsis* seedlings treated with NAE 18:2 or NAE 18:3, there also were significant decreases in the abundance of transcripts that encode enzymes involved in xyloglucan metabolism including xyloglucan endotransglycosylases/hydrolases (XTHs), xyloglucan endotransglucosylases/hydrolases (XETs), and a xyloglucan‐specific galacturonosyl transferase (XUT). In addition, transcripts that encode pectin metabolic enzymes and inhibitors also were significantly repressed, including pectin esterases, members of the pectin lyase‐like superfamily, and pectin methylesterase inhibitors. NAE 18:2 and NAE 18:3 treatment also led to a significant decrease in fasciclin‐like arabinogalactan proteins, cell wall proteins involved in cell adhesion (Johnson, Jones, Bacic, & Schultz, 2003).

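Of the 15 FLA genes tested in roots, 3 were reduced by NAE 18:2 and 9 by NAE 18:3, with family medians of -0.55 (camera, adjusted p = 0.00193) and -1.50 (camera, adjusted p = 5.25e-04). In cotyledons none was a DEG with NAE 18:2, with 6 at an unadjusted p under 0.05 and a median of -0.30 (camera, adjusted p = 0.0126, and fry, 0.166). In whole seedlings none was a DEG with either NAE, with 3 and 11 of 16 at an unadjusted p under 0.05 for NAE 18:2 and NAE 18:3 and medians of -0.72 (camera, adjusted p = 0.00128, and fry, 0.0949) and -0.83 (camera, adjusted p = 5.25e-04). Low root markers in 4 of the 6 NAE-treated seedling libraries leave less root tissue open as a cause of these seedling medians.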

NAE 18:2 and NAE 18:3 treatment also led to a significant decrease in abundance of a significant number of transcripts that encode structural components of cell walls. Transcripts that encode several extensin‐like family proteins, expansins, and additional cell wall structural proteins were significantly decreased as a result of NAE 18:2 and NAE 18:3 treatment. 

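Of the cell wall structural genes listed in Additional File 11, 17 of 19 were DEGs with reduced transcripts in NAE 18:3-treated roots, 2 of 10 in NAE 18:2-treated seedlings and 5 of 13 in NAE 18:3-treated seedlings, with median log2 fold changes of -3.93, -4.28 and -4.86. For seedlings, less root tissue in 4 of the 6 NAE-treated libraries stays open as a cause. The EXT family, 6 genes, had medians of -1.77 in NAE 18:2-treated roots (camera, adjusted p = 0.0782), with 3 genes reduced, and -4.70 in NAE 18:3-treated roots (camera, adjusted p = 0.00193), with 6 reduced. Of 15 EXPA genes tested in roots, 2 were reduced by NAE 18:2 and 8 by NAE 18:3, at medians of -0.87 (camera, adjusted p = 0.00175) and -2.10 (camera, adjusted p = 0.00446). In cotyledons 1 EXPA gene was reduced by NAE 18:3 and the family did not pass (camera, adjusted p = 0.488). Omitting DMSO seedlings replicate 1 gave a count of 0 for structural genes with NAE 18:2 and 0 for structural genes with NAE 18:3. Structural genes with NAE 18:2 numbered 6 without NAE 18:2 seedlings replicate 2 (which leaves 2 nearly equal libraries).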

Overall, the number of significantly repressed cell wall biogenesis or organization and cell wall structural components genes was relatively higher in organs where NAE 18:2 and/or NAE 18:3 treatment led to a decrease in cell expansion and growth (Figure 10a).

NAE 18:3 treatment also significantly decreased the abundance of transcripts that encode transcription factors involved in promoting chloroplast biogenesis (Chiang et al., 2012; Waters, Moylan, & Langdale, 2008). GNC and CGA1 were significantly repressed in cotyledons and seedlings treated with NAE 18:3 (Figure 10b). 

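In whole seedlings GNC had 22.1 ± 8.96 CPM (SD, n = 3) in NAE 18:3-treated seedlings against 41.7 ± 6.24 CPM (SD, n = 3) in DMSO seedlings, a log2 fold change of -0.93 (standard error 0.28, adjusted p = 0.0484), and CGA1 had 10.5 ± 4.09 CPM (SD, n = 3) in NAE 18:3-treated seedlings against 23.1 ± 7.73 CPM (SD, n = 3) in DMSO seedlings, a log2 fold change of -1.15 (standard error 0.33, adjusted p = 0.0428). Neither was called by edgeR, and DESeq2 called CGA1, at -1.13 (adjusted p = 0.00767). Under NAE 18:2 they were at -0.40 (adjusted p = 0.345) and -0.64 (adjusted p = 0.218) in seedlings. RT-qPCR of CGA1 in new seedling RNA, which the paper also has, was not analysed here. In roots both had too few counts to be tested, with 0.111 ± 0.0717 CPM for GNC and 0.0253 ± 0.0439 CPM for CGA1 in DMSO roots (SD, n = 3 each).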

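In roots GLK2 (AT5G44190) fell from 8.00 ± 1.23 CPM to 2.78 ± 1.00 CPM with NAE 18:2 and 3.48 ± 0.367 CPM with NAE 18:3 (SD, n = 3 each), log2 fold changes of -1.58 (standard error 0.24, adjusted p = 0.00172) and -1.39 (standard error 0.24, adjusted p = 0.00106). In cotyledons it had 85.9 ± 6.31 CPM (SD, n = 3) in NAE 18:3-treated seedlings against 177 ± 10.8 CPM (SD, n = 3) in DMSO-treated seedlings, a log2 fold change of -1.05 (standard error 0.17, adjusted p = 0.00148). In NAE 18:2-treated cotyledons it was at -0.27 (adjusted p = 0.348), and the direct contrast of the NAEs there was -0.78 (adjusted p = 0.0116), which did not pass. GLK1 (AT2G20570) was not a DEG in cotyledons or roots. Its log2 fold change in NAE 18:3-treated roots was 1.74 (standard error 0.85, adjusted p = 0.108), with an SD above the mean, 1.07 ± 1.26 CPM (SD, n = 3) in those roots against 0.265 ± 0.171 CPM (SD, n = 3) in DMSO roots, and it fell to 0.21 without NAE 18:3 roots replicate 3.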

Golden2‐Like 2 (GLK2) was also significantly repressed in roots of NAE 18:2 seedlings and cotyledons and roots of NAE 18:3‐treated seedlings. Taken together, identified decreases in transcripts that encode proteins involved in cell wall biogenesis and organization and chlorophyll biosynthesis most likely contribute to the NAE 18:2‐ and NAE 18:3‐mediated phenotypic changes in seedling growth and development.

## 4 DISCUSSION

Exogenous treatment with the two most abundant polyunsaturated NAEs in *Arabidopsis* seeds, NAE 18:2 and NAE 18:3, induced organ‐specific phenotypic changes in *Arabidopsis* seedlings (Keereetaweep et al., 2013, 2015) that are characteristic of the ABA‐mediated process called secondary dormancy (Lopez‐Molina et al., 2001). In the case of NAE 18:2, primary root elongation was inhibited by an ABA‐dependent process (Keereetaweep et al., 2015). Alternatively, the exogenous application of NAE 18:3 led to a decrease in cotyledon expansion, increase in chlorophyll breakdown, and an overall decrease in seedling growth (Keereetaweep et al., 2013). The bifurcating nature of this pathway leads to questions about the spatial production of NAEs, perception of NAEs, and the signaling mechanisms involved in mediating the NAE 18:2 and NAE 18:3 organ‐specific responses. Here, RNA‐seq analysis helped to gain insight into the organ‐specific molecular responses in *Arabidopsis* seedlings to exogenous treatment with NAE 18:2 or NAE 18:3.

In developing seedlings, cotyledon greening was reversed and expansion was inhibited as a result of exogenous treatment with NAE 18:3. This RNA‐seq analysis showed that these developmental changes were preceded by NAE 18:3‐ and cotyledon‐specific transcriptome changes including changes in transcript abundance of molecular components from several, well‐studied signaling pathways (Figure 11). As a result of NAE 18:3 treatment, transcripts that encode LOX 4 enzymes significantly increased in *Arabidopsis* seedlings (Figures 6 and 11). These enzymes are involved in converting NAE 18:3 into 13NAE‐HOT, an oxylipin derivative (Keereetaweep et al., 2013). After NAE 18:3 treatment, NAE 18:3 and/or 13NAE‐HOT presumably bound to and activated a signaling receptor. The activation of a NAE 18:3 and/or 13NAE‐HOT receptor could have indirectly initiated the transcription of or stabilized transcripts that encode ABA biosynthesis and ABA signaling components (Figures 5 and 6). In addition, IAA, JA, and SA signaling components were induced or repressed by the activation of the NAE 18:3 signaling pathway in cotyledons (Figure 4). Individual and/or networks of NAE 18:3 signaling components inhibited chlorophyll biosynthesis and activated chlorophyll catabolism leading to cotyledon de‐greening (Figures 10 and 11a). In addition, NAE 18:3 treatment also led to a decrease in cotyledon expansion. The activation of a NAE 18:3 or 13NAE‐HOT signaling receptor could have also indirectly initiated or contributed to a decrease in cotyledon expansion by modulating the abundance of enzymes involved in cell growth and expansion and the components necessary for these processes leading to a decrease in cotyledon expansion and growth (Figure 11b).

**FIGURE 11:**
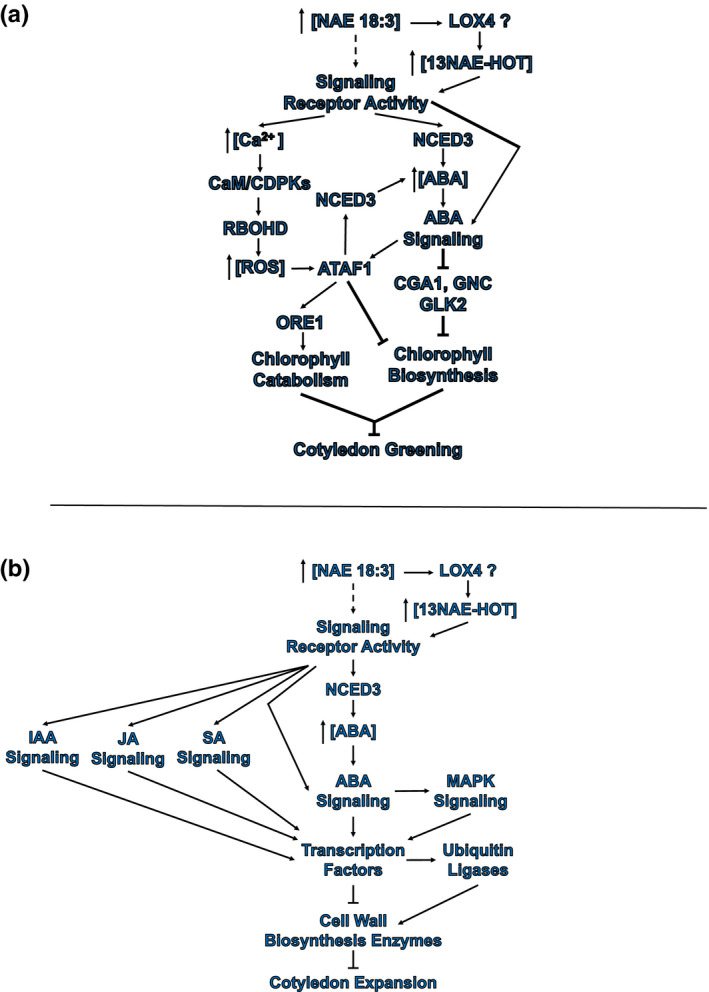
Hypothetical models of the early transcriptional changes in cotyledons as a result of NAE 18:3. Hypothetical model of the early transcriptional changes in cotyledons that leads to chlorophyll breakdown (a) or a decrease in cotyledon expansion (b). NAE 18:3 may be bound to a signaling receptor or be oxidized by lipoxygenase (LOX) 4. LOX4 introduces a hydro(per)oxy group at the 13 position on the acyl chain of NAE 18:3 generating 13NAE‐H(P)OT. The NAE oxylipin, 13NAE‐HOT, may bind to a signaling receptor that upon activation, indirectly modulates the abundance of transcripts that encode proteins involved in several plant hormone response or stress response pathways. In addition, transcripts that encode enzymes in ABA biosynthesis increase in abundance. The activation of the signaling cascade increases or decreases the abundance of transcription factors and ubiquitin ligases. (a) The change in abundance of transcription factors is presumed to inhibit the expression of CGA1, GNC, and GLK2. In addition, ubiquitin ligases may facilitate the turnover of proteins involved in cotyledon greening. Ultimately, there is a decrease in chlorophyll content. In addition, the presumed activation of a signaling receptor by NAE 18:3 and/or 13NAE‐HOT results in an increase in transcripts involved in calcium and ROS signaling. Transcripts that encode the ATAF1 transcription factor increase in abundance. The ATAF1 transcription factor contributes to the increase in ABA biosynthesis by activating the expression of ABA biosynthesis enzyme(s). ATAF1 also represses chlorophyll biosynthesis and activates chlorophyll catabolism by activating or repressing genes involved in these pathways. (b) The change in abundance of transcription factors inhibits the expression of cell wall biosynthesis enzymes and structural components of the cell walls. In addition, ubiquitin ligases facilitate the turnover of proteins involved in cell expansion. Ultimately, these pathways lead to a reduction in cotyledon greening and expansion

By contrast, exogenous treatment with NAE 18:2 or NAE 18:3 led to primary root growth inhibition. Although both of these NAE treatments led to the same visible changes in roots, some of the transcriptome changes that preceded this change were NAE specific (Figure 12). NAE 18:2 and NAE 18:3 treatment led to an increase in the abundance of transcripts of the encoded LOX enzymes (Figures 6 and 12). These two NAEs, or the NAE‐oxylipins generated by the LOX enzymes, presumably bound to and activated a signaling receptor. These activated receptor(s) could have initiated or contributed to the NAE‐signaling responses by indirectly increasing or decreasing the abundance of transcripts that encode proteins involved in several signaling pathways (Figure 12). In addition, ABA biosynthesis could have been activated by the proteins encoded by the NAE‐specific NCED transcripts (Figures 6 and 12). NAE‐specific and/or organ‐specific DEG(s) initiated or contributed to a decrease in growth by modulating the abundance of cell wall components and enzymes involved in cell growth leading to a decrease in primary root elongation (Figure 12).

**FIGURE 12:**
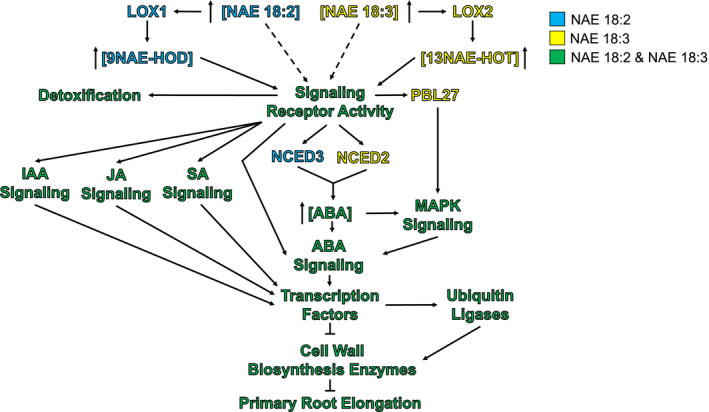
Hypothetical model of the early transcriptional changes in roots to NAE 18:2 and NAE 18:3. NAE 18:2 may be bound to a signaling receptor or oxidized by lipoxygenase (LOX) 1. LOX 1 introduces a hydro(per)oxy group at the 9 position in the acyl chain of NAE18:2 generating 9NAE‐H(P)OD. NAE 18:3 may be bound to a signaling receptor or be oxidized by LOX 2. LOX 2 introduces a hydro(per)oxy group at the 13 position in the acyl chain of NAE18:3 generating 13NAE‐H(P)OT. (a and b) The NAE oxylipins, 9NAE‐HOD or 13NAE‐HOT, are presumed to bind to a signaling receptor that upon activation modulates the abundance of transcripts that encode proteins involved in several plant hormone response or stress response pathways. NAE 18:3 or 13NAE‐HOT increased the abundance of PBL27, a chitin signaling component that links receptor activation to MAPK signaling specifically in roots. In addition, transcripts that encode enzymes in the ABA biosynthesis pathway or MAPKs increased in abundance. The activation of the signaling receptor and/or downstream secondary messengers increases or decreases the abundance of transcription factors and ubiquitin ligases. The change in abundance of transcription factors inhibits the expression of cell wall biosynthesis enzymes and structural components of the cell walls. In addition, ubiquitin ligases facilitate the turnover of proteins involved in primary root elongation. Ultimately, these pathways lead to a reduction in primary root elongation

### 4.1 Genes targeted by NAE 18:2 and/or NAE 18:3

During seedling establishment, NAE 18:2 and NAE 18:3 were reported to be converted into the corresponding NAE‐oxylipins by LOX enzymes, and it was the NAE oxylipins that possessed the actual growth inhibitory activity (Blancaflor et al., 2014; Keereetaweep et al., 2013, 2015; Kilaru et al., 2011). Several LOX transcripts were modulated by NAE 18:2 and/or NAE 18:3 (Figure 6b). NAE 18:2 treatment significantly increased LOX1 transcripts in roots and LOX4 transcripts in seedlings, while NAE 18:3 treatment significantly increased LOX2 transcripts in roots and LOX4 transcripts in seedlings. LOX1 is a 9S‐lipoxygenase (Bannenberg, Martínez, Hamberg, & Castresana, 2009) that catalyzes the oxygenation of NAE 18:2 to 9NAE‐HOD and NAE 18:3 to 9NAE‐HOT (Keereetaweep et al., 2013, 2015; Kilaru et al., 2011). LOX 2 and LOX4 are 13S‐lipoxygenases that selectively oxygenated linolenic acid (Bannenberg et al., 2009), the acyl chain of NAE 18:3. Using *lox* mutants, previous studies have shown that the NAE 18:2‐derived oxylipin, 9NAE‐HOD, arrested root growth, and both 9NAE‐HOT and 13NAE‐HOT disrupted chloroplast development (Keereetaweep et al., 2013, 2015). In this study, the NAE‐type and organ‐specific increases and decreases in LOX transcripts suggest that there may be a spatial difference in the organ‐specific accumulation of 9‐LOX‐ or 13‐LOX‐derived NAE oxylipin species that precedes the downstream phenotypic changes (Figures 6 and 12).

Previous studies by Keereetaweep et al. (2015) showed that NAE 18:2 modulates primary root elongation through an ABA receptor–mediated process. In addition, exogenous treatment, with NAE 18:2 or NAE 18:3, led to an increase in the ABA content of *Arabidopsis* seedlings (Keereetaweep et al., 2013, 2015), suggesting that NAE 18:2, NAE 18:3, and ABA may synergistically modulate the expression of the same genes involved in secondary dormancy. Indeed, RNA‐seq analysis showed that there was a significant enrichment in ABA‐response genes that were induced or repressed by NAE 18:2 and/or NAE 18:3 treatment (Figures 5, 6, 11 and 12). In both roots and cotyledons, the majority of ABA‐response genes were modulated in an NAE‐type and organ‐specific way (Figure 5b). For example, in roots, NAE 18:2 treatment led to an increase in transcripts of three 2C‐type Protein Phosphatases (PP2Cs), including Highly ABA‐Induced PP2C Gene 1 (HAI1), HAI2, ABA Insensitive 2 (ABI2), and the SNF1‐related Protein Kinase 2 (SnRK2), Open Stomata 1 (OST1), and two MAPKs, MAPKKK17 and MAPKKK18. However, NAE 18:3 treatment led to an increase in HAI2 and MAPKKK18, in roots, but led to an increase in HAI2, ABI2, and MAPKKK18 in cotyledons.

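In NAE 18:2-treated roots HAI2 (AT1G07430) had 1.74 ± 0.219 CPM (SD, n = 3) while DMSO roots stood at the counting floor, an increase of at least 15.3-fold (adjusted p = 5.04e-04). ABI2 (AT5G57050) rose from 4.21 ± 0.112 CPM to 11.1 ± 0.863 CPM (SD, n = 3 each), at 1.34 (standard error 0.20, adjusted p = 0.00172), and MAPKKK18 (AT1G05100) from 0.957 ± 0.0995 CPM to 14.8 ± 2.51 CPM (SD, n = 3 each), at 3.89 (standard error 0.16, adjusted p = 2.18e-05). With all 27 libraries in a single fit the ABI2 call was lost, at an adjusted p of 0.0195. HAI1 (AT5G59220), at 1.19 (standard error 0.29, adjusted p = 0.0129), OST1 (AT4G33950), at 1.03 (standard error 0.25, adjusted p = 0.0143), and MAPKKK17 (AT2G32510), at 1.12 (standard error 0.44, adjusted p = 0.0781), were not called. DESeq2 called HAI1, at 1.19 (adjusted p = 0.00242), and OST1, at 1.03 (adjusted p = 0.00162), and with an adjusted p under 0.045 and an absolute log2 fold change of at least 0.95 also MAPKKK17, at 1.12 (adjusted p = 0.0383).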

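In roots NAE 18:3 raised HAI2 by at least 9.93-fold over the counting floor (adjusted p = 3.36e-04) and MAPKKK18 to 55.004 ± 3.03 CPM (SD, n = 3), a log2 fold change of 5.65 (standard error 0.16, adjusted p = 9.99e-07). The direct contrast of NAE 18:3 with NAE 18:2 was -0.76 (adjusted p = 0.146) for HAI2 and 1.76 (adjusted p = 5.59e-05) for MAPKKK18. ABI2 was at 0.28 (adjusted p = 0.257) in NAE 18:3-treated roots, and its direct contrast was -1.06 (adjusted p = 0.00254). MAPKKK17 fell, at -1.84 (standard error 0.48, adjusted p = 0.00952). In cotyledons HAI2 had 1.77 ± 0.254 CPM (SD, n = 3) in NAE 18:3-treated seedlings against 0.170 ± 0.0686 CPM (SD, n = 3) in DMSO-treated seedlings, a log2 fold change of 3.33 (standard error 0.36, adjusted p = 1.52e-04), ABI2 was at 1.14 (standard error 0.19, adjusted p = 0.00177) with NAE 18:3 and MAPKKK18 at 2.56 (standard error 0.21, adjusted p = 3.60e-05). In the fit of all 27 libraries, the difference between root and cotyledon effects of NAE 18:3 was 3.25 (adjusted p = 1.53e-05) for MAPKKK18. For ABI2 it was -0.70 (standard error 0.62, adjusted p = 0.396), which did not pass and does not show equal effects.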

In addition, although a significant number of ABA‐response genes were induced or repressed by NAE 18:2 or NAE 18:3, the expression of most ABA biosynthesis genes and ABA transcription factors was not significantly changed after 1–3 hr of NAE 18:2 or NAE 18:3 treatment (Figure 6a,c). This suggests that the 1–3 hr time point has captured events prior to the full activation of the ABA response; nevertheless, transcript levels of 9‐cis‐epoxycarotenoid dioxygenases (NCED2, NCED3), the enzyme involved in the first committed step in ABA synthesis, were significantly increased by NAE 18:2 and NAE 18:3 (Figure 6a). 

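Of the remaining ABA biosynthesis genes in Figure 6, ABA1 (AT5G67030) was not a DEG in any comparison, with log2 fold changes between -0.51 in NAE 18:2-treated cotyledons and 0.15 in NAE 18:3-treated seedlings. ABA2 (AT1G52340), 18.8% of which overlaps a gene on the opposite strand, stayed under the fold change limit everywhere, its largest value being 0.81 (standard error 0.12, adjusted p = 5.13e-04) in NAE 18:3-treated roots. ABA3 (AT1G16540) stayed between -0.29 in NAE 18:3-treated roots and 0.45 in NAE 18:2-treated roots. NCED6 (AT3G24220) had 3 counts or fewer in every group and NCED5 (AT1G30100) too few to be tested, with 0.184 ± 0.0397 CPM in DMSO roots and 0.0113 ± 0.0196 CPM in NAE 18:3-treated roots (SD, n = 3 each). NCED9 (AT1G78390) was at 1.87 (adjusted p = 0.0272) in NAE 18:2-treated roots. Among transcription factor genes, ABI3 (AT3G24650) and ABI4 (AT2G40220) were not DEGs in any comparison in which they were tested, nor were ATHB7 (AT2G46680) and ATHB12 (AT3G61890). ATHB6 (AT2G22430) changed by 0.72 (standard error 0.095, adjusted p = 4.57e-04) in NAE 18:3-treated cotyledons, below a fold change of 2.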

Interestingly, NCED3 was induced by NAE18:2, while NCED2 was induced by NAE18:3 in roots only, suggesting that there may be some spatial differences in the induction of ABA synthesis by these two different NAEs in roots and cotyledons. This significant overlap of genes induced and repressed by ABA, NAE 18:2, and NAE 18:3 supports the hypothesis that these three compounds modulate the expression of the same genetic pathways that lead to the reduced growth accompanied with secondary dormancy. In addition, the lipid‐type and organ‐specific expression trends of these genes suggest that distinct networks may lead to the observed differences in downstream phenotypic changes by these two different NAEs.

In addition to overlap with ABA signaling, NAE 18:2 and NAE 18:3 treatment also led to an increase and decrease in transcripts that share significant overlap with genes that are differentially expressed as a result of IAA, JA, and SA treatment (Figures 4, 11, and 12). Several of the genes that overlap with the hormone response pathways are components of the hormone signaling pathways or transcription factors activated by these pathways. When seedlings were treated with NAE 18:2 or NAE 18:3, transcripts from some Aux/IAA and/or Small Auxin Up‐regulated RNA (SAUR) genes were significantly increased. In addition, transcripts from calcium induced protein genes, such as Calmodulin 38 (CaM38), were significantly increased by NAE 18:2 and NAE 18:3 and transcripts from Respiratory Burst Oxidase Homologue D (RBOHD), were specifically significantly increased by NAE 18:2 in roots. These common and NAE‐type gene expression changes that overlap with hormone response pathways suggest that the gene networks modulated by NAE 18:2 and NAE 18:3 may intersect with multiple plant hormone pathways during growth inhibition that is characteristic of secondary dormancy in seedlings.

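Of the SAUR genes, 6 were increased and 6 reduced among 47 tested in NAE 18:3-treated cotyledons. In roots 2 were increased and 4 reduced by NAE 18:2, and 3 increased and 17 reduced by NAE 18:3. In NAE 18:2-treated cotyledons 1 was reduced and none increased. In whole seedlings no SAUR gene of 59 tested was a DEG, with 27 and 29 at an unadjusted p under 0.05 for NAE 18:2 and NAE 18:3, while camera on the set gave medians of -0.72 (adjusted p = 0.0207, and 0.0930 with fry) and -0.99 (adjusted p = 8.27e-04). These seedling medians may also reflect less root tissue, since root markers were low in 4 of the 6 NAE-treated libraries. Of the genes with an IAA symbol, among them the auxin response factor genes ARF19 (AT1G19220), MP (AT1G19850) and NPH4 (AT5G20730), 2 were increased and 1 reduced by NAE 18:2 in roots, and none increased and 8 reduced by NAE 18:3 there, of 27 tested. In NAE 18:3-treated cotyledons 3 were reduced. This set had a median log2 fold change of 0.033 with NAE 18:2 (camera, adjusted p = 0.713) and -0.61 with NAE 18:3 (camera, adjusted p = 0.00446) in roots. Without the 3 auxin response factors, left out after seeing the data, 2 Aux/IAA genes were increased and 1 reduced by NAE 18:2 in roots and 8 reduced by NAE 18:3, of 24, at medians of 0.016 (camera, adjusted p = 0.881) and -0.73 (camera, adjusted p = 0.00257).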

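CaM38 (AT1G76650) rose in roots from 13.3 ± 6.06 CPM to 122 ± 47.6 CPM with NAE 18:2 and 217 ± 46.2 CPM with NAE 18:3 (SD, n = 3 each), log2 fold changes of 3.13 (standard error 0.40, adjusted p = 9.32e-04) and 3.84 (standard error 0.41, adjusted p = 1.14e-04), and in NAE 18:3-treated cotyledons by 1.25 (standard error 0.11, adjusted p = 6.04e-05). RBOHD (AT5G47910) had 169 ± 39.9 CPM (SD, n = 3) in NAE 18:2-treated roots against 51.6 ± 5.17 CPM (SD, n = 3) in DMSO roots, a log2 fold change of 1.65 (standard error 0.30, adjusted p = 0.00433). With single libraries left out in turn, the RBOHD call in NAE 18:2-treated roots was lost in 5 of 6 fits, and its adjusted p rose to 0.0219 without DMSO roots replicate 2. With NAE 18:3 in roots it was at 0.52 (adjusted p = 0.161), and the direct contrast of the NAEs, -1.14 (adjusted p = 0.0118), did not pass. It was a DEG in NAE 18:3-treated cotyledons too, at 1.06 (standard error 0.087, adjusted p = 3.71e-05).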

Our RNA‐seq analyses also showed that NAE 18:2 and NAE 18:3 treatment led to increases in transcripts that were also significantly increased by chitin treatment (Stringlis et al., 2018) (Figure 7) in the organs where treatment with NAE 18:2 (roots) and NAE 18:3 (roots and cotyledons) led to phenotypic changes. Upon closer inspection, multiple Lectin‐RLKs and Lectin‐domain containing proteins were induced in response to NAE 18:2 or NAE 18:3 treatment (Figure 7c). In addition, a common group of chitin‐response genes, including transcription factors and ubiquitin ligases, were induced in roots of NAE 18:2‐treated seedlings and roots and cotyledons of NAE 18:3‐treated seedlings. Chitin signaling components, including the receptor‐like cytoplasmic kinase, PBL27 (Yamada et al., 2016), were induced in a lipid‐type and organ‐specific manner (Figures 11 and 12).

Although chitin and NAEs are not structurally similar, receptors with extracellular Lectin domains have been shown to bind the microbial molecule, nodulation (Nod) factor (Limpens et al., 2003; Madsen et al., 2003; Radutoiu et al., 2003). Nod factors are lipochitooligosaccharides that contain a chitin oligomeric backbone linked to an acyl chain. NAE 18:2 and NAE 18:3, or metabolites thereof, may increase the expression of chitin‐response genes by interacting with *Arabidopsis* Lectin‐RLKs. Alternatively, NAE 18:2 and NAE 18:3 treatment may increase the expression of chitin‐response genes through a receptor that specifically recognizes NAE molecules. The latter case may be supported by a recent study showing that NAE 12:0 produced by the fungus, *V. dahliae*, led to changes similar to the phenotypic changes induced by the exogenous application of NAEs (Zhang et al., 2019). Based on these results, it is possible that plants contain an NAE or NAE oxylipin perception mechanism that is activated by NAE 18:2 and/or NAE 18:3, and upon activation, this perception mechanism may induce the expression of chitin/fungal defense‐response genes. In any case, exogenous treatment with NAE 18:2 and NAE 18:3 led to an increase in transcript abundance of Lectin‐RLKs, Lectin‐domain containing proteins, and numerous chitin‐response genes (Figure 7). This significant enrichment of transcripts from chitin‐signaling component genes and chitin‐response genes as a result of NAE 18:2 and NAE 18:3 treatment suggests that these receptors and signaling components are somehow involved in modulating the downstream NAE‐mediated phenotypic changes in seedling growth and development.

In this study, it was not surprising that many of the early transcriptome changes were involved in reprogramming gene expression, since *Arabidopsis* seedlings were collected after 1–3 hr of NAE 18:2 or NAE 18:3 treatment. In particular, NAE 18:2 and NAE 18:3 treatment significantly increased or decreased the transcript level of several transcription factor genes (Figures 8, 9, 11, and 12). These transcription factor genes were modulated in a lipid‐type and organ‐specific manner (Figures 8 and 9). Collectively, the gene expression trends and functional annotations of the transcription factor genes up‐ and down‐regulated by NAE 18:2 and/or NAE 18:3 support the hypothesis that some of the early transcriptome changes captured in this study are involved in reprogramming gene expression. This transcriptome reprogramming likely initiates the processes involved in the downstream phenotypic changes induced by exogenous treatment with NAE 18:2 or NAE 18:3, and these transcription factors represent potential key regulatory components for further examination.

### 4.2 Genes involved in cotyledon de‐greening

As a result of NAE 18:3 treatment, there was a decrease in abundance of two GATA transcription factors, GNC and CGA1, specifically in cotyledons (and seedlings) treated with NAE 18:3 (Figures 10 and 11). These two transcription factors promoted chloroplast development, growth, and division (Chiang et al., 2012). In addition, the abundance of transcripts that encode the NAC transcription factor, *Arabidopsis* thaliana Activation Factor 1 (ATAF1), significantly increased in cotyledons after 1 hr of NAE 18:3 treatment. 

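ATAF1 (AT1G01720), 18.8% of which overlaps a gene on the opposite strand, had 129 ± 10.5 CPM (SD, n = 3) in NAE 18:3-treated cotyledons against 31.2 ± 7.99 CPM (SD, n = 3) in DMSO cotyledons, a log2 fold change of 2.04 (standard error 0.18, adjusted p = 6.62e-05). With NAE 18:2 it was at 1.00 (standard error 0.18, adjusted p = 0.0153) in cotyledons, and the direct contrast of the NAEs was 1.04 (adjusted p = 0.00390). In roots ATAF1 was also a DEG, at 1.71 (standard error 0.16, adjusted p = 2.15e-04) with NAE 18:2 and 2.34 (standard error 0.16, adjusted p = 1.47e-05) with NAE 18:3. The root and cotyledon effects of NAE 18:3 differed by 0.46 (standard error 0.43, adjusted p = 0.423), which did not pass in the fit of all 27 libraries.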

The ATAF1 transcription factor has been shown to activate the expression of another transcription factor, Oresara 1 (ORE1), and repress the expression of the transcription factor, Golden2‐Like 1 (GLK1) (Garapati, Xue, Munné‐Bosch, & Balazadeh, 2015). ORE1 is a positive regulator of senescence that directly and indirectly activates several Senescence Activating Genes (SAGs) (Qiu et al., 2015). GLK1 and GLK2 play key roles in chloroplast development in *Arabidopsis* (Garapati et al., 2015; Waters et al., 2009). A decrease in transcripts that encode CGA1, GNC, and GLK2, and an increase in transcripts that encode ORE1, would support a decrease in chlorophyll biosynthesis and chloroplast development and an increase in SAGs and chlorophyll catabolism (Figure 11b), changes associated with the de‐greening observed in NAE 18:3‐treated seedlings.

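ORE1 (AT5G39610) had 1.29 ± 0.595 CPM (SD, n = 3) in NAE 18:3-treated cotyledons against 0.240 ± 0.0509 CPM (SD, n = 3) in DMSO cotyledons, a log2 fold change of 2.39 (standard error 0.50, adjusted p = 0.00590). Leave-one-out fits lost the call of ORE1 in NAE 18:3-treated cotyledons (5 of 6, adjusted p up to 0.0279 without DMSO cotyledons replicate 2). In cotyledons ORE1 was at 0.54 (adjusted p = 0.598) with NAE 18:2, and in roots at 0.030 (adjusted p = 0.969) with NAE 18:2 and -1.77 (adjusted p = 0.0184) with NAE 18:3, where the root and cotyledon effects of NAE 18:3 differed by -4.02 (adjusted p = 6.55e-04). In whole seedlings it was at 0.16 (adjusted p = 0.806) and 0.43 (adjusted p = 0.439) with NAE 18:2 and NAE 18:3.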

### 4.3 Genes involved in growth: cotyledon expansion and growth and primary root elongation

In roots of NAE 18:2‐ and NAE 18:3‐treated seedlings, there was a significant decrease in transcripts that encode transcriptional regulators of secondary cell wall biosynthesis. In particular, NAE 18:2 and NAE 18:3 treatment deceased the abundance of Vascular‐Related NAC‐Domain 6 (VND6). 

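VND6 (AT5G62380) stood at 1.02 ± 0.309 CPM in DMSO roots and 0.414 ± 0.180 CPM in NAE 18:2-treated roots (SD, n = 3 each), a log2 fold change of -1.34 (standard error 0.52, adjusted p = 0.0743) that was not called. NAE 18:3-treated roots stood at the counting floor, at least 6.88-fold lower (adjusted p = 7.81e-04). The direct contrast of NAE 18:3 with NAE 18:2 passed (adjusted p = 0.00921). Its fitted value, -3.01, rests on the group at the floor, so its size is uncertain. The NAE 18:2 value was called by DESeq2 on all 27 libraries, a setting chosen after seeing the data, at -1.38 (adjusted p = 0.00177). In seedlings VND6 was at -0.53 (adjusted p = 0.225) with NAE 18:2 and 0.078 (adjusted p = 0.842) with NAE 18:3.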

VND6 is a master transcriptional regulator of secondary cell wall biosynthesis specifically in the xylem (Zhong, Lee, Zhou, McCarthy, & Ye, 2008). VND6 modulates secondary cell wall biosynthesis by activating the expression of several MYB transcription factor genes, secondary cell wall biosynthesis enzyme genes, and degradative enzyme genes involved in programmed cell death (Zhong et al., 2008). In roots from NAE 18:2‐ or NAE 18:3‐treated seedlings, transcripts that encode MYB transcription factors, previously shown to be modulated by VND6 (Zhong et al., 2008), also were less abundant. In addition, NAE 18:3 treatment led to a decrease in transcripts that encode MYB83 and MYB46 in roots. These two transcription factors also modulate secondary cell wall biosynthesis by activating additional transcription factors and secondary cell wall biosynthesis enzymes (Zhong & Ye, 2012). Collectively, these gene expression changes induced by NAE 18:2 or NAE 18:3 treatment in roots are consistent with an overall inhibition in secondary cell wall biosynthesis and reduction in vascular development, a structural change likely associated with reduced primary root elongation.

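MYB83 (AT3G08500) fell from 0.583 ± 0.132 CPM in DMSO roots to 0.0701 ± 0.0680 CPM in NAE 18:3-treated roots (SD, n = 3 each), a log2 fold change of -3.04 (standard error 0.62, adjusted p = 0.00267), and MYB46 (AT5G12870) from 1.89 ± 0.549 CPM to 0.277 ± 0.219 CPM (SD, n = 3 each), at -2.90 (standard error 0.52, adjusted p = 0.00130). Under NAE 18:2 they were at 0.58 (adjusted p = 0.352) and -0.034 (adjusted p = 0.959), and the direct contrasts of the NAEs were -3.63 (adjusted p = 0.00142) and -2.87 (adjusted p = 0.00200). In 2 of the 6 fits that left out a library the MYB83 call in NAE 18:3-treated roots did not hold, and its adjusted p rose to 0.0117 without DMSO roots replicate 1.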

In addition to identifying genes that may initiate the downstream phenotypic changes, our detailed transcriptome analyses also identified potential targets of NAE signaling that may be directly involved in modulating growth (Figure 10a). NAE 18:3 treatment led to a decrease in transcripts that encode CESA7 or CESA4, specifically in roots. NAE 18:2 treatment also led to a decrease in transcripts that encode CESA7 in intact seedlings. These two cellulose syntheses are non‐redundantly required for secondary cell wall biosynthesis (Li, Bashline, Lei, & Gu, 2014). In addition, NAE 18:3 also led to a decrease in transcripts that encode CESA5, a cellulose synthase enzyme, that is redundant with CESA6 and involved in primary cell wall biosynthesis (Li et al., 2014), specifically in cotyledons. Exogenous treatment with NAE 18:2 and NAE 18:3 also led to a decrease in transcripts that encode non‐CESA genes involved in cellulose biosynthesis. NAE 18:2 and NAE 18:3 treatment led to a decrease in transcripts that encode the COBRA protein (COB1). 

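COB1 (AT5G60920) had 128 ± 12.2 CPM (SD, n = 3) in NAE 18:3-treated roots against 235 ± 10.4 CPM (SD, n = 3) in DMSO roots, a log2 fold change of -1.06 (standard error 0.15, adjusted p = 4.25e-04). It crossed the fold change limit when the filter was left out, at -0.99, and without NAE 18:3 roots replicate 2, at -0.96, and was then not called. After NAE 18:2 it had 171 ± 32.6 CPM (SD, n = 3) in roots, at -0.51 (standard error 0.15, adjusted p = 0.0298), and it was not called there, in cotyledons, at -0.36 (adjusted p = 0.105), or in seedlings, at -0.76 (adjusted p = 0.121), and the direct contrast of the NAEs, -0.55 (adjusted p = 0.0136), did not pass.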

COB1 is involved in the organization or orientation of cellulose microfibrils (Roudier et al., 2005). NAE 18:3 treatment also led to a decrease in transcripts that encode a COB1 paralog, COBRA‐like 4 (COBL4) or Chitinase‐like Protein 1 (CTL1). In addition to decreasing transcripts that encode proteins involved in cellulose biosynthesis, NAE 18:3 also significantly decreased the abundance of transcripts that encode STELLO1 (STL1). 

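In roots NAE 18:3 lowered COBL4 (AT5G15630) from 6.75 ± 2.27 CPM to 1.33 ± 0.153 CPM (SD, n = 3 each), a log2 fold change of -2.52 (standard error 0.29, adjusted p = 1.27e-04), and CTL1 (AT1G05850) from 245 ± 14.4 CPM to 125 ± 17.1 CPM (SD, n = 3 each), at -1.17 (standard error 0.15, adjusted p = 2.42e-04). The CTL1 call was lost with all 27 libraries in a single fit, at an adjusted p of 1.17e-05 and a log2 fold change of -0.99. After NAE 18:2 they were at -0.19 (adjusted p = 0.600) and -0.22 (adjusted p = 0.270), and the direct contrasts of the NAEs were -2.33 (adjusted p = 3.43e-04) for COBL4 and -0.94 (adjusted p = 0.00114) for CTL1, the latter under the fold change limit.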

STELLO proteins affect the assembly of CESA complexes and the trafficking of these complexes from the Golgi apparatus to the plasma membrane (Zhang et al., 2016).

Exogenous treatment with NAE 18:2 and NAE 18:3 also led to decreases in transcripts encoding several enzymes involved in the metabolism of cell wall matrix polymers. For example, NAE 18:2 and NAE 18:3 led to decreases in transcripts that encode XTHs, XETs, and a XUT. These enzymes are involved in the integration of xyloglucan into the cell wall or the restructuring of xyloglucan within the cell wall (Becnel, Natarajan, Kipp, & Braam, 2006). Although there are 33 XTHs encoded by the *Arabidopsis* genome, members of this group of cell wall modifying enzymes have unique expression patterns with extensive overlap through every developmental stage (Becnel et al., 2006). NAE 18:2 and NAE 18:3 treatment led to lipid signal‐type and organ‐specific changes in transcripts that encode XTHs. In addition, transcripts that encode several enzymes involved in pectin metabolism were also significantly decreased as a result of NAE 18:2 and NAE 18:3 treatment.

The abundance of transcripts that encode structural components of cell walls was also significantly decreased as a result of NAE 18:2 and NAE 18:3 treatment. Both of these treatments led to a decrease in transcripts that encode cell wall structural proteins, including expansins and extensins. In addition, the abundance of transcripts that encode arabinogalactan proteins was also lower as a result of NAE 18:2 and NAE 18:3 treatment. A decrease in abundance of transcripts that encode transcriptional regulators of cell wall biosynthesis, cell wall enzymes, and structural constituents of cell walls suggested that NAE 18:2 and NAE 18:3 treatment inhibited growth as a result of a decrease in the abundance of cell wall proteins that are directly or indirectly involved in cell growth and expansion (Figures 10 and 12).

In conclusion, although our results provided insight into the lipid signal‐type and organ‐ specific transcriptional changes induced by NAE 18:2 and NAE 18:3, transcriptome changes alone do not provide a complete description of what is happening at the cellular and molecular level. The proteins encoded by these transcripts, the significantly enriched pathways, and the potential downstream molecular targets should be further investigated in order to determine how they are involved in NAE 18:2 and NAE 18:3 signaling pathways. In addition, results presented here showed that the transcripts modulated by NAE 18:2 and NAE 18:3 are involved in multiple stress response pathways. Understanding what environmental conditions result in an increase in the endogenous concentration of these NAEs will expand our understanding of the role that these lipophilic signals play in plant growth and development. The transcriptome data also reinforced the spatial aspects of this signaling pathway indicating organ‐specific responses to NAEs. In future studies, it will be important to explore the localization of NAE types themselves to provide further insight into the bifurcating nature of this pathway.

## CONFLICT OF INTEREST

The authors declare no conflict of interest.

## AUTHOR CONTRIBUTIONS

AEC and KDC designed the experiments; AEC performed the experiments and wrote the manuscript; CY assisted with experimental design and provided preliminary data and key insights into transcriptional changes induced by NAE18:3; DJB, XR, and RKA provided assistance with bioinformatics and statistical analyses; KDC supervised the project. All authors read and approved the manuscript.

## Supporting information

Supplementary Material Click here for additional data file.

Supplementary Material Click here for additional data file.

Supplementary Material Click here for additional data file.

Supplementary Material Click here for additional data file.

Supplementary Material Click here for additional data file.

Supplementary Material Click here for additional data file.

Supplementary Material Click here for additional data file.

Supplementary Material Click here for additional data file.

Supplementary Material Click here for additional data file.

Supplementary Material Click here for additional data file.

Supplementary Material Click here for additional data file.

Supplementary Material Click here for additional data file.

Supplementary Material Click here for additional data file.

Supplementary Material Click here for additional data file.

Supplementary Material Click here for additional data file.

Supplementary Material Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

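Stranded messenger RNA libraries came from dissected cotyledons, dissected roots and whole seedlings of Arabidopsis at 3 days after sowing, treated with 0.2% DMSO, 40 µM NAE 18:2 or NAE 18:3 at 70 µM in the paper and the sample labels and 80 µM in the series description. The treatment lasted 1 to 3 h in the paper and 1 h in the labels. Each of the 9 conditions had 3 libraries, 27 in all, and condition and replicate were taken from the sample labels. Library dates are in neither the labels nor the paper's text. The paper names the sequencing cassettes but not which library ran on which, so no batch was tested.

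The authors checked reads with FastQC, trimmed them with Trimmomatic 0.36 and aligned them with STAR 2.6 to TAIR10 at default settings. The paper's text does not name the program or the annotation that gave counts per gene, nor whether the counting used the strand. The deposited count table holds whole-number counts for 32833 genes without normalization. The authors named DESeq2 1.22.1 for their tests, with an FDR under 0.01 and a fold change over 2. The second deposited table holds a signal per gene that equals the same counts divided by 1 size factor per library. These factors ran from 0.795 to 1.40 and differed from the median-of-ratios factors over all 27 libraries by at most 2.22e-16 of their value.

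All tests started from the counts. The 9 libraries of an organ were fitted together in R 4.3.3 with edgeR 4.0.16 (TMM normalization, filterByExpr defaults, robust quasi-likelihood fit), with treatment as the only term. Adjusted p-values are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over the genes tested in that comparison, with the test taken in both directions, and a gene was called a DEG at an adjusted p under 0.01 with an absolute log2 fold change over 1. The NAEs were set against each other by a contrast in the same fit. Root and cotyledon effects were set against each other by an interaction contrast in a fit of all 27 libraries with 9 groups, at the same thresholds. That fit shares its estimate of spread with the seedling libraries. CPM values were scaled by TMM factors over all 27 libraries, and errors are standard deviations over 3 libraries. A group with no library over 3 counts was taken as at the counting floor, and a fold change against it is given as a lower bound.

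Total counts per library ran from 17781269 to 38635934, with a median of 26436942. With 3 libraries against 3 the labels allow 10 splits, so the share of splits with as many calls is never under 0.1. The scripts were tested on simulated counts drawn from the means and totals of these libraries, with 200 genes changed by known amounts. Of these, 193 were recovered in cotyledons, 188 in roots, 177 in seedlings and 190 in the interaction, with 3, 4, 2 and 1 calls among unchanged genes. DESeq2 recovered 198 in cotyledons, 200 in roots and 194 in seedlings, with 5, 14 and 29 calls among unchanged genes.

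Both NAEs were compared with the same DMSO libraries, which share their chance values. In 20 simulations of unchanged groups against those libraries, the median number of genes called higher under both NAEs was 0 in each organ, with at most 2 genes called lower under both, in seedlings. The simulated correlation of fold changes across genes had a median of 0.492 in cotyledons, 0.494 in roots and 0.536 in seedlings, against 0.735, 0.578 and 0.958 in the libraries. These correlations are across genes, which are not independent replicates.

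Whether replicate numbers pair the libraries was checked by correlating deviations from the group means across genes. Every pair of libraries with the same number had a correlation over 0.1 for DMSO and NAE 18:2 cotyledons (0.160 to 0.411) and for NAE 18:2 and NAE 18:3 cotyledons (0.126 to 0.167), so these were taken as paired. The paper and the labels do not say what a number shares.

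The rule for named genes took every gene the paper names in its results or discussion, in Figures 6, 7c and 10b or in Additional File 13, except STL1 and NPR2, which match no gene name in the reference, and for each comparison the 3 DEGs with the largest fold change in each direction whose 3 treated libraries all lay on 1 side of the 3 DMSO libraries, as 10% of genes do by chance, and whose mean over these 6 libraries was at least 5 CPM. Genes that the paper names without a claim from these libraries are not all written out. Gene names, neighbours and overlaps were taken from the reference annotation of TAIR10.1, another release than the authors' TAIR10, and near copies are transcripts with at least 95% identity over at least 50% of their length in BLAST+ 2.17.0+. The lists in Additional Files 2 to 11 were picked by the authors from these libraries. Listed genes were therefore counted among the DEGs and also adjusted over the list alone, which is not independent evidence, and no enrichment was tested.

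Gene family sets (XTH, EXPA, EXT, FLA, CESA, WRKY, HSF, IAA, SAUR, LOX and ZAT, by symbol, so that IAA holds 3 auxin response factors and ZAT a zinc transporter) and lists of 44 nuclear photosynthesis genes and 11 seed storage genes were tested with camera in limma 3.58.1 on log2 CPM, with an inter-gene correlation of 0.01 and Benjamini-Hochberg adjustment over 74 tests of sets with at least 3 tested genes. At an adjusted p under 0.05, 40 were called, of which 34 held under fry and 0 under an estimated correlation. Organ labels were checked with 200 root markers and 200 cotyledon markers, the genes with the largest difference between DMSO roots and DMSO cotyledons with at least 20 CPM in the higher organ. Of the root markers, 20 changed by less than 0.5 on the log2 scale with both NAEs in dissected roots and were used as unchanged root markers.

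Alternatives changed 1 choice at a time. They were DESeq2 1.42.0, looser thresholds (adjusted p under 0.045 and an absolute log2 fold change of at least 0.95), both together, no fold change limit, DESeq2's size factors or upper quartile normalization in place of TMM, no filter on low counts, at least 10 counts in every library, only the 6 libraries of a comparison, all 27 libraries in 1 fit, the replicate number as a block, limma-trend on the deposited normalized table as log2(value + 1), and each library left out in turn. After the data were seen, DESeq2 on all 27 libraries at both thresholds, the root share of each seedling library as a covariate, the sum of 2 NAE 18:2 seedling libraries, camera with the replicate block, and IAA and ZAT sets without the genes of other families were added. Simulations and thinning used fixed seeds, with Python 3.11.15 for lists and matplotlib 3.10.9 for plots. Not analysed here were the RT-qPCR fold changes in Additional File 13, which come without values per sample, and the IAA and MJ parts of Additional File 4. Additional File 1 was held only in part.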

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

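Of the tests in this part, that of the seed storage genes was set before their levels were seen, and all others were chosen only after the result was seen. The effect of an NAE was tested for a difference between roots and cotyledons in 1 fit over all libraries, and the genes with such a difference came to attention because 2 organs differed under the same treatment. For NAE 18:2 these were 633 of 21643 genes, 415 with a higher and 218 with a lower effect in roots. NAE 18:3 gave 3336 such genes, 1203 and 2133. Of 25 assignments of treatment to libraries within each organ, the labelled one and others drawn at random, 1 gave as many genes for NAE 18:2 and 1 for NAE 18:3, with at most 15 and 976 in any other. The other assignments mix treatments within groups, so they cannot tell an organ difference from an equal effect in both organs. At least 5 CPM in both DMSO-treated organs was found for 378 of the 633 genes and 1663 of the 3336. Of the 21643 genes tested, 12446 reached it. Low counts in 1 organ are argued against for the genes that reached it and stay open for the rest. With upper quartile normalization, 526 and 2894 of these genes were called in the same direction, although the NAE 18:2 count with a lower effect rose to 352 and the NAE 18:3 count with a higher effect fell to 769. After all libraries were thinned to the smallest total, 499 and 2946 were called in the same direction. The NAE 18:2 counts depended on single libraries, at 206 higher without DMSO roots replicate 2 and 84 lower without NAE 18:2 roots replicate 1. An organ-specific response remains a hypothesis, found and tested on the same libraries. A difference in when or how organs were collected stays open because the labels give no dates or batches.

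A difference in direction was seen for 170 genes, DEGs with opposite signs in NAE 18:3-treated cotyledons and roots. Of these, 57 had at least 5 CPM in both DMSO-treated organs. At least 166 of all 170 were also called in opposite directions under DESeq2's size factors, upper quartile normalization and DESeq2. These scalings left the median of all genes between -0.047 and -0.012 in cotyledons and between -0.0081 and 0.012 in roots, too small a move to exclude a shift in composition by itself. Of the 170, 155 were higher in cotyledons and lower in roots, and 15 the other way. A shift moves all genes of an organ the same way, which argues against it as the cause of both groups together. For either group alone it stays open. Cotyledon tissue in the root libraries would have to make up most of them to lower 155 genes there by over 2-fold, and would have to bring in at least 41.2% of the cotyledon level for the 15 genes higher in roots. Photosynthesis genes argue against this, with medians of at most 1.29% of their DMSO cotyledon level in these libraries. A response of opposite direction in the 2 organs stays open too.

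Transcripts of seed storage genes, of which Additional File 1 lists 6 as induced by NAE 18:2 and which the paper's text does not discuss, summed to 299.6 CPM in NAE 18:2 cotyledons replicate 3, against 1.84 and 1.08 CPM in replicates 1 and 2. The most abundant were CRA1 (AT5G44120) at 109.8 CPM and CRU3 (AT4G28520) at 53.3 CPM. The list of 11 genes was written before the data were seen, and 0 of them reached 5 CPM in DMSO cotyledons. Of these, 3 passed the filter in cotyledons and 0 were DEGs, with 2 at an unadjusted p under 0.05, while DESeq2 on all 27 libraries with looser thresholds, chosen after seeing the data, called 6. Replicate 3 held 99.0% of the seed storage CPM of the 3 libraries, which argues against an effect of NAE 18:2 in all replicates. Seeds or seed coats carried into this library are a candidate explanation. DMSO seedlings replicate 1 held 138 CPM with no NAE, and the highest sum in the other 25 libraries was 45.3 CPM. Whether seedlings of that library themselves expressed these genes stays open, and no biological explanation was tested.

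Photosynthesis transcripts were higher in NAE 18:3 roots replicate 3 than in every other root library for 44 of 44 genes, a signal among genes the paper does not discuss for roots. Above the mean of the other root libraries, they stood at a median of 1.16% of their DMSO cotyledon level, with quartiles of 1.01% and 1.25%. RBCS1A (AT1G67090) had 241 CPM in this library and at most 17.8 CPM in another root library, and CAB1 (AT1G29930) 264 and 20.7 CPM. DMSO roots expressed 17 of the 44 genes at 5 CPM or more. Cotyledon markers outside the list, picked from the DMSO libraries, were also above all other root libraries for 160 of 170 genes (94.1%), at a median of 0.893% of their cotyledon level, 1.26% for THI1 (AT5G54770). Some of these, such as LHB1B1 (AT2G34430), also act in photosynthesis, and 5 of all 200 cotyledon markers reached 5 CPM in DMSO roots. A small share of cotyledon tissue in this library is a candidate explanation. A response of chloroplast genes to NAE 18:3 in all 3 libraries is argued against, since 1 of the 44 genes was a DEG with and 1 without replicate 3. A response in this library alone stays open, and no other biological explanation was tested.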

How the results depend on the processing

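Counts of called genes and values of named genes were recomputed under the alternatives in the processing summary that applied to them. Gene family sets were recomputed with fry, an estimated correlation and the replicate block, and their medians with the other scalings. Tests, thresholds, lists of genes and alternatives were fixed before the data were examined, except DESeq2 on all 27 libraries at both thresholds, the root share as a covariate, the summed libraries, camera with the replicate block and the trimmed IAA and ZAT sets, which were chosen after seeing the data. The split tests of the contrasts between the NAEs, of the difference between organs and of the gene family sets, and the tests of explanations marked so in the other parts, were chosen after the results were seen. The reported counts of genes higher and lower were 120 and 21 in NAE 18:2-treated cotyledons, 1231 and 484 in NAE 18:3-treated cotyledons, 1143 and 610 in NAE 18:2-treated roots, 1197 and 3376 in NAE 18:3-treated roots, 141 and 43 in NAE 18:2-treated seedlings and 268 and 132 in NAE 18:3-treated seedlings. Genes called under both NAEs were 111 and 17 in cotyledons, 499 and 527 in roots and 137 and 42 in seedlings. Counts that an alternative moved by less than 1.5 times are left out of the lists that follow. Under DESeq2's size factors and without a filter on low counts, no count of these comparisons moved that far.

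With DESeq2 in place of edgeR, the counts were 365 higher and 125 lower in NAE 18:2-treated cotyledons, 921 lower in NAE 18:2-treated roots, 1401 higher and 457 lower in NAE 18:2-treated seedlings and 1821 higher and 988 lower in NAE 18:3-treated seedlings. Genes called under both NAEs were 320 higher and 74 lower in cotyledons and 1343 higher and 417 lower in seedlings. The direct contrast of NAE 18:3 with NAE 18:2 gave 147 lower in cotyledons and 27 lower in seedlings. For the difference between organs, the effects were 665 higher and 461 lower in roots for NAE 18:2. Genes of the paper's lists in Additional Files 8 to 11 called in seedlings numbered 501. RT-qPCR genes had 8 of 10 fold changes called. With DESeq2 and the looser thresholds together, the counts were 477 higher and 212 lower in NAE 18:2-treated cotyledons, 1201 lower in NAE 18:2-treated roots, 1805 higher and 790 lower in NAE 18:2-treated seedlings and 2172 higher and 1595 lower in NAE 18:3-treated seedlings. Shared by both NAEs were 413 higher and 126 lower in cotyledons, 1011 lower in roots and 1712 higher and 729 lower in seedlings. Between the NAEs, the calls were 1182 higher and 244 lower in cotyledons, 701 higher in roots and 44 lower in seedlings. Genes of the paper's lists in Additional Files 8 to 11 called in seedlings numbered 629. Calls among the 10 fold changes of RT-qPCR genes numbered 9. The cause of these changes was not tested. With the looser thresholds alone, the counts were 346 higher and 146 lower in NAE 18:2-treated cotyledons, 1077 lower in NAE 18:2-treated roots, 903 higher and 285 lower in NAE 18:2-treated seedlings and 1740 higher and 1055 lower in NAE 18:3-treated seedlings. Under both NAEs there were 301 higher and 96 lower in cotyledons, 914 lower in roots and 869 higher and 270 lower in seedlings. NAE 18:3 set against NAE 18:2 gave 212 lower in cotyledons and 604 higher in roots. Of the 10 fold changes of the RT-qPCR genes, 6 were called. Without a limit on the fold change, the counts were 55 lower in NAE 18:2-treated cotyledons, 1925 higher and 1431 lower in NAE 18:3-treated cotyledons, 2033 higher and 1169 lower in NAE 18:2-treated roots and 3737 higher in NAE 18:3-treated roots. The genes shared by the NAEs came to 43 lower in cotyledons and 1108 higher and 860 lower in roots. In the contrast of the NAEs there were 1269 higher and 373 lower in cotyledons and 2574 higher in roots. These follow from the limits themselves.

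Fits of only the 6 libraries of a comparison gave 6 higher and 1 lower in NAE 18:2-treated cotyledons, 309 higher in NAE 18:2-treated seedlings and 98 higher and 52 lower in NAE 18:3-treated seedlings. For genes in common to both NAEs, the counts were 6 higher and 0 lower in cotyledons and 91 higher and 19 lower in seedlings. RT-qPCR genes had 0 of 10 fold changes called. A single fit of all 27 libraries gave 319 lower in NAE 18:3-treated cotyledons, 1903 higher in NAE 18:3-treated roots, 1513 higher and 592 lower in NAE 18:2-treated seedlings and 1908 higher and 1360 lower in NAE 18:3-treated seedlings. Calls common to the NAEs were 1459 higher and 563 lower in seedlings. NAE 18:3 differed from NAE 18:2 in 171 higher and 6 lower in cotyledons, 842 higher in roots and 23 lower in seedlings. Calls among the 10 fold changes of RT-qPCR genes numbered 7. With at least 10 counts in every library, the counts were 27 lower in NAE 18:2-treated seedlings. Genes called under both NAEs were 27 lower in seedlings. Of the 10 fold changes of the RT-qPCR genes, 0 were called. On the deposited normalized table with limma-trend, the counts were 290 higher and 87 lower in NAE 18:2-treated seedlings and 420 higher and 223 lower in NAE 18:3-treated seedlings. Shared by both NAEs were 280 higher and 81 lower in seedlings. For these settings the cause was not tested, apart from the fewer genes that a count of 10 in every library leaves to test.

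With upper quartile normalization, for NAE 18:3 less NAE 18:2, genes called were 654 higher in roots. Effects that differed between organs were 352 lower in roots for NAE 18:2 and 769 higher in roots for NAE 18:3. The same setting moved the median log2 fold change of all genes to -0.14 in NAE 18:2-treated roots, -0.14 in NAE 18:2-treated seedlings and -0.18 in NAE 18:3-treated seedlings, from -0.023, -0.026 and -0.026 with TMM. In NAE 18:2-treated roots it called 1009 genes higher and 827 lower, so 45.0% of the calls were lower in place of 34.8%. In the other 5 comparisons this share moved by under 10 percentage points with either scaling.

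With the replicate block, the counts were 56 lower in NAE 18:2-treated cotyledons, 373 lower in NAE 18:2-treated roots, 4 higher and 0 lower in NAE 18:2-treated seedlings and 7 higher and 0 lower in NAE 18:3-treated seedlings. Under both NAEs there were 38 lower in cotyledons, 335 lower in roots and 4 higher and 0 lower in seedlings. Genes of the paper's lists in Additional Files 8 to 11 called in seedlings numbered 2. RT-qPCR genes had 0 of 10 fold changes called. Only the cotyledon comparisons of NAE 18:2 with DMSO and with NAE 18:3 are paired by their replicate numbers, and there the block changed no other count by 1.5 times and no call of a named gene. In the other 7 pairs of groups the correlation of libraries with the same number ran from -0.808 to 0.518, so they share only a number and a fit with 2 fewer degrees of freedom is not a test of their effect. With the block, camera called 41 gene family sets in place of 40, the 1 more being XTH in NAE 18:2-treated seedlings (adjusted p = 0.0475). With the IAA set without its 3 auxin response factors and the ZAT set without the zinc transporter gene, it called 41. Camera with an estimated correlation called 0 sets. The cause of these changes was not tested.

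Among the alternatives chosen after seeing the data, the changes were these. DESeq2 on all 27 libraries called 233 higher and 88 lower in NAE 18:2-treated cotyledons, 1695 higher and 765 lower in NAE 18:2-treated seedlings and 1976 higher and 1579 lower in NAE 18:3-treated seedlings. The genes shared by the NAEs came to 191 higher and 51 lower in cotyledons and 1621 higher and 717 lower in seedlings. The direct contrast of NAE 18:3 with NAE 18:2 gave 617 higher in roots and 41 lower in seedlings. Calls among the 10 fold changes of RT-qPCR genes numbered 8. DESeq2 on all 27 libraries with the looser thresholds called 360 higher and 159 lower in NAE 18:2-treated cotyledons, 1200 lower in NAE 18:2-treated roots, 1828 higher in NAE 18:3-treated roots, 2000 higher and 1215 lower in NAE 18:2-treated seedlings and 2241 higher and 2153 lower in NAE 18:3-treated seedlings. For genes in common to both NAEs, the counts were 303 higher and 86 lower in cotyledons, 966 lower in roots and 1860 higher and 1130 lower in seedlings. Between the NAEs, the calls were 171 lower in cotyledons, 913 higher in roots and 59 lower in seedlings. Genes of the paper's lists in Additional Files 8 to 11 called in seedlings numbered 738. Of the 10 fold changes of the RT-qPCR genes, 9 were called. With the root share of each seedling library as a covariate, the counts were 23 lower in NAE 18:2-treated seedlings and 100 higher and 14 lower in NAE 18:3-treated seedlings. Calls common to the NAEs were 11 lower in seedlings. RT-qPCR genes had 0 of 10 fold changes called. After summing NAE 18:2 seedlings replicates 1 and 3 into 1 library, the counts were 25 higher and 0 lower in NAE 18:2-treated seedlings and 50 higher and 16 lower in NAE 18:3-treated seedlings. Genes called under both NAEs were 25 higher and 0 lower in seedlings. Calls among the 10 fold changes of RT-qPCR genes numbered 0. The covariate took LOX4 (AT1G72520) from log2 fold changes of 2.33 and 2.57 in NAE 18:2- and NAE 18:3-treated seedlings to -0.0070 (adjusted p = 0.997) and -0.065 (adjusted p = 0.966), about 0 and not called in either fit. Root share differed with treatment, so the covariate cannot separate an NAE effect from root share. The sum leaves fewer samples. Otherwise the cause was not tested.

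Each library of the groups compared was left out in turn, in 6 fits for a comparison, 9 for genes called under both NAEs and 12 for the difference between organs. Fits without NAE 18:2 seedlings replicate 2 rest on 2 libraries with nearly equal counts. Genes higher in NAE 18:2-treated cotyledons ran from 3 (without DMSO cotyledons replicate 2) to 283 (without NAE 18:2 cotyledons replicate 2). Genes lower there lay between 0, without DMSO cotyledons replicate 2, and 44, without NAE 18:2 cotyledons replicate 2. Genes higher in NAE 18:3-treated cotyledons lay between 998, without DMSO cotyledons replicate 2, and 1391, without DMSO cotyledons replicate 3. Those lower ran from 281 (without NAE 18:3 cotyledons replicate 1) to 532 (without DMSO cotyledons replicate 3). Genes higher in NAE 18:2-treated roots ran from 640 (without DMSO roots replicate 2) to 1150 (without NAE 18:2 roots replicate 2). Genes lower there lay between 262, without NAE 18:2 roots replicate 1, and 801, without NAE 18:2 roots replicate 2. Genes higher in NAE 18:3-treated roots lay between 1088, without DMSO roots replicate 2, and 1311, without NAE 18:3 roots replicate 1. Those lower ran from 2759 (without DMSO roots replicate 1) to 3256 (without NAE 18:3 roots replicate 2). Genes higher in NAE 18:2-treated seedlings ran from 10 (without DMSO seedlings replicate 1) to 806 (without NAE 18:2 seedlings replicate 2). Genes lower there lay between 0, without DMSO seedlings replicate 2, and 372, without NAE 18:2 seedlings replicate 2. Genes higher in NAE 18:3-treated seedlings lay between 12, without DMSO seedlings replicate 1, and 1658, without NAE 18:3 seedlings replicate 1. Those lower ran from 4 (without DMSO seedlings replicate 2) to 528 (without NAE 18:3 seedlings replicate 1).

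Genes higher under both NAEs in cotyledons ran from 3 (without DMSO cotyledons replicate 2) to 258 (without NAE 18:2 cotyledons replicate 2). Those lower in cotyledons under both lay between 0, without DMSO cotyledons replicate 2, and 30, without NAE 18:2 cotyledons replicate 2. Genes higher under both NAEs in roots ran from 300 (without DMSO roots replicate 2) to 606 (without NAE 18:3 roots replicate 1). Those lower in roots under both lay between 231, without NAE 18:2 roots replicate 1, and 648, without NAE 18:2 roots replicate 2. Genes higher under both NAEs in seedlings ran from 10 (without DMSO seedlings replicate 1) to 755 (without NAE 18:2 seedlings replicate 2). Those lower in seedlings under both lay between 0, without DMSO seedlings replicate 2, and 300, without NAE 18:2 seedlings replicate 2. For NAE 18:3 against NAE 18:2 in cotyledons, genes higher ran from 425 (without NAE 18:3 cotyledons replicate 2) to 629 (without NAE 18:2 cotyledons replicate 3). Genes lower in that contrast in cotyledons lay between 21, without NAE 18:3 cotyledons replicate 2, and 73, without NAE 18:2 cotyledons replicate 3. For NAE 18:3 against NAE 18:2 in roots, genes higher ran from 288 (without NAE 18:3 roots replicate 1) to 595 (without NAE 18:3 roots replicate 2). Genes lower in that contrast in roots lay between 2256, without NAE 18:3 roots replicate 1, and 3240, without NAE 18:3 roots replicate 2. The contrast in seedlings had 0 genes in either direction in all 6 fits, against 690 at an unadjusted p under 0.05 with all libraries. Genes with a higher NAE 18:2 effect in roots than in cotyledons ran from 206 (without DMSO roots replicate 2) to 556 (without NAE 18:2 roots replicate 2). Those with a lower NAE 18:2 effect in roots lay between 84, without NAE 18:2 roots replicate 1, and 319, without NAE 18:2 roots replicate 2. Genes with a higher NAE 18:3 effect in roots than in cotyledons ran from 1031 (without NAE 18:3 cotyledons replicate 2) to 1465 (without NAE 18:3 roots replicate 2). Those with a lower NAE 18:3 effect in roots lay between 1768, without NAE 18:3 roots replicate 1, and 2213, without NAE 18:3 roots replicate 2. The RT-qPCR calls ran from 0 (without DMSO seedlings replicate 1) to 4 (without NAE 18:2 seedlings replicate 2). These fits have fewer samples, and why a given library weighs more was not tested.

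Of 144 pairs of a named gene and a comparison, 104 were called, and 65 of these were called with the same direction under every alternative that kept all libraries. Leaving out single libraries lost 39 calls in at least 1 fit. By setting, the changes in calls of named genes were 1 weaker and 27 stronger with DESeq2, 0 weaker and 32 stronger with DESeq2 with the looser thresholds, 0 weaker and 24 stronger with the looser thresholds, 0 weaker and 2 stronger with no fold change limit, 1 weaker and 1 stronger with DESeq2's size factors, 2 weaker and 0 stronger with upper quartile normalization. Further changes were 4 weaker and 3 stronger with no filter, 1 weaker and 1 stronger with at least 10 counts in every library, 12 weaker and 3 stronger with only the 6 libraries of the comparison, 11 weaker and 20 stronger with all 27 libraries in 1 fit, 22 weaker and 2 stronger with replicate block, 1 weaker and 2 stronger with deposited normalized table with limma-trend. The remaining settings gave 5 weaker and 24 stronger with DESeq2 on all 27 libraries, 0 weaker and 35 stronger with DESeq2 on all 27 libraries with the looser thresholds, 7 weaker and 0 stronger with root share of each seedling library as a covariate, 11 weaker and 0 stronger with NAE 18:2 seedlings replicates 1 and 3 summed. Over 864 fold changes with a library left out, 150 were weaker, 16 stronger and 0 reversed. The filter of 10 counts left 99 of the 144 pairs to test, and the covariate and the summed libraries bear on the 38 pairs in seedlings.

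The 6 libraries of a comparison can be split in 10 ways, so a share under 0.1 cannot arise and chance in the grouping cannot be told apart from an effect by this count alone. For each NAE against DMSO in each organ, and for NAE 18:3 against NAE 18:2 in cotyledons and in roots, 1 of the 10 splits, the labelled one, gave as many called genes, and the most in any other was 2, in NAE 18:3-treated seedlings, with 0 elsewhere. For NAE 18:3 against NAE 18:2 in seedlings all 10 splits gave 0 genes. In the paired cotyledon comparisons, 4 of the 10 splits part all 3 pairs, and all but the labelled one gave 0 calls. For gene family sets, splits with as many called sets numbered 3 in NAE 18:2-treated cotyledons, 3 in NAE 18:3-treated cotyledons, 4 in NAE 18:2-treated roots and 1 in each of NAE 18:3-treated roots and the 2 seedling comparisons. Other splits gave up to 9 sets. Each of them mixes the treatments unequally on its 2 sides, so part of the treatment difference remains. Their calls therefore cannot show how often camera with a preset correlation calls sets without a difference.

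The depth of the libraries limits genes near the counting floor. Of 222 lists and directions from the paper's files, 97 held a gene at the floor, and setting such genes to their bound moved a list's median by at most 0.451 on the log2 scale. MYC2 (AT1G32640), which overlaps a gene on the opposite strand over 98.5% of its length, had 0 counts in every library, so its expression was not measured by these counts.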

Differences from the paper's values

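Where DESeq2 on all 27 libraries, the root share covariate or summed replicates are named here, they were chosen after seeing the values. A count is listed where it and the paper's differ by over 1.5 times, so an alternative within that limit can still differ from the paper's count. A fit without NAE 18:2 seedlings replicate 2 leaves 2 libraries with nearly equal counts, so its values carry little weight. The paper's Additional File 1 lists 360 increased genes in NAE 18:2-treated cotyledons, against 120 here. DESeq2 (365), DESeq2 with looser thresholds (477), looser thresholds (346) and a fit without NAE 18:2 cotyledons replicate 2 (283) lay within 1.5 times the paper's count, and the other alternatives set before the data were examined did not. Chosen after seeing the values, DESeq2 on all 27 libraries with looser thresholds (360) also lay within it. The file lists 159 reduced genes there, against 21. Of the alternatives set before the data were examined, DESeq2 (125), DESeq2 with looser thresholds (212) and looser thresholds (146) came within this limit and the others did not. DESeq2 on all 27 libraries with looser thresholds (159), chosen after seeing the values, also came within it. For NAE 18:2-treated roots the paper's count of reduced genes is 1200 and the count here 610. Among settings chosen before the data were examined, the count lay within the limit with upper quartile normalization (827), DESeq2 (921), DESeq2 with looser thresholds (1201), looser thresholds (1077), no fold change limit (1169) and a fit without NAE 18:2 roots replicate 2 (801) and with no other. The limit was also met with DESeq2 on all 27 libraries (855) and DESeq2 on all 27 libraries with looser thresholds (1200), chosen after seeing the values. The paper gives 1828 increased genes in NAE 18:3-treated roots, and 1197 were found here. It lay within the limit with DESeq2's size factors (1231), no filter (1386), DESeq2 (1381), all 27 libraries in 1 fit (1903), deposited normalized table with limma-trend (1278), DESeq2 with looser thresholds (1685), looser thresholds (1541) and a fit without NAE 18:3 roots replicate 1 (1311), and with none of the other alternatives set before the data were examined. So it did with DESeq2 on all 27 libraries (1475) and DESeq2 on all 27 libraries with looser thresholds (1828), chosen after seeing the values. With DESeq2 on all 27 libraries and looser thresholds, which were read from the genes listed in the supplement, the counts in this paragraph equal the paper's. The paper states an FDR under 0.01 and a fold change over 2, limits with which the same fit gave 233, 88, 855 and 1475 genes in the order above, so in that fit those limits gave other counts than the paper's.

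The paper shows about 2000 increased genes after NAE 18:2 in Fig. 2c, read by eye, against 141 here. Set before the data were examined, DESeq2 (1401), all 27 libraries in 1 fit (1513) and DESeq2 with looser thresholds (1805) were within 1.5 times, while the remaining alternatives were not. Also within the limit were DESeq2 on all 27 libraries (1695) and DESeq2 on all 27 libraries with looser thresholds (2000), chosen after seeing the values. After NAE 18:3 the paper shows about 2200 in Fig. 2c, read by eye, against 268. DESeq2 (1821), all 27 libraries in 1 fit (1908), DESeq2 with looser thresholds (2172), looser thresholds (1740) and a fit without NAE 18:3 seedlings replicate 1 (1658) lay within 1.5 times the paper's count, and the other alternatives set before the data were examined did not. Chosen after seeing the values, DESeq2 on all 27 libraries (1976) and DESeq2 on all 27 libraries with looser thresholds (2241) also lay within it. Reduced genes number about 1200 for NAE 18:2 in the paper's Fig. 3c, read by eye, and 43 here. None of the alternatives set before the data were examined came within the limit. Only DESeq2 on all 27 libraries with looser thresholds (1215), chosen after seeing the values, did. For NAE 18:3, reduced genes number about 2200 in the paper's Fig. 3c, read by eye, and 132 here. Of the alternatives set before the data were examined, DESeq2 with looser thresholds (1595) came within this limit and the others did not. DESeq2 on all 27 libraries (1579) and DESeq2 on all 27 libraries with looser thresholds (2153), chosen after seeing the values, also came within it.

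Genes increased by both NAEs in cotyledons are about 300 in the paper's Fig. 2a, read by eye, and 111 here. Among settings chosen before the data were examined, the count lay within the limit with DESeq2 (320), DESeq2 with looser thresholds (413), looser thresholds (301) and a fit without NAE 18:2 cotyledons replicate 2 (258) and with no other. The limit was also met with DESeq2 on all 27 libraries with looser thresholds (303), chosen after seeing the values. Those reduced by both in cotyledons are about 86 in the paper's Fig. 3a, read by eye, and 17 here. It lay within the limit with DESeq2 (74), DESeq2 with looser thresholds (126) and looser thresholds (96), and with none of the other alternatives set before the data were examined. So it did with DESeq2 on all 27 libraries with looser thresholds (86), chosen after seeing the values. In roots the paper shows about 970 genes reduced by both NAEs in Fig. 3b, read by eye, against 527. Set before the data were examined, upper quartile normalization (672), DESeq2 (782), DESeq2 with looser thresholds (1011), looser thresholds (914), no fold change limit (860) and a fit without NAE 18:2 roots replicate 2 (648) were within 1.5 times, while the remaining alternatives were not. Also within the limit were DESeq2 on all 27 libraries (703) and DESeq2 on all 27 libraries with looser thresholds (966), chosen after seeing the values. In seedlings, genes increased by both are about 1900 in the paper's Fig. 2c, read by eye, and 137 here. DESeq2 (1343), all 27 libraries in 1 fit (1459) and DESeq2 with looser thresholds (1712) lay within 1.5 times the paper's count, and the other alternatives set before the data were examined did not. Chosen after seeing the values, DESeq2 on all 27 libraries (1621) and DESeq2 on all 27 libraries with looser thresholds (1860) also lay within it. Genes reduced by both in seedlings are about 1100 in the paper's Fig. 3c, read by eye, and 42 here. None of the alternatives set before the data were examined came within the limit. Chosen later, with the values seen, DESeq2 on all 27 libraries with looser thresholds (1130) did.

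Of the chitin-response genes in Additional File 8, the paper counts 8 as increased in NAE 18:2-treated cotyledons, and 4 were DEGs here. Of the alternatives set before the data were examined, DESeq2 (7), DESeq2 with looser thresholds (8) and a fit without NAE 18:2 cotyledons replicate 2 (7) came within this limit and the others did not. DESeq2 on all 27 libraries with looser thresholds (8), chosen after seeing the values, also came within it. The paper counts 85 in NAE 18:2-treated seedlings, against 6. Among settings chosen before the data were examined, the count lay within the limit with DESeq2 (73), all 27 libraries in 1 fit (72) and DESeq2 with looser thresholds (81) and with no other. The limit was also met with DESeq2 on all 27 libraries (81) and DESeq2 on all 27 libraries with looser thresholds (85), chosen after seeing the values. For NAE 18:3-treated seedlings its count is 87, against 12. It lay within the limit with DESeq2 (84), all 27 libraries in 1 fit (84), DESeq2 with looser thresholds (87), looser thresholds (79) and a fit without NAE 18:3 seedlings replicate 1 (73), and with none of the other alternatives set before the data were examined. So it did with DESeq2 on all 27 libraries (86) and DESeq2 on all 27 libraries with looser thresholds (87), chosen after seeing the values. The paper's count for both NAEs in seedlings is 83, against 6. Set before the data were examined, DESeq2 (72), all 27 libraries in 1 fit (71) and DESeq2 with looser thresholds (80) were within 1.5 times, while the remaining alternatives were not. Also within the limit were DESeq2 on all 27 libraries (80) and DESeq2 on all 27 libraries with looser thresholds (83), chosen after seeing the values. Of these, 72 were also increased in a dissected organ in the paper, against 6 here. DESeq2 (63), all 27 libraries in 1 fit (58) and DESeq2 with looser thresholds (70) lay within 1.5 times the paper's count, and the other alternatives set before the data were examined did not. Chosen after seeing the values, DESeq2 on all 27 libraries (67) and DESeq2 on all 27 libraries with looser thresholds (72) also lay within it.

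The counts of reduced ABA-repressed genes were taken from the genes in Additional File 4, whose own sizes differ from the paper's Fig. 5. For NAE 18:3 alone in cotyledons the paper states 15, and 56 of the listed genes were DEGs under NAE 18:3 only. None of the alternatives set before the data were examined came within the limit. NAE 18:2 alone in cotyledons has 2 in the paper and 0 here. None of the alternatives set before the data were examined came within the limit. For both NAEs in cotyledons the paper states 5, against 2 here. Of the alternatives set before the data were examined, no fold change limit (4) and a fit without NAE 18:2 cotyledons replicate 2 (6) came within this limit and the others did not. For both NAEs in seedlings the paper's count is 61, against 11. Among settings chosen before the data were examined, the count lay within the limit with DESeq2 (63), all 27 libraries in 1 fit (77), DESeq2 with looser thresholds (89), looser thresholds (41) and a fit without NAE 18:2 seedlings replicate 2 (45) and with no other. NAE 18:3 alone in seedlings has 45 in the paper and 8 here. It lay within the limit with DESeq2 (45), all 27 libraries in 1 fit (60), looser thresholds (67) and a fit without NAE 18:3 seedlings replicate 1 (47), and with none of the other alternatives set before the data were examined. DESeq2 on all 27 libraries (57) and DESeq2 on all 27 libraries with looser thresholds (61), chosen after seeing the values, also came within it. With NAE 18:2 alone in seedlings the paper has 3 and the count here is 1. Set before the data were examined, no filter (2), only the 6 libraries of the comparison (4), all 27 libraries in 1 fit (4) and a fit without NAE 18:3 seedlings replicate 3 (2) were within 1.5 times, while the remaining alternatives were not. The limit was also met with root share of each seedling library as a covariate (4), chosen after seeing the values.

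The paper states or shows a direction for 108 pairs of a gene and a comparison, of which 68 were called here in that direction, 0 were called in the opposite direction and 40 were not called. For COB1, COBL4 and CTL1 the paper's text names no organ, and they were looked up in roots. The paper's RT-qPCR of LOX4, LYK5, NAC072, XTH13 and CGA1 in new seedling RNA is separate evidence that was not analysed here. Pairs not called follow, with every setting that called them.

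The paper reports in NAE 18:3-treated cotyledons an increase of ABI5 (AT2G36270) (1.21, adjusted p = 0.0110) and CERK1 (AT3G21630) (0.98, adjusted p = 8.56e-05), with log2 fold changes here as given. Called with DESeq2, only the 6 libraries of the comparison, the replicate block and DESeq2 on all 27 libraries (chosen after seeing the values) was ABI5. ABI5 and CERK1 passed with DESeq2 with looser thresholds, looser thresholds, no filter and DESeq2 on all 27 libraries with looser thresholds (chosen after seeing the values). With no fold change limit, the calls were CERK1. ABI5 passed in a fit without DMSO cotyledons replicate 3. CERK1 passed in fits without DMSO cotyledons replicate 2 and without NAE 18:3 cotyledons replicate 3.

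The paper reports in NAE 18:2-treated roots an increase of ABI5 (1.05, adjusted p = 0.0191), AT3G15356 (1.22, adjusted p = 0.0387), AT3G16530 (1.34, adjusted p = 0.0704), HAI1 (AT5G59220) (1.19, adjusted p = 0.0129), LOX1 (AT1G55020) (1.57, adjusted p = 0.0233), MAPKKK17 (AT2G32510) (1.12, adjusted p = 0.0781) and OST1 (AT4G33950) (1.03, adjusted p = 0.0143) and a decrease of VND6 (AT5G62380) (-1.34, adjusted p = 0.0743) and, without naming an organ, of COB1 (AT5G60920) (-0.51, adjusted p = 0.0298), with log2 fold changes here as given. Called with DESeq2 and looser thresholds were ABI5, AT3G15356, HAI1, LOX1 and OST1. All of these but COB1 and VND6 passed with DESeq2 with looser thresholds. With at least 10 counts in every library, the calls were HAI1. Called with only the 6 libraries of the comparison was AT3G16530. LOX1 passed with all 27 libraries in 1 fit. With DESeq2 on all 27 libraries (chosen after seeing the values), the calls were LOX1 and VND6. Called with DESeq2 on all 27 libraries with looser thresholds (chosen after seeing the values) were all of these but COB1. COB1 was called in NAE 18:2-treated roots under no setting.

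The paper reports in NAE 18:3-treated roots an increase of AT3G15356 (1.12, adjusted p = 0.0331), ERD6 (AT1G08930) (0.99, adjusted p = 0.00263), GLK1 (AT2G20570) (1.74, adjusted p = 0.108) and LOX2 (AT3G45140) (3.54, adjusted p = 0.0428) and a decrease of FLC (AT5G10140) (-1.42, adjusted p = 0.0618), with log2 fold changes here as given. NCED5 (AT1G30100), shown as reduced in Figure 6, did not pass the filter on low counts and was not tested. Called with DESeq2, DESeq2 with looser thresholds and looser thresholds were AT3G15356, ERD6 and LOX2. ERD6 passed with no fold change limit, DESeq2's size factors, no filter, only the 6 libraries of the comparison, the replicate block and the deposited normalized table in limma-trend. With all 27 libraries in 1 fit, the calls were ERD6 and LOX2. Called with DESeq2 on all 27 libraries (chosen after seeing the values) were ERD6, GLK1 and LOX2. All of these passed with DESeq2 on all 27 libraries with looser thresholds (chosen after seeing the values). ERD6 passed in fits without DMSO roots replicate 1, without NAE 18:3 roots replicate 1 and without NAE 18:3 roots replicate 3.

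The paper reports in NAE 18:2-treated seedlings an increase of AAO3 (AT2G27150) (0.91, adjusted p = 0.124), ABI5 (1.00, adjusted p = 0.105), LOX4 (AT1G72520) (2.33, adjusted p = 0.0861), LYK4 (AT2G23770) (1.51, adjusted p = 0.0561), LYK5 (AT2G33580) (3.31, adjusted p = 0.0378), NAC072 (AT4G27410) (1.02, adjusted p = 0.0868), NAC083 (AT5G13180) (1.64, adjusted p = 0.0414), NCED3 (AT3G14440) (2.19, adjusted p = 0.0320) and SPT (AT4G36930) (1.76, adjusted p = 0.0381) and a decrease of CESA7 (AT5G17420) (-0.83, adjusted p = 0.0120) and RGL2 (AT3G03450) (-1.25, adjusted p = 0.0359), with log2 fold changes here as given. Called with DESeq2 and all 27 libraries in 1 fit were LOX4, LYK4, LYK5, NAC083, NCED3, RGL2 and SPT. All of these but AAO3 and CESA7 passed with DESeq2 with looser thresholds and DESeq2 on all 27 libraries with looser thresholds (chosen after seeing the values). With looser thresholds, the calls were LYK5, NAC083, NCED3, RGL2 and SPT. Called with DESeq2 on all 27 libraries (chosen after seeing the values) were all of these but AAO3, ABI5 and CESA7. LYK5, RGL2 and SPT passed in a fit without NAE 18:2 seedlings replicate 2. AAO3 and CESA7 were called under no setting.

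The paper reports in NAE 18:3-treated seedlings an increase of AAO3 (1.15, adjusted p = 0.0485), ABI5 (1.24, adjusted p = 0.0404), LOX4 (2.57, adjusted p = 0.0442), LYK4 (1.81, adjusted p = 0.0226), LYK5 (3.50, adjusted p = 0.0204), NAC072 (1.10, adjusted p = 0.0464), NAC083 (1.87, adjusted p = 0.0188), NCED3 (2.48, adjusted p = 0.0152) and SPT (1.76, adjusted p = 0.0234) and a decrease of CGA1 (AT4G26150) (-1.15, adjusted p = 0.0428), GNC (AT5G56860) (-0.93, adjusted p = 0.0484) and RGL2 (-1.56, adjusted p = 0.0135), with log2 fold changes here as given. Called with DESeq2, DESeq2 with looser thresholds and DESeq2 on all 27 libraries with looser thresholds (chosen after seeing the values) were all of these but GNC. All of these but AAO3, GNC and NAC072 passed with looser thresholds. With all 27 libraries in 1 fit and DESeq2 on all 27 libraries (chosen after seeing the values), the calls were all of these but CGA1 and GNC. Called with the deposited normalized table in limma-trend was NCED3. AAO3, LYK4, LYK5, NAC083, NCED3, RGL2 and SPT passed in a fit without NAE 18:3 seedlings replicate 1. GNC was called under no setting.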

Other observations

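The tests of cotyledon tissue, of labels and of scaling in NAE 18:3-treated roots were set before the result was seen, and the tests of depth, of seedling libraries and of nearly equal counts were chosen only after it was seen. In NAE 18:3-treated roots 73.8% of called genes were lower than in DMSO. Cotyledon tissue in these libraries would have to replace most of the root tissue, since the medians of the 200 root markers, of which 0 reached 5 CPM in DMSO cotyledons, stood at 12.2%, 23.3% and 17.7% of their DMSO root level, while the photosynthesis genes reached a median of 1.29% of their cotyledon level in replicate 3, where they were highest. A wrong label is argued against by correlations with the DMSO root profile, across genes, of at least 0.944, above those with any other DMSO profile. With DESeq2's size factors or upper quartile normalization, which left the median of all genes at 0.012 and -0.0081, the share of lower genes was at least 73.1%, and after thinning to the smallest total 73.5%. One fit of all 27 libraries called 1903 genes higher and 3166 lower, a share of 62.5%. Because the scalings moved so little and the share fell in that fit, a shift in composition stays open beside a response of roots to NAE 18:3, and no other biological explanation was tested.

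Root markers were low in 4 of the 6 NAE-treated seedling libraries. The 20 root markers that changed little with NAE in dissected roots, of which 0 reached 5 CPM in DMSO cotyledons, stood at medians of 9.39%, 93.6% and 6.61% of their DMSO seedling level in NAE 18:2 replicates 1 to 3, and at 53.8%, 7.51% and 9.25% in those of NAE 18:3. A response of the roots is argued against for these markers, since NAE left them within 0.5 on the log2 scale in dissected roots and they stood as low as 6.61% here. Cotyledon libraries under a seedling label are argued against by a lowest level of 1.77% of the DMSO root level, above the highest of 0.442% in a cotyledon library. A shift in composition would lower cotyledon markers too, and their lowest median in the libraries concerned was 94.3%. Less root tissue in these libraries is a candidate explanation, under which the unchanged markers would fall together. Their medians fell to 9.39% or lower in each, but single markers did not all fall by the same share. Of the most abundant root markers, BGLU22 (AT1G66280) had 497 CPM in DMSO seedlings and 30.7, 334 and 27.9 CPM with NAE 18:2, and BGLU21 (AT1G66270) 461 CPM and 14.2, 397 and 12.4 CPM. MDHAR (AT3G09940) fell less, from 102 CPM in DMSO seedlings to 33.4, 65.3 and 33.5 CPM with NAE 18:2. Whether roots were lost at collection or failed to grow or survive under NAE stays open, and neither was tested.

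Genes with a log2 fold change over 2 between DMSO roots and DMSO cotyledons made up 12.1% of genes tested in seedlings. They were 38 of 43 genes lower with NAE 18:2 (88.4%) and 85 of 132 lower with NAE 18:3 (64.4%). They were also 60 of 141 genes higher with NAE 18:2 (42.6%) and 97 of 268 with NAE 18:3 (36.2%), which less root tissue would not raise. By correlation with the DMSO profiles, 9 of 9 cotyledon, 9 of 9 root and 5 of 9 seedling libraries were closest to their own organ. The other 4 seedling libraries, NAE 18:2 replicates 1 and 3 and NAE 18:3 replicates 2 and 3, were closest to cotyledons.

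NAE 18:2 seedlings replicates 1 and 3 had nearly equal counts, with a chi-square per degree of freedom of 1.91 over genes with at least 10 counts. The other pairs of libraries of 1 condition, of 27 in all, ran from 10.4 to 251. One RNA sample in 2 libraries and 2 very similar collections cannot be told apart, since the labels do not say how replicates were made.

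Results of camera for gene family sets that belong at no claim are listed here as median log2 fold changes against DMSO. HSF 0.29 (adjusted p = 0.0111) and nuclear photosynthesis genes -0.11 (adjusted p = 0.00593) were called in NAE 18:2-treated cotyledons. In roots with NAE 18:2 the set called was ZAT 1.35 (adjusted p = 0.00407), and with NAE 18:3 XTH -1.51 (adjusted p = 0.00160). Seedlings with NAE 18:2 had EXPA -1.16 (adjusted p = 6.59e-04), EXT -3.59 (adjusted p = 5.00e-04), CESA -0.61 (adjusted p = 6.59e-04), WRKY 0.47 (adjusted p = 0.00431), HSF 1.13 (adjusted p = 4.98e-04), ZAT 3.76 (adjusted p = 5.25e-04) and nuclear photosynthesis genes 0.29 (adjusted p = 0.00557). With NAE 18:3 the medians in seedlings were EXPA -1.14 (adjusted p = 4.98e-04), EXT -4.42 (adjusted p = 5.25e-04), WRKY 0.47 (adjusted p = 0.0126), HSF 1.44 (adjusted p = 6.59e-04), ZAT 4.00 (adjusted p = 6.84e-04) and nuclear photosynthesis genes 0.30 (adjusted p = 0.00770). In the 4 NAE-treated seedling libraries with low root markers, photosynthesis genes stood at 78.3% to 83.3% of their DMSO cotyledon level. In DMSO seedlings they stood at 56.0% to 62.6%. Less root tissue therefore stays open as a cause of the seedling medians, beside an effect of NAE. Without the zinc transporter gene, left out after seeing the data, ZAT had medians of 1.49 (adjusted p = 0.00102) in roots with NAE 18:2 and 3.86 (adjusted p = 2.28e-04) and 4.16 (adjusted p = 3.50e-04) in seedlings with NAE 18:2 and NAE 18:3, and was also called in NAE 18:2-treated cotyledons, at 0.73 (adjusted p = 0.0303). Those of photosynthesis genes, and at their claims FLA in NAE 18:2-treated cotyledons and seedlings and SAUR in NAE 18:2-treated seedlings, were not called under fry, and none of the called sets held with an estimated inter-gene correlation or changed the sign of its median with DESeq2's size factors or upper quartile normalization. Upper quartile normalization moved the median of all genes by over 0.1 in NAE 18:2-treated roots (to -0.14) and in seedlings with NAE 18:2 (to -0.14) and NAE 18:3 (to -0.18). Photosynthesis genes were not called in NAE 18:3-treated cotyledons, -0.025 (adjusted p = 0.875), NAE 18:2-treated roots, -0.29 (adjusted p = 0.614), or NAE 18:3-treated roots, 1.69 (adjusted p = 0.127). The LOX set was called in no comparison, with -0.25 (adjusted p = 0.380) and -0.20 (adjusted p = 0.906) in cotyledons, 0.21 (adjusted p = 0.713) and 0.17 (adjusted p = 0.943) in roots, and -0.11 (adjusted p = 0.875) and 0.12 (adjusted p = 0.873) in seedlings for NAE 18:2 and NAE 18:3. Seed storage genes were tested in cotyledons, 5.27 (adjusted p = 0.436) and -0.014 (adjusted p = 0.943), and in seedlings, -0.78 (adjusted p = 0.873) and -4.52 (adjusted p = 0.119).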
